# Cellular and Gene Expression Response to the Combination of Genistein and Kaempferol in the Treatment of Mucopolysaccharidosis Type I

**DOI:** 10.3390/ijms23031058

**Published:** 2022-01-19

**Authors:** Magdalena Węsierska, Anna Kloska, Diego L. Medina, Joanna Jakóbkiewicz-Banecka, Magdalena Gabig-Cimińska, Marta Radzińska, Marta Moskot, Marcelina Malinowska

**Keywords:** flavonoids, GAG metabolism, gene expression, mucopolysaccharidosis type I

## Abstract

Flavonoids are investigated as therapeutics for mucopolysaccharidosis, a metabolic disorder with impaired glycosaminoglycan degradation. Here we determined the effects of genistein and kaempferol, used alone or in combination, on cellular response and gene expression in a mucopolysaccharidosis type I model. We assessed the cell cycle, viability, proliferation, subcellular localization of the translocation factor EB (TFEB), number and distribution of lysosomes, and glycosaminoglycan synthesis after exposure to flavonoids. Global gene expression was analysed using DNA microarray and quantitative PCR. The type and degree of flavonoid interaction were determined based on the combination and dose reduction indexes. The combination of both flavonoids synergistically inhibits glycosaminoglycan synthesis, modulates TFEB localization, lysosomal number, and distribution. Genistein and kaempferol in a 1:1 ratio regulate the expression of 52% of glycosaminoglycan metabolism genes. Flavonoids show synergy, additivity, or slight antagonism in all analysed parameters, and the type of interaction depends on the concentration and component ratios. With the simultaneous use of genistein and kaempferol in a ratio of 4:1, even a 10-fold reduction in the concentration of kaempferol is possible. Flavonoid mixtures, used as the treatment of mucopolysaccharidosis, are effective in reducing glycosaminoglycan production and storage and show a slight cytotoxic effect compared to single-flavonoid usage.

## 1. Introduction

Flavonoids are polyphenolic compounds synthesised in plants as secondary metabolites and are qualitatively and quantitatively one of the largest known groups of natural products. In addition, they are the most vital phytochemicals in the human diet and are of great general interest due to their diverse bioactivity and considerable biological and health benefits [1,2]. Epidemiological and nutritional data have demonstrated that natural flavonoids play an important role in the prevention and management of many diseases, such as bacterial and viral infections, cancer, cardiovascular diseases, inflammation, and even some genetic diseases [3,4,5,6]. 

These compounds have also been extensively investigated as potential therapeutic agents for mucopolysaccharidosis (MPS), which is a genetic metabolic disorder resulting from impaired degradation of glycosaminoglycans (GAGs) due to deficiencies in lysosomal enzymes involved in GAG catabolism. Progressive intra- and extracellular accumulation of GAGs leads to widespread tissue and organ dysfunction (including heart, respiratory system, bones, joints, and, in some MPS types, central nervous system) and reduced life expectancy [7].

One of the therapeutic strategies for MPS, which is called substrate reduction therapy (SRT), is based on small molecular inhibitors that can impair the intracellular synthesis of compounds that cannot be degraded in lysosomes to prevent or slow down lysosomal storage. Most studies on the biological effects of flavonoids in SRT focus on genistein (G), which is an isoflavone naturally occurring in soybeans, that efficiently inhibits GAG synthesis in both MPS and normal human fibroblast cultures [8]. In addition, it reduces total GAG content and lysosomal compartment size in visceral organs of MPS II [9] and MPS IIIB mice [10], as well as corrects the neuropathology and behaviour of MPS IIIB mice following long-term treatment [11]. Kaempferol (K), the other compound that belongs to flavonoids, also efficiently inhibits GAG synthesis or reduces GAG storage in fibroblast culture models of different MPS types [12,13]. Moreover, combinations of two or more flavonoids decrease GAG synthesis [12] and GAG content [13] more efficiently than the equivalent amounts of these compounds alone. These studies strongly suggest that the interactions of flavonoids applied in a mixture should be taken into consideration while developing a therapeutic strategy for MPS that is based on natural compounds, such as flavonoids.

On the market, flavonoids are most widely available as extracts or mixtures of different compositions; thus, interactions between these components should be taken into consideration while assessing the benefit of such products. Isobolographic analysis is a method for rigorous evaluation of the type and degree of interactions between two active compounds applied in a mixture. It provides a basis for evaluating whether a biological response induced by mixtures of chemicals is additive, synergistic, or antagonistic. In general, if the response to two compounds in a mixture improves the response compared to that obtained for each of the compounds acting alone, the effect is synergistic; if the response remains unchanged, the effect is additive; and if the response is reduced, the effect is antagonistic [14]. The main reason for using two or more compounds in combination is to increase the efficacy of the treatment while decreasing its toxicity. The combination of flavonoids used for the treatment of mucopolysaccharide disorders should only be considered if it can effectively reduce GAG production and storage, as well as exhibit no or minor cytotoxic effects. 

In our present study, we characterised the type and degree of interactions among genistein and kaempferol using isobolographic analysis. We investigated the effects of these flavonoids, exerted in two-component mixtures, regarding the cytotoxicity, cell cycle and viability, proliferation, and GAG synthesis in a cell culture model to confirm possible advantages of using flavonoid combinations over a single flavonoid for the treatment of MPS. Further intrinsic analyses employing global gene expression and ontology enrichment study and estimation of lysosomal biogenesis transcription factor nuclear translocation (TFEB) and lysosomal number enabled estimation of the potential in vitro impacts of flavonoid mixtures.

## 2. Results

### 2.1. Single Flavonoid Treatment Affects Cell Proliferation and Inhibits GAG Synthesis in Murine Fibroblasts

Depending on the different solubilities of the flavonoids used in our study, the range of concentrations tested in cytotoxicity, cell viability, and proliferation assays was 1–300 µM for G and 1–150 µM for K. The kinetics of GAG synthesis were estimated for all flavonoids at concentrations of 30, 60, and 120 µM. The effect of flavonoids in all assays was determined from dose–response curves and was expressed as half-maximal effective concentration (EC50) values. Generally, G and K were non-cytotoxic in the tested range of concentrations, but both affected cell proliferation with similar potencies (EC50 values 47 ± 19.3 for G and 55 ± 23.00 for K). All tested flavonoids significantly inhibited GAG synthesis in a dose-dependent manner (data not shown) and with potencies similar to each other. Interestingly, the effective reduction of GAG synthesis by half was achieved at flavonoid concentrations about 2- or 3-fold lower than those that affected cell proliferation (EC50 values 25 ± 5.2 for G and 29 ± 2.0 for K).

### 2.2. Different Impact of Final Concentration and Composition of Flavonoids in the Mixture on Cell Viability, Proliferation, and GAG Synthesis of Murine Fibroblasts 

Cell viability of murine fibroblasts, measured as metabolic activity via MTT assay, was slightly but not statistically significantly decreased by different flavonoid mixtures in all tested conditions (Figure 1A). However, cell proliferation assessed by BrdU incorporation was slightly altered at a total concentration of 30 µM and significantly reduced by flavonoid mixtures at 60 µM and 120 µM compared to the untreated control (Figure 1B). The inhibition level of this process also depends on the G content in the mixture. Replacement of G with increasing amounts of K resulted in the reduction of the anti-proliferative activity of the flavonoid mixtures (Figure 1B). Kinetics of GAG synthesis was estimated by measurement of incorporation of ^3^H-GlcN after 48 h incubation of murine primary fibroblasts with tested compounds. The level of GAG synthesis was significantly reduced in all mixtures and ratios used in a total concentration of at least 60 µM (Figure 1C). 

### 2.3. Flavonoids in the Mixtures Show all Types of Interactions for the Kinetics of GAG Synthesis in Murine Primary Fibroblasts

Interactions between flavonoids used in a mixture regarding the process of GAG synthesis have not been investigated to date; thus, we aimed to assess the type of interactions between G and K using the isobolographic analysis of two-component flavonoid mixtures. The kinetics of GAG synthesis was estimated by measuring the incorporation of 3H-GlcN after 48 h incubation of murine primary fibroblasts with fixed-ratio mixtures of flavonoids (Figure 1C). Experimental values of GAG synthesis levels obtained for four fixed-ratio flavonoid combinations were plotted against the theoretical additivity line marked for values of the GAG synthesis levels obtained for single flavonoid treatments at specified final concentrations (Figure 2). When the plotted point falls below the additivity line, the components in a mixture act synergistically, and when the plotted point is above the additivity line, the components of the tested mixture act antagonistically. In our experimental setup, GAG synthesis was significantly reduced in all mixtures and ratios used with a total concentration of at least 60 µM (Figure 1C). The type of interactions between flavonoids was quantified according to calculated combination index (CI) values (Table 1). We observed the whole spectrum of interactions between G and K in two-component mixtures (Figure 1C and Table 1). At the final concentration of 60 µM, the activity of G was strongly enhanced when combined with K (synergism). Furthermore, we calculated the dose reduction index (DRI) to evaluate the fold of a dose reduction for G and K when used in combinations to achieve inhibition of GAG synthesis comparable to those obtained with a single flavonoid. Substantial dose reduction can be achieved when flavonoids are used in two-component mixtures (Table 1). In mixtures with the final concentration of 30 μM or 60 μM flavonoids, the dose of G in the G–K combination required to achieve the same level of GAG synthesis inhibition as for G alone was reduced by up to 8-fold. For the same combination, the dose of K was also decreased by up to 10-fold to achieve the same effect as K alone. The fold of dose reduction varied depending on the ratio of components used in a mixture. In the case of antagonistic or additive interactions between G and K, the dose reduction of the components in a mixture was rather unfavourable or not prominent. 

### 2.4. Different Impact of Final Concentration and Composition of Genistein and Kaempferol in Two-Component Mixtures on the Cell Cycle

Murine fibroblast cultures were derived from tail skin explants. Therefore, to assess the effect of the tested compounds on the cell cycle, their full physiological characterization was necessary. Cells seeded with an initial number of 5 × 10^4^ per well of a standard 6-well plate exhibited the log (exponential) phase of growth between days 1 and 5 after subculture (Figure S1), with the doubling time estimated at 18.11 h. Thus, all experiments assessing the cell cycle profile were performed between days 2 and 5 after subculture. 

To determine the full characteristics of the cell cycle phases, we measured the percentage of cells in the G0/G1, S, and G2/M phases using an assay based on the intercalation of propidium iodide (PI) into DNA. The measurement of the PI-based staining of DNA content using the Muse^®^ Cell cycle assay allows one to discriminate and indicate the percentage of cells in each cell cycle phase. During the log phase of growth, the population of control cells (not exposed to flavonoids) consisted of over 50% of cells in the G0/G1 phase; this number significantly increased with time up to 67% after 3 days of culture, while the number of cells in the S phase significantly decreased over the same time range. Furthermore, the number of cells in G2/M did not change in a statistically significant manner in the studied time (Figure S1). 

Exposure to G or K resulted in significant cell cycle arrest in the G2/M phase; the effect was visible after 24 h and lasted until 48 h after treatment (Figure S2). Cell cycle inhibition depends on the flavonoid concentrations used; 30 µM for G and 60 µM for K were sufficient to disturb the cell cycle, as the number of cells in the G2/M phase increased as early as 24 h after treatment. 

The effect of two-component mixtures of flavonoids on the cell cycle profile of murine fibroblasts was assessed after 24 and 48 h exposure to genistein with kaempferol at final concentrations of 30 µM and 60 µM and proportions of components at 4:1, 3:2, 2:3, and 1:4. Mixtures of genistein with kaempferol at a total concentration of 30 μM significantly affected the number of cells in the S phase when compared to untreated controls. The population of DNA synthesizing cells was smaller following 24 h exposure to the tested flavonoids at almost all tested ratios, while the cells exposed to the tested compounds for 24 h at a total concentration of 60 μM showed significant disturbances of the cell cycle in all phases (Figure 3A). Cells exposed to the tested flavonoid mixtures for 48 h for both total concentrations presented with less pronounced disturbances. Furthermore, any significant reduction of the cell numbers in the G2/M phase or increase in the G0/G1 phase occurred only for single flavonoids or mixtures with a predominance of genistein (Figure 3B). 

### 2.5. TFEB Subcellular Localisation, and Lysosomal Number and Distribution Are Modulated by Flavonoids

Based on our previous investigations with flavonoids, we determined if there were variations in the modulation of transcription factor EB (TFEB) nuclear translocation upon the applications of selected flavonoid mixtures. Upregulation of TFEB translocation in TFEB-FLAG HeLa cells was observed in all treatment conditions in reference to DMSO-treated controls, and the effect was superior in mixtures of final flavonoid concentrations of 60–120 µM (Figure 4B). The highest TFEB nuclear translocation was denoted for 60 µM K, 120 µM K (represented as the ratio of 0:5 in Figure 4A,B, respectively), and 120 µM final concentration mixture of G and K in the ratio 1:4 (Figure 4B), i.e., with 84%, 89%, and 87% of translocation level upon exposure to Torin 1 considered as the positive control. Significant differences were observed between individual flavonoid treatments. In the case of 60 µM single flavonoid final concentration, TFEB nuclear translocation was 42% more effective in K (Figure 4A, represented as the ratio 0:5) than in samples treated with G (Figure 4, panel A, represented as the ratio 5:0), while at the 120 µM single flavonoid final concentration, translocation was 26% higher in K (Figure 4B, represented as the ratio 0:5) than in samples treated with G (Figure 4B, represented as the ratio 5:0), respectively. For particular mixture composition ratios, alterations in TFEB translocation were rather minor (~10%).

As TFEB is a master regulator of lysosomal biogenesis, the next step in the assessment of the impact of flavonoid mixtures was to estimate whether there is a modulation of the number of lysosomes upon flavonoid action. For this reason, the LysoTracker™ Red DND-99 assay was implemented in ARPE-19 cells. An increase in the number of lysosomes by 72% was found in cells treated with 120 µM K (Figure 5B, designated as the ratio 0:5), 59% in 60 µM (Figure 5A, represented as the ratio 5:0), and of 57% in the 60 µM final concentration mixture of G and K at the ratio of 1:4 (Figure 5A) when compared to DMSO-treated control cells, respectively. Furthermore, the number of lysosomes was increased in all tested conditions. 

One of the cell metabolic state parameters is lysosomal distribution. Lysosomal positioning performed by immunofluorescence analysis displayed peripheral localisation of lysosomes upon treatment with flavonoids when compared to untreated controls (Figure 5C). This situation is rather typical for high nutrient, low autophagosome synthesis and low autophagosome-lysosome fusion states.

### 2.6. Kaempferol Has a Prevalent Impact on Murine Primary Fibroblasts Global Gene Expression in Flavonoid Mixtures

To determine the impact of the tested flavonoids on global gene expression analysis with the Clariom S Affymetrix (Thermo Fisher Scientific, Waltham, MA, USA), mouse assays were performed for MPS I murine fibroblasts upon treatment with 60 and 120 μM G, 60 and 120 μM K, and 60 and 120 μM final concentration mixtures of both flavonoids. 

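Gene expression was measured in primary skin fibroblasts grown from the tails of MPS I mice after 24 h with G, K or a 1:1 mixture of G and K. Idua, the gene of the lysosomal enzyme that is deficient in MPS I, passed the test in none of the 6 conditions, with fold changes of 1.10 to 1.29. The reference genes B2m and Gapdh did not pass it either, and their fold changes lay between 0.843 and 1.14. G is an isoflavone and K a flavonol, and a mixture of 60 µM holds 30 µM of each, so that the 120 µM mixture holds 60 µM of each. Here 16 arrays were analysed, 2 for each of the 6 conditions and 2 for each of the DMSO controls (0.05% and 0.1%), and the sample labels call the replicates biological. The deposited values are log2 signals that the authors normalized across arrays with RMA (named sst-rma in the workbook's column names), 1 per transcript cluster. In all, 22206 annotated transcript clusters were tested. All arrays entered 1 limma fit with a mean for each of the 8 groups, and p was adjusted by the Benjamini-Hochberg method over all transcript clusters. G and K alone were compared with 0.05% DMSO and the mixtures with 0.1% DMSO, while the sample labels give 0.05% DMSO for all treated cultures and the paper names 0.1% DMSO alone as the control of its GAG and cell cycle genes. Where both arrays of a group lay at or below the median of their negative control probe sets, a limit chosen after the data were seen, a gene was not well above background there, and its fold change is a bound, written as at least or at most a value. A fold change is 2 raised to the difference of the mean log2 signals, and a gene "rose" or "fell" where its adjusted p was under 0.05. The 2 arrays of a group correlated with r of 0.9948 to 0.9972 across transcript clusters. The number of arrays limits the precision: the median standard error of a log2 fold change was 0.187, which gives a 95% interval of 0.40 on either side.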

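In the 120 µM 1:1 mixture of G and K, which holds 60 µM of each compound, few genes departed past the test from the sum of the log2 fold changes of 60 µM G and 60 µM K. Gm3776, a gene of the glutathione S-transferase alpha cluster, departed from the sum most, with a fold change of 0.112 relative to it (log2 fold change -3.16, standard error 0.31, adjusted p = 0.0020). Target genes of the tumour suppressor p53, which stops the cell cycle after DNA damage, rose less in the mixture than the sum of both compounds. Of the 29 p53 target genes fixed before the data were examined, 2 were below the sum and 16 when adjusted over the list alone, and none was above it (camera, adjusted p = 1.5e-15, and adjusted p = 0.0034 with an estimated correlation). The list's mean log2 fold change was 1.04 and 1.54 with 60 and 120 µM G, 0.989 and 1.17 with 60 and 120 µM K, and 1.09 with the 120 µM mixture. A further 60 µM of the same compound thus also added less than the initial 60 µM. The shortfall is therefore not shown to be particular to the combination. The pro-apoptotic gene Pmaip1 had a log2 difference from the sum of -2.25 (95% interval -3.19 to -1.32, adjusted p = 0.14), and the cell cycle inhibitor Cdkn1a one of -1.23 (-1.80 to -0.66, adjusted p = 0.15). Over all 22206 transcript clusters, limma called 4 above the sum and 5 below it, and the count was 4 without replicate 1 or 2 of 60 µM G or replicate 2 of 60 µM K, 3 without replicate 1 of 60 µM K, 2 without replicate 1 of the mixture or either 0.05% DMSO replicate, 5 without replicate 2 of the mixture and 12 without 0.1% DMSO replicate 1. The 2 p53 target genes became 4 without 0.1% DMSO replicate 1, 0 without 0.05% DMSO replicate 2 and 1 without any other array but 0.1% DMSO replicate 2. When only the brighter transcript clusters, with a mean signal above the median, were fitted, limma called 36 departures from the sum. With the replicate number as a block it called 3. The intervals are wide here, so departures of moderate size were not detectable with this number of arrays.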

To correlate the impact of genistein and kaempferol mixtures with single flavonoid treatments, a 1:1 ratio of both flavonoids was employed. The composition of equal compounds’ concentrations enables extensive analysis of the intermediate influence of such a combination. Based on this knowledge, further intrinsic analysis applying versatile flavonoids ratios could be conducted. 

Fold changes less than 0.7 and more than 1.3 in reference to control experimental conditions (0.05 and 0.1% DMSO treatment for single flavonoids and mixtures, respectively) was assumed as positively and negatively regulated, respectively. 

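The fold change criterion takes in genes with large and well measured changes as well as genes whose change lies within the error of 2 arrays. With 60 µM G, Trp53inp1, which promotes cell cycle arrest and autophagy downstream of p53, had a fold change of 5.78 (log2 fold change 2.53, standard error 0.23, adjusted p = 5.5e-05). Cat, which encodes the peroxisomal enzyme catalase, had a fold change of 1.32 with 60 µM G and so met the criterion, but not the test (adjusted p = 0.081). Eno3, the muscle isoform of the glycolytic enzyme enolase, had a fold change of 0.146 with 60 µM G (log2 fold change -2.77, standard error 0.24, adjusted p = 3.2e-05). Of the transcript clusters past the criterion, limma also called 40.2% with 60 µM G, 51.4% with 60 µM K and 62.3% to 65.4% in the other conditions. In 100 simulated comparisons of unchanged groups with the spread of these arrays, 874 transcript clusters passed the criterion on average, 689 above 1.3 and 185 below 0.7. The simulated error was independent for each transcript cluster. Between 0.1% and 0.05% DMSO, without any flavonoid, 2073 passed the criterion and limma called 1, so 874 may be too low a background. The limits are not symmetric, since a fall equal to a fold change of 1.3 would be 0.769.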

One of the results of the performed analysis was the observation that flavonoids induce dose- and time-dependent alterations in transcript profiles in vitro (Figure 6). 

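Slc16a6 with 120 µM G and Gsta2 with K were among the genes that changed by large factors after 24 h. With 120 µM G, Slc16a6, a monocarboxylate transporter, rose at least 18.0-fold (adjusted p = 9.9e-07), and the carboxylesterase genes Ces2g and Ces2e rose at least 8.94- and 5.60-fold. The growth factor binding protein gene Igfbp5 fell to a fold change of 0.0592 and Sorbs2, a cytoskeletal adaptor, to at most 0.0910 in the same cells. With 60 µM K, Gsta2, a glutathione S-transferase, rose from a log2 signal of 5.46 ± 0.53 to 11.04 ± 0.03 (SD, n = 2), a fold change of at least 22.4. The prolactin family genes Prl2c5 and Prl2c2 rose 27.5- and 26.0-fold with 60 µM K. Fxyd5, a regulator of the sodium pump and of cell adhesion, fell to 0.0427 with 120 µM K, and Sema3a, a secreted guidance protein, to 0.0519. With the 120 µM 1:1 mixture of G and K, Gsta3 rose at least 21.4-fold and Gsta4 22.3-fold, while Timp1, an inhibitor of matrix metalloproteinases, fell to 0.0677 (log2 fold change -3.88, standard error 0.28, adjusted p = 8.0e-07). 1700007K13Rik, a gene without a name of its own, rose in all 6 conditions, by 11.3 to 31.2-fold. All arrays were taken at 24 h, so that a change over time is not measured in them.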

The highest number of genes with modulated expression, 6345 transcripts (out of >22,100 genes, >150,300 transcripts designated by >221,900 microarray probes), was denoted for the 1:1 G and K mixture at a final concentration of 120 µM. This stands for almost 30% of the analysed genes and sequences of the murine genome. In addition, the highest numbers of upregulated and downregulated genes were recorded in this condition, namely 3574 and 2771, respectively. 

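Against its own DMSO control, the 120 µM 1:1 mixture of G and K changed the most genes. Among them were Emb, which encodes the adhesion molecule embigin (fold change 13.0), and Ptn, the growth factor pleiotrophin (fold change 0.0879). The fold change criterion was passed by 3622 transcript clusters upward and 2707 downward, together 28.5% of those tested. By limma, 2245 rose and 2105 fell with this mixture. The mixtures have other control arrays than G and K, so the ranking of the conditions may depend in part on the controls. In the direct test at 120 µM, limma called 152 transcript clusters between the mixture and K. With the 60 µM mixture, in which the transcription factor gene Cebpa rose 9.16-fold, 2051 rose and 1904 fell. For 120 µM K, where the cystine transporter gene Slc7a11 rose 11.8-fold, the numbers were 1993 and 1777, and for 120 µM G, where the chemokine gene Cxcl14 rose 25.1-fold, 1764 and 1731. The fewest changed with 60 µM K (1270 rose and 977 fell) and 60 µM G (853 rose and 996 fell), where Dcxr, a reductase of carbonyl compounds, rose 6.89-fold. The limma count of the 120 µM mixture fell to 2560 and 2461 without its replicate 1 or 2 and to 2854 without 0.1% DMSO replicate 2, and that of the 60 µM mixture to 2150 and 2182 without its replicate 1 or 2 and to 2462 without 0.1% DMSO replicate 2. Without its own replicate 1 or 2 or 0.05% DMSO replicate 1 or 2, the count of 60 µM G fell to 1100, 860, 921 and 800 and that of 60 µM K to 1150, 1214, 1354 and 1283, while 120 µM G fell to 2241 without its replicate 2 and to 2314 and 2328 without either control, and 120 µM K to 2416 without 0.05% DMSO replicate 2.

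**Figure D1:**
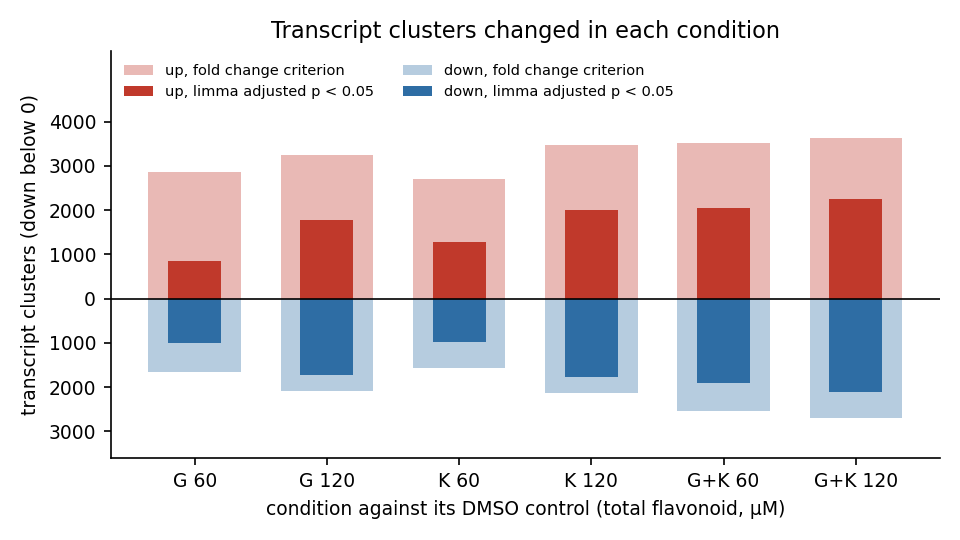
Number of transcript clusters that changed in each condition against its DMSO control, upward above 0 and downward below 0, at 24 h. Pale bars give those past the fold change criterion and dark bars those with a limma adjusted p under 0.05; both reach furthest for the 120 µM 1:1 mixture of G and K (G+K 120).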

It has to be mentioned that the higher concentration of flavonoids in a 1:1 mixture had a minor effect on the number of genes with modulated expression—only 2.5%, 5.9%, and 4.0% more genes were upregulated, downregulated, and regulated in total, respectively, for the 120 µM final concentration compared to the G and K 1:1 60 µM mixture. 

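The 60 and 120 µM 1:1 mixtures of G and K changed gene expression by similar amounts, and no gene was called different between them. Gsta3 had a log2 difference between the doses of 0.06 (95% interval -0.31 to 0.42), and Adam23, a cell adhesion protein that rose 13.6-fold with 60 µM and 11.6-fold with 120 µM, one of -0.23 (-0.63 to 0.17). The log2 difference of Lgals3, the gene of galectin 3, was -0.85 (-1.19 to -0.50, adjusted p = 0.47), and that of Timp1 was -0.63 (-1.24 to -0.03, adjusted p = 0.92). With limma, 0 transcript clusters passed the adjusted p between the doses, and 1179 had an unadjusted p under 0.05. Past the fold change criterion, the 60 µM mixture had fewer transcript clusters than the 120 µM mixture by 2.98% upward, 6.50% downward and 4.49% in total, as a share of the larger number. The total turned to -4.87% and -3.97% without replicate 1 or 2 of the 60 µM mixture, and became 12.6% and 9.96% without replicate 1 or 2 of the 120 µM mixture.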

For treatment with single flavonoids, an increase in the number of genes with upregulated, downregulated, and in total regulated expression was 10.6%, 21.5%, and 14.5%, respectively, for 120 µM G compared to 60 µM G and 22.6%, 26.7%, and 24%, respectively, for 120 µM K treatment compared to 60 µM K. 

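A higher concentration changed more genes for G than for K in the test between the doses. From 60 to 120 µM G, Slc16a6 rose 18.9-fold (log2 fold change 4.24, standard error 0.38, adjusted p = 8.5e-05), and Dusp6, a phosphatase that acts on the MAP kinase ERK, rose 5.04-fold. Gas2, a cytoskeletal protein induced at growth arrest, fell to 0.121 (log2 fold change -3.05, standard error 0.24, adjusted p = 3.7e-05) and the growth factor gene Ptn to 0.192. From 60 to 120 µM K, Lgr5, a receptor of the Wnt pathway, fell to 0.233 (log2 fold change -2.10, standard error 0.22, adjusted p = 9.5e-04), Ndrg1, which responds to hypoxia and stress, to 0.245, and Mylk, the myosin light chain kinase, to 0.266. Mt2, a metallothionein that binds zinc, rose 2.07-fold between the K doses (adjusted p = 0.036), and this call was lost without any 1 of the 4 arrays compared (adjusted p up to 0.34). By limma, 348 transcript clusters rose and 438 fell from 60 to 120 µM G, and 9 rose and 50 fell from 60 to 120 µM K. The G count fell to 379 and 349 without replicate 1 or 2 of 60 µM G and to 331 and 428 without replicate 1 or 2 of 120 µM G, and the K count to 13 without either replicate of 60 µM K and to 10 without replicate 1 of 120 µM K. Limma called 1360 between the G doses and 185 between the K doses when only the brighter transcript clusters, with a mean signal above the median, were fitted. Past the fold change criterion, the 60 µM count was smaller by 12.1% upward, 20.7% downward and 15.5% in total for G, and by 22.0%, 27.2% and 23.9% for K. The total for G turned to -3.50% without replicate 1 of 60 µM G and became 3.20% and 7.94% without replicate 2 of 60 µM G or 0.05% DMSO replicate 1 and 26.8% and 26.5% without replicate 1 or 2 of 120 µM G, and that for K became 12.4% and 9.43% without replicate 1 or 2 of 60 µM K and 37.2% without replicate 2 of 120 µM K.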

Microarray analysis revealed that the number of genes with modulated expression was comparable for corresponding concentrations of G and K applied separately. However, it varied significantly between the G and K 1:1 mixture applied in the final 60-µM concentration and both flavonoids tested separately. 

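G and K changed similar numbers of genes but many different ones when the cells treated with each were compared directly. At 60 µM, Gsta2 was at least 19.9-fold higher with the flavonol K than with the isoflavone G (adjusted p = 3.3e-07), and Prl2c5 was at least 47.4-fold higher. Fam180a, a secreted protein, stood at 0.114 of its level with G, and Dkk2, an inhibitor of Wnt signalling, at 0.171. At 120 µM, Rgs2, a regulator of G protein signalling, was at least 4.34-fold higher with K, while Slc16a6 stood at no more than 0.0608 of its level with G and Txnip, an inhibitor of thioredoxin, at 0.115 (log2 fold change -3.12, standard error 0.13, adjusted p = 3.2e-08). Of 25 target genes of the oxidative stress factor NRF2, 17 were higher with K than with G at 60 µM (17 when adjusted over the list alone) and 16 at 120 µM (17, and 1 lower, when adjusted over the list alone), and camera's call held with an estimated correlation at both doses (adjusted p = 0.0034). The p53 target gene Mdm2, whose product marks p53 for degradation, differed by -0.28 on the log2 scale at 60 µM (95% interval -0.58 to 0.02, adjusted p = 0.25). Of 29 p53 target genes, 2 were higher and 2 lower with K than with G at 60 µM (4 and 4 when adjusted over the list alone), together 2 without any 1 of the 4 arrays, and 7 were lower at 120 µM (7 when adjusted over the list alone; camera, adjusted p = 0.075 with an estimated correlation), 4 without either replicate of G or replicate 1 of K. By limma, 1062 transcript clusters were higher and 753 lower with K than with G at 60 µM, and 1158 higher and 1014 lower at 120 µM. The 60 µM total fell to 1175 and 718 without replicate 1 or 2 of G and to 667 and 773 without replicate 1 or 2 of K, and the 120 µM total to 1231 and 1378 without replicate 1 or 2 of G and to 1295 without replicate 1 of K.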

Murine fibroblast cultivation with the addition of the 60-µM mixture of G and K in a ratio of 1:1 resulted in an increase by 18%, 37%, and 25% in the number of upregulated, downregulated, and regulated in total genes, respectively, compared to G used alone in a final 60-µM concentration. When compared to 60-µM K used alone, exposure to the 60-µM mixture of G and K in a 1:1 ratio increased by 23%, 40%, and 30% the number of genes with upregulated, downregulated, and regulated in total expression, respectively. 

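The 60 µM 1:1 mixture of G and K differed from G alone in many genes and from K alone in few. Against 60 µM G, Gsta3 was 13.0-fold higher with the mixture (log2 fold change 3.70, standard error 0.17, adjusted p = 1.1e-07), and Fam180a stood at 0.0849. Against 60 µM K, Pde7b, a cyclic AMP phosphodiesterase, was 3.00-fold higher (adjusted p = 0.022) and Lgals3 stood at 0.415 (adjusted p = 0.0095). Both calls against K were lost without any 1 of the 4 arrays compared (highest adjusted p = 0.26 for Pde7b and 0.16 for Lgals3). In the test against K, Gsta4 had a log2 difference of -0.29 (95% interval -0.76 to 0.17, adjusted p = 0.78). By limma, 928 transcript clusters were higher and 704 lower with the mixture than with G, and 8 higher and 12 lower than with K. The total against G fell to 994 and 568 without replicate 1 or 2 of G and to 606 and 455 without replicate 1 or 2 of the mixture, and that against K to 0 without replicate 1 or 2 of K or replicate 1 of the mixture (limma) and to 1 without its replicate 2. Limma called 94 against K when only the brighter transcript clusters, with a mean signal above the median, were fitted. Past the fold change criterion against DMSO, the single compound had fewer transcript clusters than the mixture by 25.4% in total for G and 29.4% for K. The share for G became 8.64% and 14.6% without replicate 1 or 2 of G, 6.15% without 0.05% DMSO replicate 1 and 38.1% without 0.1% DMSO replicate 1, and that for K 18.7% and 15.9% without replicate 1 or 2 of K and 12.5% and 19.2% without 0.05% DMSO replicate 1 or 2.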

In the case of the final 120-µM concentration of flavonoids, for a 1:1 mixture of G and K, the number of genes was by increased by 10% for upregulated, 24% for downregulated, and 16% for genes regulated in total, compared to treatment with G alone, while the number of genes with upregulated, downregulated, and regulated in total expression increased only by 3%, 23%, and 11%, respectively, after the mixture compared to the effect of 120-µM K used alone.

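At 120 µM, Igfbp5 and Slc16a6 were among the genes with the largest differences between the 1:1 mixture and G alone. Igfbp5 was 36.6-fold higher with the mixture than with 120 µM G (log2 fold change 5.19, standard error 0.27, adjusted p = 1.7e-07), and Rgs2 was at least 2.82-fold higher. Slc16a6 stood at 0.0642 of its level with G, and Ddit3, a transcription factor of the stress response, at 0.175 by its brighter transcript cluster and 0.137 by the other. Against 120 µM K, Enpp3, an ectonucleotidase, was 2.89-fold higher with the mixture (log2 fold change 1.53, standard error 0.17, adjusted p = 0.0015), and Lef1, a transcription factor of the Wnt pathway, stood at no more than 0.369 of its level with K. Target genes of the stress factors ATF4 and CHOP were lower with the mixture than with K (camera, adjusted p = 1.9e-13, and adjusted p = 0.038 with an estimated correlation). Of 29 target genes of p53, 9 were lower with the mixture than with G (14 when adjusted over the list alone; camera, adjusted p = 0.022 with an estimated correlation), and 4 without any 1 of the 4 arrays. By limma, 1006 transcript clusters were higher and 622 lower with the mixture than with G, and 96 higher and 56 lower than with K. The total against G fell to 963 and 875 without replicate 1 or 2 of G and to 704 and 786 without replicate 1 or 2 of the mixture, and that against K to 11 without replicate 1 of K and to 12 and 10 without replicate 1 or 2 of the mixture. Limma called 468 against K when only the brighter transcript clusters were fitted. Past the fold change criterion against DMSO, the single compound had fewer transcript clusters by 15.7% in total for G and 11.3% for K. The share for G became 2.69% and 3.08% without replicate 1 or 2 of G, 2.64% and 6.30% without 0.05% DMSO replicate 1 or 2 and 29.3% without 0.1% DMSO replicate 1, and that for K 1.11% and -7.35% without replicate 1 or 2 of K, -2.46% and 1.90% without 0.05% DMSO replicate 1 or 2, 25.6% without 0.1% DMSO replicate 1 and 18.8% without replicate 1 of the mixture.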

For all tested conditions, the upregulated genes presented 60% among all modulated transcripts, and the approximate 40% left constituted the downregulated genes. 

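More transcript clusters passed the fold change criterion upward than downward in all 6 conditions, while by the test more fell than rose with 60 µM G. With 60 µM K, the secreted Wnt inhibitor gene Sfrp2 fell to 0.163 and the integrin-like gene Itgbl1 to 0.146, and with 120 µM K the metalloproteinase gene Mmp11 rose 12.8-fold. In the 60 µM mixture, Bace2, a membrane protease, rose at least 8.06-fold and Rin3, a regulator of endocytosis, fell to 0.108. Past the criterion, the upward share was 63.2% and 60.7% with 60 and 120 µM G, 63.4% and 61.8% with 60 and 120 µM K, and 58.1% and 57.2% with the 60 and 120 µM mixtures. The limits of the criterion are not symmetric and favour upward calls. In simulated unchanged groups, 689 transcript clusters passed upward and 185 downward on average. In the comparison of 0.1% with 0.05% DMSO, without any flavonoid, 1575 transcript clusters passed upward and 498 downward, while limma called 1, Gm2888, which was not well above background in either group and was lost without any 1 of the 4 arrays (highest adjusted p = 0.30).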

The number of modulated genes was comparable for that using treatment with G and K alone between both concentrations tested. 

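The 1:1 mixtures shared more changed genes with K than with G at both concentrations. Among these, Gsta2 rose at least 9.15-fold with the 60 µM mixture, while it was not well above background with 60 µM G or with 0.05% DMSO (adjusted p = 0.76). Sema3a fell to 0.111 with the 60 µM mixture and to 0.0873 with 60 µM K. At 60 µM, 2616 transcript clusters passed the fold change criterion in the same direction with K and with the mixture, and 1752 with G and with the mixture. Independent lists of the same sizes would share 606 and 640. At 120 µM the shared numbers were 3202 for K and 2769 for G, against 827 and 784 for independent lists. By limma, 1582 were shared with K and 963 with G at 60 µM, and 2319 and 1913 at 120 µM. Across transcript clusters, which are not independent replicates, the log2 fold changes of the mixture correlated with those of K with r = 0.70 at both doses and with those of G with r = 0.37 at 60 µM and 0.59 at 120 µM. The mixtures and the single compounds have separate DMSO arrays, and r was between -0.021 and 0.017 in simulated unchanged groups of that kind. With the error variance removed, the correlation with K exceeded that with G by 0.39 at 60 µM (0.35 to 0.46 without 1 array) and by 0.13 at 120 µM (0.053 to 0.18). G and K share their DMSO arrays, so part of the 1773 transcript clusters they have in common at 60 µM and 2869 at 120 µM may come from the controls (206 in simulated unchanged groups). The heading of this section of the paper states that K has the prevalent impact on global gene expression in the mixtures.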

The number of modulated transcripts common for treatment with K alone and the 1:1 ratio of the G and K mixture was greater in comparison to the respective gene group for treatment with G alone, as well as the 1:1 ratio of G and K mixture, for each analysis performed (Figure 6). 

### 2.7. High Impact of Genistein and Kaempferol Mixture on Modulation of Expression of Genes Involved in Glycosaminoglycan Metabolism Pathway 

Among the 75 genes related to GAG metabolism (57 genes of synthesis and 18 of degradation), around 40% were found to be significantly differentially expressed (FC less than 0.7 and more than 1.3 in reference to control experimental conditions, 0.1% DMSO treatment) in murine MPS I fibroblasts in all tested conditions, as revealed by the microarray analysis (Figure 7). 

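Genes of GAG synthesis changed in both directions with every flavonoid, and those of GAG degradation mostly rose where they changed. Hs3st1, a heparan sulphate sulfotransferase, rose at least 2.76-fold with 120 µM K and at least 2.36-fold with the 120 µM mixture, and Chpf2, a chondroitin polymerizing factor, rose 2.31-fold with the 60 µM mixture. Gusb, the lysosomal β-glucuronidase, fell to 0.540 with 120 µM G (log2 fold change -0.89, standard error 0.15, adjusted p = 7.2e-04). Of 62 genes of GAG chain building and modification fixed before the data were examined, 3 rose and 1 fell with 60 µM G, 9 and 10 with 120 µM G, 7 and 7 with 60 µM K, 8 and 11 with 120 µM K, 10 and 12 with the 60 µM mixture and 10 and 14 with the 120 µM mixture. When adjusted over the list alone, the counts were 3 and 1, 10 and 10, 10 and 11, 9 and 12, 11 and 16, and 13 and 14, and camera called the list in no condition. Of 16 measured genes of GAG degradation, 3 rose and 1 fell with 60 µM G, 4 and 1 with 120 µM G, 1 and 0 with 60 µM K, 4 and 2 with 120 µM K, 4 and 1 with the 60 µM mixture and 4 and 0 with the 120 µM mixture. When adjusted over the list alone, they were 5 and 1, 6 and 1, 1 and 0, 5 and 2, 5 and 2, and 6 and 1. Camera called this list upward with 60 µM G (adjusted p = 0.22 with an estimated correlation), 120 µM G (adjusted p = 0.20 with an estimated correlation) and the 60 µM mixture (adjusted p = 0.20 with an estimated correlation), so that none of these calls held. Without any 1 of its 4 arrays the 60 µM G count of synthesis genes fell to 0 to 2, and that of 120 µM G to 8 without 0.05% DMSO replicate 1 or replicate 1 of 120 µM G and to 12 without 0.05% DMSO replicate 2. The 60 µM mixture count fell to 14 without its replicate 1 or 0.1% DMSO replicate 2, the 120 µM mixture count to 15 and 14 without its replicate 1 or 2, and the 60 µM K count to 9 without 0.05% DMSO replicate 1. Of the degradation genes, the changed count of 60 µM G fell to 1 and 2 without 0.05% DMSO replicate 1 or 2 and to 2 without its replicate 2, and that of 120 µM G to 3 without 0.05% DMSO replicate 1. With 120 µM K it fell to 1 to 3 without any 1 of the 4 arrays, with the 60 µM mixture to 3 without its replicate 2 or 0.1% DMSO replicate 1, and with the 120 µM mixture to 2 without either of its replicates.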

Interestingly, for both GAG synthesis and degradation, as well as in total for GAG metabolism, conditions with the highest number of modulated genes were 60 µM and 120 µM of a 1:1 mixture of G and K, with 39 modulated genes of GAG metabolism (out of 75 genes, 52%), 32 of GAG synthesis (out of 57 genes, 56%), and 7 of GAG degradation (out of 18 genes, 39%). 

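Of the 44 GAG synthesis genes that the paper's tables name and the arrays hold, the 60 and 120 µM 1:1 mixtures modulated the most when G and K were set against 0.05% DMSO. Past the fold change criterion, 13 were up and 16 down with the 60 µM mixture and 13 up and 14 down with the 120 µM mixture, against 7 and 4 with 60 µM G, 12 and 11 with 120 µM G, 12 and 10 with 60 µM K and 11 and 12 with 120 µM K. With 0.1% DMSO as the control, which the paper names for these genes, the totals were 14 and 26 with 60 and 120 µM G and 25 and 29 with 60 and 120 µM K, so that 120 µM K equalled the 60 µM mixture. By limma, 10 rose and 13 fell with the 60 µM mixture (13 and 17 when adjusted over the list alone) and 9 rose and 13 fell with the 120 µM mixture (14 and 14 when adjusted over the list alone). The changed count of the 60 µM mixture fell to 15 without its replicate 1 or 0.1% DMSO replicate 2. Of the 11 GAG degradation genes in these tables, 6 were up past the criterion with 120 µM G and with the 120 µM mixture, 5 with 60 µM G and with the 60 µM mixture, 4 with 120 µM K and 3 with 60 µM K. The study chose these genes on the same samples, so their counts are not independent evidence, and the tables hold part of the genes that the paper counts.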

The conditions with the least numerous modulated transcripts were 60 µM G with 25 modulated genes of GAG metabolism (33%), 120 µM K with 16 modulated genes of GAG synthesis (28%), and 60 µM K with 3 modulated genes of GAG degradation (17%). 

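B4galt4, a galactosyltransferase, rose in all 6 conditions, by 1.86 to 3.27-fold, and Csgalnact1, which starts chondroitin sulphate chains, rose by 1.70 to 3.86-fold. Hyal1, the lysosomal hyaluronidase, rose in all 6 conditions, from a log2 signal of 9.95 ± 0.22 (SD, n = 2) with 0.1% DMSO to 12.17 ± 0.03 with the 120 µM 1:1 mixture (log2 fold change 2.22, standard error 0.16, adjusted p = 6.6e-07). Hs6st3, a heparan sulphate 6-O-sulfotransferase, fell in all 6 conditions, to at most 0.467 with 120 µM K (adjusted p = 1.1e-04). Chst11, which sulphates chondroitin, rose in 5 conditions, by 2.07 to 2.51-fold, and had a fold change of 1.34 with 60 µM G (adjusted p = 0.36). Chst12, another chondroitin sulfotransferase, fell in the same 5 conditions, to 0.563 to 0.671. Hs6st2 fell in 4 conditions, to 0.284 with 120 µM K. Hs3st3a1 passed the test with 120 µM G and 120 µM K (adjusted p = 0.015 and 0.0072), but was not well above background with or without treatment. Hgsnat, an acetyltransferase of heparan sulphate degradation, rose 1.78-fold with 120 µM G and 1.51-fold with 120 µM K, and Naglu, which acts after it, rose 1.55-fold with 120 µM K and 1.54- and 1.52-fold with the mixtures. Many of these calls were lost when 1 array was left out. With 60 µM G these were B4galt4 (adjusted p = 0.075 without 0.05% DMSO replicate 1), Csgalnact1 (adjusted p up to 0.15 without 60 µM G replicate 2 or 0.05% DMSO replicate 1 or 2) and Hs6st3 (adjusted p up to 0.24 without 60 µM G replicate 1 or 0.05% DMSO replicate 1 or 2), and with 120 µM G they were Chst11 (adjusted p up to 0.15 without 120 µM G replicate 1 or 0.05% DMSO replicate 1), Chst12 (adjusted p up to 0.058 without 120 µM G replicate 1 or 0.05% DMSO replicate 1), Hs6st2 (adjusted p up to 0.16 without 120 µM G replicate 2 or 0.05% DMSO replicate 1 or 2), Hs6st3 (adjusted p = 0.073 without 120 µM G replicate 1), Hs3st3a1 (adjusted p up to 0.12 without 120 µM G replicate 1 or 0.05% DMSO replicate 1 or 2) and Hgsnat (adjusted p = 0.053 without 0.05% DMSO replicate 1). With 60 µM K, Chst11 (adjusted p up to 0.16 without 60 µM K replicate 1 or 2 or 0.05% DMSO replicate 1), Chst12 (adjusted p up to 0.062 without 60 µM K replicate 1 or 0.05% DMSO replicate 1), Hs6st2 (adjusted p up to 0.16 without 60 µM K replicate 1 or 2 or 0.05% DMSO replicate 1 or 2) and Hs6st3 (adjusted p = 0.056 without 60 µM K replicate 1) were lost, and with 120 µM K, Hs3st3a1 (adjusted p = 0.055 without 120 µM K replicate 1), Hgsnat (adjusted p up to 0.18 without 120 µM K replicate 1 or 2 or 0.05% DMSO replicate 1 or 2) and Naglu (adjusted p up to 0.19 without 120 µM K replicate 1 or 2 or 0.05% DMSO replicate 1). The 60 µM mixture lost Chst11 (adjusted p up to 0.076 without replicate 2 of the 60 µM mixture or 0.1% DMSO replicate 1), Chst12 (adjusted p up to 0.066 without replicate 1 or 2 of the 60 µM mixture or 0.1% DMSO replicate 2), Hs6st3 (adjusted p up to 0.11 without replicate 2 of the 60 µM mixture or 0.1% DMSO replicate 2) and Naglu (adjusted p up to 0.19 without replicate 1 or 2 of the 60 µM mixture or 0.1% DMSO replicate 1), and the 120 µM mixture lost Chst12 (adjusted p = 0.076 without replicate 1 of the 120 µM mixture), Hs6st3 (adjusted p up to 0.11 without replicate 1 or 2 of the 120 µM mixture or 0.1% DMSO replicate 2) and Naglu (adjusted p up to 0.22 without replicate 1 or 2 of the 120 µM mixture or 0.1% DMSO replicate 1).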

Microarray expression analysis of transcripts coding for proteins involved in GAG metabolism revealed consistent profiles, and many regulated genes were common for all tested conditions (i.e., *B4galt4, Chst11, Chst12, Csgalnact1, Hs3st3a1, Hs6st2,* and *Hs6st3* for GAG synthesis and *Hgsnat, Hyal1,* and *Naglu* for GAG degradation (Table S1).

Real-time qRT-PCR analysis of selected genes coding for proteins involved in GAG metabolism pathways, in samples treated with 120 µM G, 120 µM K, and 120 µM 1:1 mixture of both flavonoids, confirmed the results of the microarray examination and revealed a consistent profile of gene expression modulation between the tested flavonoids and their 1:1 mixture (Table 2). Real-time qRT-PCR expression was performed in reference to the housekeeping control genes *B2m, Gapdh*, and *Hmbs* for all tested conditions.

For upregulated genes coding for GAG synthesis proteins, the fold change varied significantly between conditions with particular flavonoids or 1:1 mixtures (Table 2). Positively modulated transcripts were represented by *Csgalnact1* (coding for GAG chain initiation protein), *B4galt4, Chsy1, Extl3* (coding for chain elongation proteins), and *Chst2* (coding for chain modification proteins). 

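Csgalnact1 rose from a log2 signal of 8.69 ± 0.31 (SD, n = 2) to 10.64 ± 0.06 with the 120 µM 1:1 mixture (log2 fold change 1.95, standard error 0.18, adjusted p = 5.3e-06). Chst2, a sulfotransferase of keratan sulphate, rose 2.00-fold with 120 µM G, 2.55-fold with 120 µM K and 3.11-fold with the 120 µM mixture. Chsy1, a chondroitin synthase, rose 1.71-fold with the 120 µM mixture (log2 fold change 0.77, standard error 0.17, adjusted p = 0.0048) and had a fold change of 1.31 with 120 µM G (adjusted p = 0.14). Its rise of 1.61-fold with 120 µM K was lost when 1 array was left out (adjusted p up to 0.10 without 120 µM K replicate 2 or 0.05% DMSO replicate 1 or 2). Extl3, which acts at the start of heparan sulphate chains, rose 1.64-fold with 120 µM G and 1.61-fold with 120 µM K, and neither call held without 1 array (adjusted p = 0.055 without 0.05% DMSO replicate 1, and adjusted p up to 0.062 without 120 µM K replicate 1 or 0.05% DMSO replicate 1). In direct comparisons at 120 µM, Csgalnact1 was higher with K than with G by 0.73 on the log2 scale (95% interval 0.34 to 1.11, adjusted p = 0.018; adjusted p up to 0.14 without 120 µM G replicate 1 or 2 or 120 µM K replicate 2). B4galt4 and Chst2 did not pass this test, with differences of 0.59 (0.20 to 0.99) and 0.35 (-0.08 to 0.77).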

The downregulated transcripts were *B3gnt2*, *B4galt1*, and *Ext1* (coding for proteins involved in GAG chain elongation), as well as *Dse* and *Ndst2* (coding for GAG chain modification proteins) (Table 2). 

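B3gnt2, an N-acetylglucosaminyltransferase that extends keratan sulphate, fell with K and with the mixtures and not with G alone. Its log2 signal was 11.10 ± 0.04 with 0.05% DMSO, 9.92 ± 0.11 with 120 µM K and 11.03 ± 0.06 with 120 µM G (SD, n = 2), and the difference between K and G was -1.11 (95% interval -1.44 to -0.77, adjusted p = 4.7e-04). Ext1, a subunit of the heparan sulphate polymerase, fell to 0.564 with 120 µM K and to 0.552 with the 120 µM mixture (log2 fold change -0.86, standard error 0.13, adjusted p = 4.0e-04). Dse, the epimerase that makes dermatan sulphate, fell to 0.527 and 0.533, and Ndst2, which deacetylates and sulphates heparan sulphate, to 0.586 and 0.575. With 120 µM G, Ext1, Dse and Ndst2 had fold changes of 0.677, 0.661 and 0.655, and each of these calls was lost when 1 array was left out (adjusted p up to 0.082 without 120 µM G replicate 1 or 0.05% DMSO replicate 1 for Ext1; adjusted p up to 0.073 without 120 µM G replicate 2 or 0.05% DMSO replicate 1 or 2 for Dse; adjusted p = 0.091 without 120 µM G replicate 1 for Ndst2). B4galt1, a galactosyltransferase, fell to 0.669 with 120 µM K and to 0.638 with the mixture, and lost both calls when 1 array was left out (adjusted p up to 0.13 without 120 µM K replicate 2 or 0.05% DMSO replicate 2; adjusted p = 0.082 without replicate 1 of the 120 µM mixture). For Ext1 and Dse, K and G did not differ past the test at 120 µM, with log2 differences of -0.26 (-0.55 to 0.02) and -0.33 (-0.64 to -0.01).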

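Among GAG degradation genes, Hyal1 rose most, 4.38-fold with 120 µM G (log2 fold change 2.13, standard error 0.16, adjusted p = 9.6e-07) and 2.71-fold with 120 µM K. Its rise was smaller with K than with G at this dose, by -0.69 on the log2 scale (95% interval -1.03 to -0.36, adjusted p = 0.011, and adjusted p up to 0.10 without 120 µM G replicate 1 or 2 or 120 µM K replicate 1). Sgsh, the heparan N-sulfatase, rose 1.41-fold with 120 µM G (adjusted p = 0.049) and 1.44-fold with the 120 µM mixture (adjusted p = 0.032). Both calls of Sgsh were lost (adjusted p up to 0.27 without 120 µM G replicate 1 or 2 or 0.05% DMSO replicate 1 or 2, and adjusted p up to 0.20 without replicate 1 or 2 of the 120 µM mixture or 0.1% DMSO replicate 2). With 120 µM K the fold change of Sgsh was 0.919 (adjusted p = 0.68), and it was lower than with G by -0.61 on the log2 scale (adjusted p = 0.024, and adjusted p up to 0.22 without 120 µM G replicate 2 or 120 µM K replicate 1). For Naglu, which removes N-acetylglucosamine from heparan sulphate, K and G did not differ past the test at 120 µM (0.12, 95% interval -0.28 to 0.52). The adjusted p of Hgsnat with the 120 µM mixture was 0.078 at a fold change of 1.39.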

Analysis performed for the GAG degradation pathway revealed upregulation of expression of genes coding for proteins involved in the degradation of heparan sulphate (HS) (*Hgsnat, Naglu,* and *Sgsh*), keratan sulphate (KS) (*Hexb*), chondroitin sulphate (CS), and hyaluronan (*Hyal1*) (Table 2). Abnormalities connected with the expression of GAG degradation enzymes occur in MPS IIIC, MPS IIIB, and MPS IIIA (HS degradation); Sandhoff disease and gangliosidosis (KS degradation); and MPS IX (CS degradation), respectively. 

According to microarray analysis of the transcripts related to GAG metabolism, most upregulated gene expression values were denoted for *Agrn, Gpc2*, and *Sulf2*. 

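Gpc2, the core protein of a heparan sulphate proteoglycan, rose at least 2.65-fold with 120 µM K (adjusted p = 5.5e-06) and at least 1.88-fold with the 120 µM mixture. At 120 µM it was higher with K than with G by 1.10 on the log2 scale (95% interval 0.67 to 1.53, adjusted p = 0.0028). Sulf2, which removes 6-O-sulphates from heparan sulphate outside the cell, rose in all 6 conditions, 2.05-fold with 120 µM G and 2.36-fold with the 120 µM mixture. Its response did not differ past the test between K and G at 120 µM (-0.19, 95% interval -0.57 to 0.19). Agrn, the basement membrane proteoglycan agrin, rose 2.16-fold with 120 µM K and 2.29- and 2.25-fold with the mixtures (log2 fold change 1.17, standard error 0.21, adjusted p = 0.0012). The calls of Gpc2 with G were lost with 0.1% DMSO as the control (adjusted p = 0.42 at 60 µM and 0.051 at 120 µM), and that of Gpc2 with 60 µM G also without 1 array (adjusted p up to 0.20 without 60 µM G replicate 2 or 0.05% DMSO replicate 1 or 2). Those of Agrn with 120 µM G (adjusted p up to 0.11 without 120 µM G replicate 1 or 0.05% DMSO replicate 2) and 60 µM K (adjusted p up to 0.36 without 60 µM K replicate 1 or 2 or 0.05% DMSO replicate 2) were lost, as were those of Sulf2 with 60 µM G (adjusted p up to 0.13 without 60 µM G replicate 2 or 0.05% DMSO replicate 2), 60 µM K (adjusted p up to 0.14 without 60 µM K replicate 1 or 0.05% DMSO replicate 2) and 120 µM K (adjusted p = 0.054 without 0.05% DMSO replicate 2). Of the 33 other GAG-related genes in the paper's tables, which the study chose on these samples and which are not independent evidence, 4 rose and 13 fell with 120 µM K (6 and 15 when adjusted over the list alone) and 5 rose and 12 fell with the 120 µM mixture (7 and 13 when adjusted over the list alone), together 10 without replicate 2 of the mixture.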

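Sdc3, the cell surface proteoglycan syndecan 3, fell from a log2 signal of 13.65 ± 0.09 (SD, n = 2) to 11.86 ± 0.07 with the 120 µM 1:1 mixture (log2 fold change -1.79, standard error 0.16, adjusted p = 4.9e-06). It also fell with 120 µM K, to 0.365, and with 120 µM G, to 0.511. Sulf1, an extracellular sulfatase of heparan sulphate, fell to 0.318 with 120 µM K and to 0.315 and 0.282 with the mixtures. The fall of Angpt1, a ligand of the endothelial receptor Tie2, was largest with 120 µM K, to 0.241 (log2 fold change -2.05, standard error 0.28, adjusted p = 1.7e-04). Angpt1 had a fold change of 0.963 with 60 µM G and was lower with 60 µM K than with 60 µM G by -1.22 on the log2 scale (95% interval -1.83 to -0.61, adjusted p = 0.018, and adjusted p up to 0.15 without 60 µM G replicate 1 or 2 or 60 µM K replicate 1). Other proteoglycan core proteins fell too: Cd44, a hyaluronan receptor, to 0.185 with 120 µM K and Omd, osteomodulin, to 0.15. In the 120 µM mixture the fold change of Angpt1 was 0.520, a call that was lost (adjusted p up to 0.26 without replicate 2 of the 120 µM mixture or 0.1% DMSO replicate 1).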

Most downregulated transcripts were estimated for *Angpt1, Sdc3*, and *Sulf1* (Table S1).

### 2.8. Genistein at High Concentration Has a Significant Impact on the Expression of Genes Coding for Cell Cycle Factors in Murine Primary Fibroblasts 

To assess the precise mode of flavonoids cell cycle phase regulation, microarray analysis was performed for a list of 96 genes coding for proteins developed based on the cell cycle pathway in Cell Cycle SuperPath (based on KEGG and BioSystems) (Table S2). Fold changes less than 0.7 and more than 1.3 in reference to control experimental conditions (0.1% DMSO treatment) were assumed as positively and negatively regulated, respectively. 

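With 120 µM G, more cell cycle genes of the paper's list fell than rose, while with the 1:1 mixtures more rose than fell. Plk1, a kinase that drives entry into mitosis, fell to 0.194 with 120 µM G (log2 fold change -2.36, standard error 0.22, adjusted p = 5.8e-06), and Prc1, which organises the spindle midzone, fell to 0.228. With the 120 µM mixture, Plk1 had a fold change of 0.642 (adjusted p = 0.052) and Prc1 one of 0.789 (adjusted p = 0.25). Of the 93 cell cycle genes that the paper's list names and the arrays hold, 20 were up and 39 down past the fold change criterion with 120 µM G, 32 and 14 with the 120 µM mixture and 34 and 10 with the 60 µM mixture. With 60 µM G they were 20 and 15, with 60 µM K 25 and 8, and with 120 µM K 17 and 23, and the totals with 0.1% DMSO as the control, which the paper names for this list, were 38 and 65 with 60 and 120 µM G and 40 and 47 with 60 and 120 µM K. By limma, 13 rose and 38 fell with 120 µM G (19 and 44 when adjusted over the list alone), 23 rose and 15 fell with the 120 µM mixture (27 and 16 when adjusted over the list alone) and 23 rose and 8 fell with the 60 µM mixture (31 and 12 when adjusted over the list alone). The paper took its list from a cell cycle pathway, but the table used here names those of its genes that the study found modulated in these samples, so that the counts are not independent evidence. In the test between the 120 µM mixture and 120 µM G, 37 of the 93 genes were higher with the mixture and 4 lower, together 21 without replicate 2 of 120 µM G and 20 and 25 without replicate 1 or 2 of the mixture. The limma count against DMSO fell to 32 without replicate 2 of 120 µM G, to 20 without replicate 1 of the 60 µM mixture, and to 24 and 25 for the 120 µM mixture without its replicate 2 or 0.1% DMSO replicate 2.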

Most genes with modulated expression, coding for cell cycle pathway factors, were assigned for 120 μM G treatment, 58 genes (60.4% of all analysed for cell cycle, 18 upregulated and 40 downregulated), and for the 120 μM and 60 μM 1:1 mixture of flavonoids, 49 (51%, 33 upregulated and 16 downregulated) and 44 (45.8%, 34 upregulated and 10 downregulated) modulated genes, respectively (Figure 8). When the analysis was more specifically focused on the type of gene expression regulation, it was noted that the 60 and 120 μM 1:1 flavonoid mixtures resulted in the most numerous genes with upregulated expression for all cell cycle phases: 6 and 8 out of 14 for G1, 23 and 21 out of 51 for G1/S, 5 out of 13 for S, two and three out of seven for S/G2, five and six out of seven for G2, 9 out of 29 for G2/M, and 7 and 9 out of 29 for M, respectively. 

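Genes of DNA replication rose in part with the 60 µM mixture: Gins3, a subunit of the replicative helicase complex, 2.26-fold and Cdc7, a kinase that fires replication origins, 2.01-fold (log2 fold change 1.00, standard error 0.18, adjusted p = 0.0016). E2f1, a transcription factor of S phase entry, rose 2.07- and 2.08-fold with the 60 and 120 µM mixtures, and Pttg1, the securin of anaphase, rose 1.87- and 2.11-fold. Cdk6, a kinase of G1, fell to 0.224 and 0.246. Of 43 DNA replication genes fixed before the data were examined, 8 rose and 2 fell with the 60 µM mixture (11 and 2 when adjusted over the list alone) and 4 rose and 3 fell with the 120 µM mixture (3 and 3 when adjusted over the list alone). Camera called the list upward with the 60 µM mixture (adjusted p = 0.42 with an estimated correlation), so that this call did not hold. Without 1 array the 60 µM mixture count fell to 5 and 2 (replicates 1 and 2 of the mixture) and to 4 (either 0.1% DMSO replicate), and the 120 µM mixture count to 4 without replicate 2 of the mixture. By phase of the paper's list, the genes up past the fold change criterion with the 60 and 120 µM mixtures were 7 and 8 of 16 for G1, 23 and 21 of 52 for G1/S, 5 and 5 of 14 for S, 2 and 3 of 7 for S/G2, 5 and 6 of 8 for G2, 9 and 10 of 28 for G2/M and 7 and 9 of 29 for M.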

On the contrary, most genes with downregulated expression for all cell cycle phases were observed for treatment with 120 μM G: three for G1, 22 for G1/S, four for S, four for S/G2, two for G2, 13 for G2/M, and 13 for M. G1/S, G2/M and M were the cell cycle phases with the most numerous modulated genes. Furthermore, the most significant differences in the number of modulated genes between experimental conditions were also observed for these phases, especially between 60 and 120 μM G.

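Many genes of G2/M and mitosis fell with 120 µM G, and many replication-dependent histone genes with 120 µM G, 120 µM K and the 120 µM 1:1 mixture. Neither list as a whole passed with an estimated correlation. Cdc25b, a phosphatase that activates the mitotic kinase, fell to at most 0.285 with 120 µM G (adjusted p = 1.4e-05), and Kif2c, a motor that corrects spindle attachments, to 0.284. Uhrf1, which copies DNA methylation at replication, fell to 0.342, Mcm6, a subunit of the replicative helicase, to 0.425 and the thymidine kinase gene Tk1 to 0.407. Of 54 genes of G2/M and mitosis fixed before the data were examined, 49 fell and 1 rose with 120 µM G (51 and 1 when adjusted over the list alone), and 27 fell and 2 rose with 120 µM K (36 and 2 when adjusted over the list alone), where the count was 14 without replicate 1 of K and 18 without 0.05% DMSO replicate 1. With the 120 µM mixture 7 fell and 2 rose (7 and 2 when adjusted over the list alone). Camera called the falls with 120 µM G (adjusted p = 0.056 with an estimated correlation) and 120 µM K (adjusted p = 0.20 with an estimated correlation), and neither call held. Of 65 histone genes, 53 fell and 2 rose with 120 µM G and 56 fell with the 120 µM mixture (55 and 59 fell when adjusted over the list alone), with camera's adjusted p = 0.072 and adjusted p = 0.097 with an estimated correlation. With 120 µM K, 49 fell (camera, adjusted p = 0.095 with an estimated correlation). By phase of the paper's list, the genes down past the fold change criterion with 120 µM G were 3 of 16 for G1, 21 of 52 for G1/S, 4 of 14 for S, 4 of 7 for S/G2, 2 of 8 for G2, 13 of 28 for G2/M and 13 of 29 for M. The paper's heading over these genes states that G at high concentration has a significant impact on the expression of cell cycle genes. Its DNA staining gave more cells in G2/M after 24 h with G, while many genes of G2/M and mitosis fell here with 120 µM G.

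**Figure D2:**
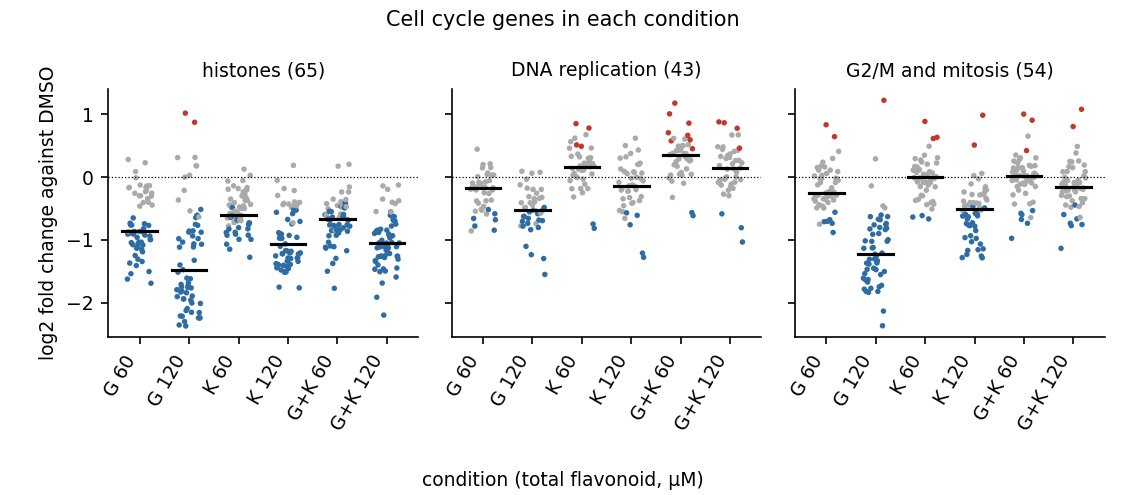
Log2 fold change against DMSO of each histone gene, DNA replication gene and G2/M and mitosis gene in the 6 conditions, with 1 point per gene, red for genes that rose, blue for genes that fell and grey for genes that did not pass limma's test; black bars are medians. The G2/M and mitosis genes lie lowest with 120 µM G, with a median of -1.22.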

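Many genes of mitosis were lower with 120 than with 60 µM G in the test between the doses. Ccnb1, the mitotic cyclin B1, had a fold change of 1.11 with 60 µM G and fell to 0.387 with 120 µM G, a difference of -1.52 on the log2 scale (adjusted p = 8.5e-05). Cdk1, the kinase it activates, differed between the doses by -1.28 (adjusted p = 0.0012), and Ccna2, cyclin A2, by -1.33 (adjusted p = 0.0011). Cdkn1a, the p53-induced inhibitor of cyclin-dependent kinases, rose with both doses, 2.05- and 2.31-fold, and did not differ past the test between them (0.17, 95% interval -0.11 to 0.46). Of the 54 G2/M and mitosis genes, 39 were lower and 1 higher with 120 than with 60 µM G, and 51 and 1 when adjusted over the list alone (camera, adjusted p = 6.5e-48, and adjusted p = 0.075 with an estimated correlation), and 26 were lower without replicate 2 of 120 µM G. From 60 to 120 µM K, 1 was lower (3 without replicate 2 of 120 µM K and 0 without any other of the 4 arrays), and 42 lower and 1 higher when adjusted over the list alone. At 120 µM, 28 of these genes were higher with K than with G (36 when adjusted over the list alone, and 14 and 15 without replicate 2 of G or of K), and 46 were higher with the mixture than with G (51 when adjusted over the list alone). By phase of the paper's list, 3 genes were higher and 7 lower with 120 than with 60 µM G for G1/S, 3 and 10 for G2/M, and 1 and 8 for M.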

### 2.9. Flavonoids Have a Positive Impact on the Vacuolar Organisation and Transport According to Gene Ontology (GO) Analysis

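Genes of autophagosome formation rose with G, with K and with both 1:1 mixtures, and genes annotated to the peroxisome were up past the fold change criterion more often than expected with K and the mixtures. Ulk1, the kinase that starts autophagy, rose 2.76-fold with 120 µM G, 3.53-fold with 120 µM K (log2 fold change 1.82, standard error 0.20, adjusted p = 2.6e-05) and 2.10-fold with the 120 µM mixture. Atg10, an enzyme of autophagosome elongation, rose 2.64-fold with 120 µM G, and Tecpr1, which links autophagosomes to lysosomes, 2.85-fold with the 60 µM mixture. The peroxisomal catalase gene Cat rose 2.19-fold with 120 µM K (log2 fold change 1.13, standard error 0.13, adjusted p = 4.6e-05) and 1.94-fold with the 120 µM mixture, and its fold change with 120 µM G was 1.23 (adjusted p = 0.18). Of 44 autophagy genes fixed before the data were examined, 9 rose with 60 µM G, 20 with 120 µM G, 10 with 60 µM K, 12 with 120 µM K, 21 with the 60 µM mixture and 18 with the 120 µM mixture, and 1 fell with 60 µM K and with each mixture. When adjusted over the list alone, 16, 27, 15, 20, 21 and 21 rose, and camera's 6 calls held with an estimated correlation (adjusted p = 0.0062 to 0.032). The counts were lower in all 6 conditions whichever 1 of the 4 arrays compared was left out. A fit with fewer arrays also has less power, so this fall does not point at a single array. Of the 56 genes annotated directly to the autophagosome, 18, 25, 19, 26, 22 and 25 were up past the fold change criterion in the order above, 2.42 to 3.00 times the number expected (one-sided Fisher's exact test, adjusted p = 0.00077 or lower). Of the 131 annotated to the peroxisome, 24 and 22 were up with 60 and 120 µM G (adjusted p = 0.15 and 0.64), 26 and 38 with 60 and 120 µM K (adjusted p = 0.047 and 0.00061) and 37 and 41 with the mixtures (adjusted p = 0.0018 and 0.00017). With genes past the adjusted p in place of the criterion, chosen after seeing the data, the peroxisome did not pass with 60 or 120 µM K (adjusted p = 0.078 and 0.10), nor the autophagosome with 60 µM G or 60 µM K (adjusted p = 0.073 and 0.058). For these and the other terms, the expected number rests on all annotated genes on the array, also those not well above background. Limma called 1.52% to 6.41% of transcript clusters not well above background in both groups, and 14.5% to 30.7% of those above it in both. Terms of expressed genes may thus pass partly for this reason, and enrichment among expressed genes alone was not tested. Of 32 peroxisomal genes fixed before the data were examined, 8 rose with 60 µM K, 8 rose and 1 fell with 120 µM K, 10 and 1 with the 60 µM mixture and 9 and 2 with the 120 µM mixture (12 and 3, 13 and 1, 11 and 2, and 9 and 2 when adjusted over the list alone), and camera's 4 calls did not hold (adjusted p = 0.14 to 0.16 with an estimated correlation). The changed count was 1 with 60 µM K without its replicate 2 or either 0.05% DMSO replicate and 2 without its replicate 1, 5 with 120 µM K without its replicate 1 or 0.05% DMSO replicate 1, 3, 4 and 4 with the 60 µM mixture without its replicate 1 or 2 or 0.1% DMSO replicate 2, and 4 with the 120 µM mixture without its replicate 1 or 2 or 0.1% DMSO replicate 2.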

Detailed Gene Ontology (GO) analysis of transcripts modulated upon 60 and 120 μM G, 60 and 120 μM K, and 60 and 120 μM G and K 1:1 mixtures depicted the autophagosome (GO:0005776) and peroxisome (GO:0005777) as being mainly visualised cellular parts for genes with an upregulated expression upon both flavonoids and their 1:1 treatment mixtures in cellular compartment (CC) analysis (Figure 9A). The vacuolar (GO:0005773) and lysosomal (GO:0005764) compartments were mostly enriched upon the addition of 60 and 120 μM G, while the mitochondrial matrix (GO:0005759) and microtubule-organizing centre (GO:0005815) were enriched upon treatment with 60 and 120 μM K, respectively. 

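Lysosomal genes were up past the fold change criterion more often than expected with G, 60 µM K and the 1:1 mixtures, and genes of the microtubule-organizing centre with K. Cd68, a glycoprotein of the lysosomal membrane that is abundant in macrophages, rose from a log2 signal of 8.42 ± 0.03 (SD, n = 2) to 11.47 ± 0.08 with 120 µM G (log2 fold change 3.05, standard error 0.20, adjusted p = 4.7e-07). With 120 µM K its fold change was 1.23 (adjusted p = 0.38), and the difference between K and G was -2.76 on the log2 scale (adjusted p = 1.8e-06). Of 12 macrophage markers fixed before the data were examined, camera called the list in no condition. Ift122 and Bbs2, genes of the primary cilium that grows from the microtubule-organizing centre, rose 3.25- and 2.21-fold with 120 µM K. Of the 325 genes annotated directly to the lysosome, 66 and 77 were up past the fold change criterion with 60 and 120 µM G (one-sided Fisher's exact test, adjusted p = 0.00058 and 0.00011), 56 and 63 with 60 and 120 µM K (adjusted p = 0.036 and 0.17) and 81 and 89 with the mixtures (adjusted p = 0.00020 and 7.4e-06). For the mitochondrial matrix (194 genes), the adjusted p was 9.7e-05 with 60 µM K, 0.051 with 120 µM K, 9.7e-05 and 0.0024 with the mixtures and 1.0 and 0.067 with 60 and 120 µM G. For the microtubule-organizing centre (324 genes) it was 2.5e-07 and 0.00017 with 60 and 120 µM K, 0.0053 and 0.00029 with the mixtures and 0.22 with either dose of G; with genes past the adjusted p in place of the criterion, chosen after seeing the data, it did not pass with the mixtures (0.061 and 0.18). The 18 genes annotated directly to the vacuole passed in no condition, and genes annotated only to narrower terms are not counted here. The expected numbers rest on all annotated genes on the array. Terms whose genes are mostly expressed in these cells may pass partly for that reason, which was not tested.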

For 60 and 120 μM G and K 1:1 mixtures, both cellular compartments were mostly enriched. 

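Nucleosome genes were down past the fold change criterion more often than expected in all 6 conditions, and more focal adhesion genes fell than rose in each. Hist1h2bg, a replication-dependent histone H2B gene, fell to 0.219 with the 120 µM 1:1 mixture (log2 fold change -2.19, standard error 0.24, adjusted p = 2.5e-05), and Hist1h2ae, a histone H2A gene, to 0.345 with 60 µM G and 0.297 with 120 µM K. Cav2, a protein of membrane caveolae, fell to 0.209 with 120 µM K (log2 fold change -2.26, standard error 0.26, adjusted p = 3.3e-05), and Itga11, a collagen-binding integrin subunit, to 0.212. Zyx, zyxin of focal adhesions, fell to 0.448 with 60 µM G, and Itga6, a laminin-binding integrin subunit, to at most 0.556 with the 60 µM mixture. Of 39 focal adhesion genes fixed before the data were examined, 7 fell and 1 rose with 60 µM G, 12 and 2 with 120 µM G, 14 and 0 with 60 µM K, 22 and 1 with 120 µM K, 20 and 2 with the 60 µM mixture and 19 and 2 with the 120 µM mixture. When adjusted over the list alone, 12, 12, 21, 27, 22 and 24 fell, and camera's calls held with K and the mixtures (adjusted p = 0.0097 to 0.032 with an estimated correlation) and not with 60 µM G (adjusted p = 0.091 with an estimated correlation) or 120 µM G (adjusted p = 0.17 with an estimated correlation). At 120 µM, 16 of these genes were lower with K than with G and 1 was higher (22 and 1 when adjusted over the list alone; camera, adjusted p = 0.060 with an estimated correlation). Of the 110 genes annotated directly to the nucleosome, 43, 61, 38, 57, 49 and 63 were down past the fold change criterion in the order above, 3.91 to 5.76 times the number expected. These genes may move together, and camera's calls for the overlapping list of histone genes held in none of the 6 conditions (adjusted p = 0.072 to 0.17 with an estimated correlation). The changed count of the focal adhesion genes fell to 4 and 2 without 0.05% DMSO replicate 1 or 2 and to 5 and 2 without replicate 1 or 2 of 60 µM G, and with 120 µM G to 9 and 6 without its replicate 1 or 2 and to 7 without 0.05% DMSO replicate 2. With 60 µM K it fell to 8 and 9 without its replicate 1 or 2 and to 9 without 0.05% DMSO replicate 2, and to 13 for either mixture (its replicate 1 for 60 µM, 0.1% DMSO replicate 2 for 120 µM). The difference between K and G at 120 µM took in 10 genes without replicate 1 of G or either replicate of K.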

Protein products of negatively regulated transcripts were involved in the nucleosome (GO:0000786), cytosol (GO:0005829), and extracellular region (GO:0044421) in 60 and 120 μM G. The extracellular region (GO:0044421), focal adhesion (GO:0005925), and nucleosome (GO: 0000786) were mostly enriched cell parts in GO terms upon treatment with K alone and with the 1:1 ratio of the G and K mixture at both concentrations. According to analysis performed for the biological process (BP), the products of genes upregulated and downregulated by flavonoids were mainly included in regulatory processes in the cell (Figure 9B), and the contribution of genes with downregulated expression was predominant, especially in G-treated samples. 

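Some genes of glutathione metabolism rose with K and the mixtures, among them Gclc, the catalytic subunit of the enzyme that makes the glutathione precursor, which rose 9.77-fold with 120 µM K (log2 fold change 3.29, standard error 0.14, adjusted p = 1.1e-08). With 120 µM G, Gclc rose 3.44-fold, less than with K by 1.50 on the log2 scale in the test of K against G (adjusted p = 1.6e-05). Gclm, its regulatory subunit, rose 3.15-fold with 120 µM K and had a fold change of 1.12 with 120 µM G (adjusted p = 0.49). Of 38 glutathione genes fixed before the data were examined, 10 rose and 3 fell with 60 µM K, 12 and 4 with 120 µM K, 17 and 2 with the 60 µM mixture and 15 and 4 with the 120 µM mixture, and 6 rose and 3 fell with 60 µM G and 7 and 8 with 120 µM G. When adjusted over the list alone, 12 rose and 4 fell with 60 µM K, 14 and 6 with 120 µM K, 21 and 4 with the 60 µM mixture, 17 and 4 with the 120 µM mixture, 8 and 6 with 60 µM G and 7 and 8 with 120 µM G. The changed count fell to 10 with 120 µM K without its replicate 1 or either 0.05% DMSO replicate, to 11 and 12 with the 120 µM mixture without 0.1% DMSO replicate 2 or its own replicate 2, and to 5 with 60 µM G without 0.05% DMSO replicate 2. Camera called K and the mixtures, but not with an estimated correlation: adjusted p = 0.16 with 60 µM K, adjusted p = 0.21 with 120 µM K, adjusted p = 0.10 with the 60 µM mixture and adjusted p = 0.19 with the 120 µM mixture, each with an estimated correlation. Chek2, the checkpoint kinase of DNA breaks, rose 2.43-fold with 60 µM K and 3.45-fold with the 120 µM mixture (log2 fold change 1.79, standard error 0.13, adjusted p = 1.2e-06). Of the 51 genes annotated directly to the glutathione metabolic process, 22 and 22 were up past the fold change criterion with 60 and 120 µM K, 26 and 23 with the mixtures, and 12 and 11 with G, where the enrichment did not pass (one-sided Fisher's exact test, adjusted p = 0.091 and 0.34). Of the 412 genes of the response to DNA damage, 119 and 118 were up with the mixtures and 106 and 98 with K (adjusted p = 0.00014 or lower). The background of these tests also held genes not well above background in these cells. Vacuole organization (5 genes), regulation of macroautophagy (3) and vacuolar transport (14) passed in no condition. With genes annotated only to narrower terms left out, these terms were too small for this to decide on their enrichment.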

Positively regulated genes were mostly represented for flavonoids at both concentrations tested in the following: vacuole organization (GO:0007033), regulation of macroautophagy (GO:0016241), and vacuolar transport (GO:0007034) for G; glutathione metabolic process (GO:0006749), cofactor metabolic process (GO:0051186), and microtubule-based protein transport (GO:0099118) for K; and cellular response to DNA damage stimulus (GO:0006974), glutathione metabolic process (GO:0006749), and vacuole organization (GO:0007033) for the 1:1 flavonoid mixture. Negatively regulated transcripts were principally presented in GO terms related to the mitotic cell cycle process (GO:1903047), nucleosome assembly (GO:0006334), and chromosome organization (GO:0051276) upon treatment with 60 and 120 μM G; regulation of developmental process (GO:0050793), cell adhesion (GO:0007155), and extracellular matrix organization (GO:0030198) upon exposure to 60 and 120 μM K; and stimulation to protein heterotetramerization (GO:0051290), regulation of cell proliferation (GO:0042127), and regulation of cellular component movement (GO:0051270) upon addition of 60 and 120 μM of the 1:1 flavonoid mixture. 

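More genes than expected were down past the fold change criterion for nucleosome assembly in all 6 conditions and for cell adhesion in all but 60 µM G. Hist1h2bf, a histone H2B gene, fell to 0.194 with 120 µM G (log2 fold change -2.37, standard error 0.21, adjusted p = 4.1e-06). Col6a3, a chain of collagen VI, fell to 0.231 with 120 µM G, and Timp3, an inhibitor of metalloproteinases bound to the matrix, to 0.236 with 120 µM K. Eln, the elastin gene, fell to at most 0.529 with the 60 µM mixture (adjusted p = 0.0016). Of 47 collagen and matrix genes fixed before the data were examined, 17 fell and 1 rose with 120 µM G (21 and 2 when adjusted over the list alone), and 21 fell and 3 rose with 120 µM K (21 and 7 when adjusted over the list alone). Camera called both falls and they held with an estimated correlation (adjusted p = 0.032 and 0.044). These counts fell to 10 or 11 without any 1 of the 4 arrays of the 120 µM G comparison, and to 12 and 15 without 0.05% DMSO replicate 1 or replicate 2 of 120 µM K. With the mixtures 11 and 12 fell and 6 and 3 rose (16 and 12, and 7 and 3, when adjusted over the list alone), and camera's calls did not hold (adjusted p = 0.098 and 0.10 with an estimated correlation); the changed count with the 60 µM mixture was 9 and 8 without its replicate 1 or 2 and 8 and 10 without 0.1% DMSO replicate 1 or 2, and with the 120 µM mixture 7 without its replicate 2. Fibroblast markers moved with them: S100a4, a calcium-binding protein, fell to 0.207 with 120 µM K, and Thy1, a surface protein, to 0.465 with 120 µM G. Of the 502 genes annotated directly to cell adhesion, the downward enrichment passed with 120 µM G (one-sided Fisher's exact test, adjusted p = 0.0090), 60 and 120 µM K (8.1e-06 and 6.2e-11) and the mixtures (7.3e-08 and 1.5e-05), and not with 60 µM G (0.17). For nucleosome assembly (92 genes), 33, 46, 27, 36, 35 and 44 were down with 60 and 120 µM G, 60 and 120 µM K and the 60 and 120 µM mixtures, 3.35 to 5.22 times the number expected (adjusted p = 1.1e-09 or lower). Fisher's test takes genes as independent, and for the overlapping list of histone genes camera's calls held in none of the 6 conditions (adjusted p up to 0.17 with an estimated correlation). Regulation of cell proliferation passed with 120 µM K alone of the 6 conditions (adjusted p = 0.0031), and with genes past the adjusted p, chosen after seeing the data, also with 60 µM G (0.027), 60 µM K (0.040) and the 120 µM mixture (0.0031).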

The number of BPs downregulated in GO terms was minor for G-treated samples when compared to that for K alone and the flavonoid mixture, but the enrichment was much more potent. 

### 2.10. Genes Expressing Proteins Localised on the Lysosomal Membrane and Glycosidases Are Positively Regulated by Flavonoids

Considering modulation of expression of genes coding for GAG degradation, analysis of whole lysosomal protein-coding genes was performed. 

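Lysosomal genes changed mostly upward in the fibroblasts, with Sort1, a receptor that carries enzymes to the lysosome, rising 3.02- and 3.57-fold with the 60 and 120 µM 1:1 mixtures (log2 fold change 1.84, standard error 0.17, adjusted p = 5.1e-06 for the latter). At 120 µM, Sort1 was higher with the mixture than with G by 0.59 on the log2 scale (adjusted p = 0.047, and adjusted p up to 0.32 without 120 µM G replicate 1 or 2 or replicate 1 or 2 of the 120 µM mixture), and the difference from K was 0.47 (95% interval 0.11 to 0.83, adjusted p = 0.26). Of the 81 lysosomal genes that the paper's tables name and the arrays hold, 40 were up and 8 down past the fold change criterion with the 60 µM mixture and 40 up and 7 down with the 120 µM mixture. By limma, 30 rose and 7 fell with the 60 µM mixture (41 and 10 when adjusted over the list alone) and 28 rose and 4 fell with the 120 µM mixture (39 and 8 when adjusted over the list alone). The changed count fell to 23 and 16 without replicate 1 or 2 of the 60 µM mixture and to 19 and 20 without replicate 1 or 2 of the 120 µM mixture. Atp6v1e1, a subunit of the proton pump that acidifies lysosomes, rose 1.56-fold with the 60 µM mixture, and Atp6v0b, another subunit, 1.99-fold, a call that was lost (adjusted p up to 0.17 without replicate 1 or 2 of the 60 µM mixture or 0.1% DMSO replicate 2). The study chose these 81 genes on the same samples, so the counts are not independent evidence.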

Out of 135 genes, 54 and 51 were modulated for the 60 and 120 μM of the 1:1 mixture of G and K, respectively. In the case of G, the number of regulated transcripts reached 31 and 33 for 60 and 120 μM and 26 and 28 for 60 and 120 μM K, respectively. 

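With G, Neu1, the lysosomal sialidase, rose 2.06-fold at 60 µM and 2.99-fold at 120 µM (log2 fold change 1.58, standard error 0.17, adjusted p = 2.3e-05), and Ostm1, a subunit of the lysosomal chloride exchanger, 1.93- and 2.41-fold. Neu1 rose less with 120 µM K, 1.77-fold, and the difference between K and G was -0.76 on the log2 scale (95% interval -1.13 to -0.40, adjusted p = 0.011, and adjusted p up to 0.12 without 120 µM G replicate 2 or 120 µM K replicate 2). Of the same 81 genes, 37 were up and 2 down past the fold change criterion with 60 µM G, 41 and 3 with 120 µM G, 23 and 4 with 60 µM K and 26 and 8 with 120 µM K. By limma, 25 rose and 1 fell with 60 µM G (34 and 1 when adjusted over the list alone), 33 and 2 with 120 µM G (39 and 2 when adjusted over the list alone), 15 and 2 with 60 µM K (18 and 5 when adjusted over the list alone) and 19 and 6 with 120 µM K (22 and 7 when adjusted over the list alone). In direct comparisons of K with G, 1 of these genes was higher and 10 lower at 60 µM, and 2 higher and 15 lower at 120 µM. Their changed count with 60 µM G fell to 13 and 17 without its replicate 1 or 2 and to 10 and 16 without 0.05% DMSO replicate 1 or 2, and that with 60 µM K to 8 without its replicate 2 and 10 without 0.05% DMSO replicate 1. The differences between K and G took in 5, 5, 2 and 7 genes at 60 µM without replicate 1 or 2 of G or replicate 1 or 2 of K, and 10, 4, 6 and 9 at 120 µM.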

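Mcoln1, the calcium channel mucolipin 1 of the lysosomal membrane, rose in all 6 conditions, by 1.99 to 2.75-fold, and Ctns, the cystine exporter, by 1.66 to 2.30-fold. Atp6v0e2, a membrane subunit of the V-ATPase proton pump, rose in all 6 conditions, to 2.65-fold with 120 µM G (log2 fold change 1.41, standard error 0.16, adjusted p = 3.3e-05), and Atp6v1a, its catalytic subunit, 1.93- and 2.02-fold with 60 and 120 µM G. Fuca1, the lysosomal α-fucosidase, rose in all 6 conditions, from a log2 signal of 11.04 ± 0.03 (SD, n = 2) to 12.38 ± 0.02 with 120 µM G (log2 fold change 1.34, standard error 0.14, adjusted p = 1.5e-05). At 120 µM, Fuca1 was lower with K than with G by -0.65 on the log2 scale (adjusted p = 0.0074), while Mcoln1 did not differ past the test (-0.03, 95% interval -0.40 to 0.33). Of the 21 membrane protein genes in the paper's tables, 12, 12, 9, 8, 11 and 13 were up past the fold change criterion with 60 and 120 µM G, 60 and 120 µM K and the 60 and 120 µM mixtures. Of the 20 V-ATPase genes it was 7, 11, 2, 5, 9 and 7, of the 16 glycosidases 7, 8, 6, 7, 9 and 9, and of the 9 proteases 4, 5, 5, 3, 4 and 4. The calls of Atp6v0e2 with 60 µM K (adjusted p up to 0.19 without 60 µM K replicate 1 or 2 or 0.05% DMSO replicate 1) and the 60 µM mixture (adjusted p up to 0.075 without replicate 1 or 2 of the 60 µM mixture or 0.1% DMSO replicate 1) were lost, as was the difference of Fuca1 (adjusted p up to 0.069 without 120 µM G replicate 1 or 120 µM K replicate 2).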

Taking into account groups of enzymes, the most significant impacts of G, K, and their 1:1 mixture in both tested concentrations was observed for lysosomal membrane protein transcripts (*Abca2, Cd68, Cln3, Cln5, Ctns, Hgsnat, Lamp2, Laptm4b, Mcoln1, Mfsd8, Npc1, Npc2, Scarb2, Slc17a5, Slc11a2,* and *Sort1*), V-ATPases (*ATP6V0A3, Atp6v0a1, Atp6v0a2, Atp6v0b, Atp6v0e, Atp6v0e2, Atp6v1a, Atp6v1b2, Atp6v1d, Atp6v1e1, Atp6v1e2, Atp6v1f, Atp6v1g1, Atp6v1g2,* and *Atp6v1h*), and glycosidases (*Gla, Glb1l, Fuca1, Hexb, Hexdc, Hyal1, Manba, Man2b1, Naglu,* and *Neu1*), respectively (Figure 10). It is noteworthy that the analysed genes were predominantly upregulated for all conditions tested (Table S3). 

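Lysosomal genes rose more often than they fell in lists fixed before the data were examined as well. Aga, the lysosomal aspartylglucosaminidase, rose 2.35-fold with 120 µM G, 2.17-fold with 120 µM K and 2.16-fold with the 120 µM mixture (log2 fold change 1.11, standard error 0.13, adjusted p = 4.0e-05). Slc17a5, the lysosomal sialic acid exporter, rose 2.36-fold with 120 µM K and 2.00-fold with the 120 µM mixture. Of 49 soluble enzymes and activators, 13 rose and 1 fell with 60 and with 120 µM G, 7 and 1 with 60 µM K, 11 and 3 with 120 µM K, 16 and 0 with the 60 µM mixture and 14 and 0 with the 120 µM mixture (17 and 1, 16 and 2, 10 and 2, 12 and 4, 20 and 1, and 18 and 1 when adjusted over the list alone). Of 30 membrane proteins, 10, 12, 7, 7, 10 and 10 rose in the same order and 0, 1, 0, 1, 1 and 2 fell (12, 12, 7, 7, 13 and 15 rose when adjusted over the list alone). Of 24 V-ATPase subunits, 3, 8, 2, 2, 5 and 6 rose and none fell by limma, where 6, 9, 2, 2, 9 and 6 rose and 1 fell, with the 60 µM mixture, when adjusted over the list alone. Camera's upward calls did not hold for the soluble enzymes (adjusted p = 0.15 to 0.46 with an estimated correlation), the membrane proteins (adjusted p = 0.089 to 0.20 with an estimated correlation) or the V-ATPase subunits with G and the mixtures (adjusted p = 0.072 to 0.23 with an estimated correlation). Without 0.05% DMSO replicate 1 or 2 or its own replicate 1, the changed count of soluble enzymes with 60 µM G was 4, 9 and 6, and with 60 µM K it was 4 without 0.05% DMSO replicate 1 and 5 and 4 without its own replicate 1 or 2. With 120 µM K it was 7 without 0.05% DMSO replicate 1 or its replicate 1 and 9 without its replicate 2, with the 60 µM mixture 10 and 8 without its replicate 1 or 2, and with the 120 µM mixture 9 without its replicate 1. The membrane proteins numbered 5 and 4 (60 µM G without 0.05% DMSO replicate 1 or 2), 6 and 5 (without its replicate 1 or 2), 4 and 3 (60 µM K without 0.05% DMSO replicate 1 or its replicate 2), 6, 5 and 7 (60 µM mixture without its replicate 1 or 2 or 0.1% DMSO replicate 2) and 6 (120 µM mixture without either of its replicates). The V-ATPase subunits numbered 5 and 4 (120 µM G without 0.05% DMSO replicate 1 or its replicate 2), 2, 1 and 2 (60 µM mixture without its replicate 1 or 2 or 0.1% DMSO replicate 2), 2, 3 and 1 (120 µM mixture, likewise) and 0 or 1 with K without any 1 array but 0.05% DMSO replicate 2.

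**Figure D3:**
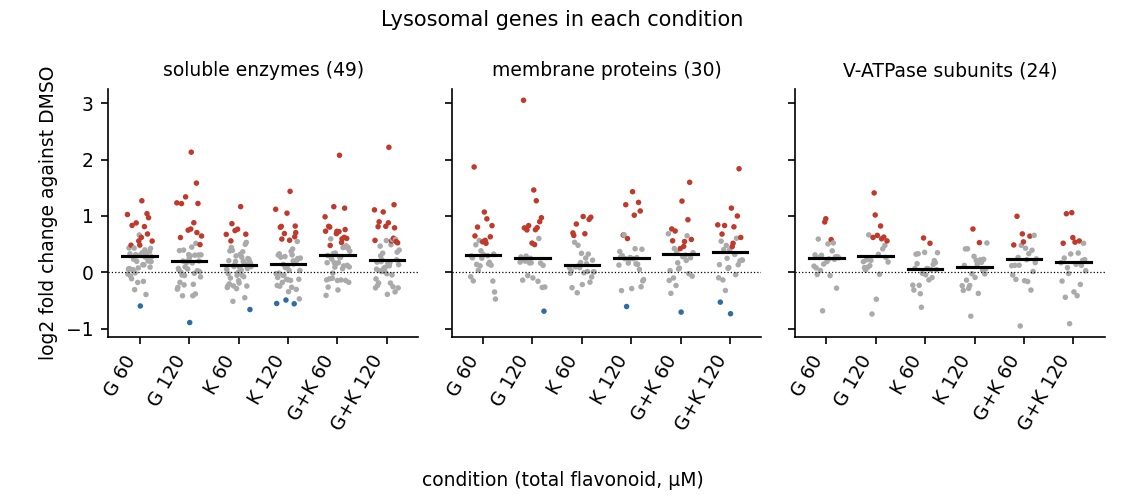
Log2 fold change against DMSO of each soluble lysosomal enzyme gene, lysosomal membrane protein gene and V-ATPase subunit gene in the 6 conditions, with 1 point per gene, red for genes that rose, blue for genes that fell and grey for genes that did not pass limma's test; black bars are medians. All 18 medians lie above 0, and the highest point is Cd68 with 120 µM G.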

### 2.11. Flavonoids Have Significant Impacts on the Expression of Genes Involved in Lysosomal Metabolism, Galectins, and Transcription Factors

In addition to microarray and Gene Ontology analyses, real-time qRT-PCR was performed for genes with both modulated expression and prominent roles in MPS I. Among them, expression of lysosomal metabolism-protein transcripts, galectins, melanocyte inducing transcription factor (MITF) family, and transforming growth factor beta (TGFβ) was determined (Table 3). 

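Gla, the lysosomal α-galactosidase, rose in all 6 conditions, 1.68-fold with 120 µM G, 2.07-fold with 120 µM K (log2 fold change 1.05, standard error 0.16, adjusted p = 3.0e-04) and 1.76-fold with the 120 µM 1:1 mixture. Npc1, which exports cholesterol from lysosomes, rose 1.69-fold with 120 µM G and 2.02-fold with 120 µM K, and its partner Npc2 rose 1.73-fold with the 120 µM mixture. Man2b1, the lysosomal α-mannosidase, rose 1.84-fold with 120 µM G, and its fold change with 120 µM K was 1.33 (adjusted p = 0.11). Ppt1, a thioesterase that removes fatty acids from proteins, rose 2.33-fold with 120 µM G and was lower with K than with G by -1.01 on the log2 scale (95% interval -1.44 to -0.57, adjusted p = 0.0054). Ctsk, the protease cathepsin K, went the other way: it was higher with 120 µM K than with 120 µM G by 1.23 (0.76 to 1.70, adjusted p = 0.0024). Its fold change was 1.76 with 120 µM K, a call that did not hold (adjusted p up to 0.18 without 120 µM K replicate 1 or 2 or 0.05% DMSO replicate 1), and 0.750 with 120 µM G (adjusted p = 0.25). Gm2a, the GM2 ganglioside activator, rose in the 60 µM mixture alone of the 6 conditions (fold change 1.66, adjusted p = 0.027), a call that did not hold either (adjusted p up to 0.19 without replicate 2 of the 60 µM mixture or 0.1% DMSO replicate 1 or 2), and its fold changes with K were 0.999 and 1.08. The calls of Npc1 with 60 µM G (adjusted p = 0.32 with 0.1% DMSO as the control, and adjusted p up to 0.19 without 60 µM G replicate 1 or 2 or 0.05% DMSO replicate 1 or 2) and of Gla with 60 µM G (adjusted p up to 0.18 without 60 µM G replicate 1 or 2 or 0.05% DMSO replicate 1 or 2), 60 µM K (adjusted p = 0.079 without 60 µM K replicate 2) and the 60 µM mixture (adjusted p = 0.067 without replicate 2 of the 60 µM mixture) were lost, as was the difference of Ppt1 (adjusted p up to 0.072 without 120 µM G replicate 2 or 120 µM K replicate 1).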

Analysis of lysosomal protein-coding genes selected from diverse groups of enzymes displayed positive regulation of expression of all transcripts of both glycosidases (*Fuca1, Gla, Man2b1,* and *Neu1*), proteases (*Ctsk*), lysosomal membrane proteins (*Ctns, Mcoln1, Npc1, Npc2, Slc17a5,* and *Sort1*), and other lysosomal enzymes and activators (*Aga, Gm2a,* and *Ppt1*) in almost all tested conditions (Table 3). 

Our previous results demonstrating modulation of TFEB and other factors belonging to the microphthalmia family of transcription factors (MiT) expression by flavonoids prompted us to investigate whether treatment with the flavonoid mixture may effectively affect the expression of the CLEAR-gene network, activating lysosomal biogenesis and commanded by TFEB. Unexpectedly, there was no activity modulation of the murine EB transcription factor homologue, *Tcfeb*, in all tested conditions. 

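Tfeb, listed in the paper as Tcfeb, encodes the transcription factor that switches on lysosomal and autophagy genes. Its log2 signal was 6.68 ± 0.18 (SD, n = 2) with 0.1% DMSO and 6.55 ± 0.02 with 0.05% DMSO, and it was not well above background in any of the 6 conditions, with G, K or the 1:1 mixtures, so that no fold change is given. It passed the test in none of the 6 conditions, and the lowest adjusted p was 0.14, from limma with the 60 µM mixture. This leaves open whether Tfeb changed.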

Analyses conducted for other transcription factors from the MiT family also revealed no changes in the expression level of *Tcfec*. Negative modulation was seen for *Mitf* after treatment with 120 µM G but in contrary positive regulation after 120 µM K and 120 µM 1:1 mixture of G + K. In addition, upregulated expression of *Tcfe3* was observed upon treatment with 120 µM K and 120 µM 1:1 mixture of G + K (Table 4). 

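Mitf, the founding member of the MiT family, rose with K and with the mixtures, from a log2 signal of 10.30 ± 0.12 (SD, n = 2) with 0.05% DMSO to 11.53 ± 0.22 with 120 µM K (log2 fold change 1.23, standard error 0.16, adjusted p = 1.2e-04). With the 120 µM mixture it rose 2.81-fold (log2 fold change 1.49, standard error 0.16, adjusted p = 2.6e-05), and with 120 µM G its fold change was 0.901 (adjusted p = 0.64). Mitf was higher with K than with G by 1.38 on the log2 scale at 120 µM (95% interval 1.03 to 1.73, adjusted p = 1.0e-04). Tfec, listed in the paper as Tcfec, is a family member with a narrow range of tissues, and it fell to 0.468 with 120 µM G (log2 fold change -1.09, standard error 0.17, adjusted p = 5.3e-04) and rose 1.88- and 1.92-fold with the mixtures. The difference of Tfec between K and G was 1.65 at 120 µM (95% interval 1.28 to 2.02, adjusted p = 3.4e-05). Its rise of 1.47-fold with 120 µM K was lost (adjusted p up to 0.29 without 120 µM K replicate 2 or 0.05% DMSO replicate 1). Tfe3, listed in the paper as Tcfe3 and active beside TFEB on lysosomal genes, passed in none of the 6 conditions, with fold changes of 0.817 to 0.984 and a lowest adjusted p of 0.29. For Tcfe3, both the arrays and the quantitative PCR of the paper give rises with 120 µM K and the 120 µM mixture. The arrays here do not show them under this name. Nor do they show, under these names, the paper's fall of Mitf with 120 µM G or its unchanged Tcfec. The paper's array values for Tcfe3 lie within 0.052 of Mitf here, and those for Mitf within 0.032 of Tfec. Which names hold is not decided by the arrays alone.

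**Figure D4:**
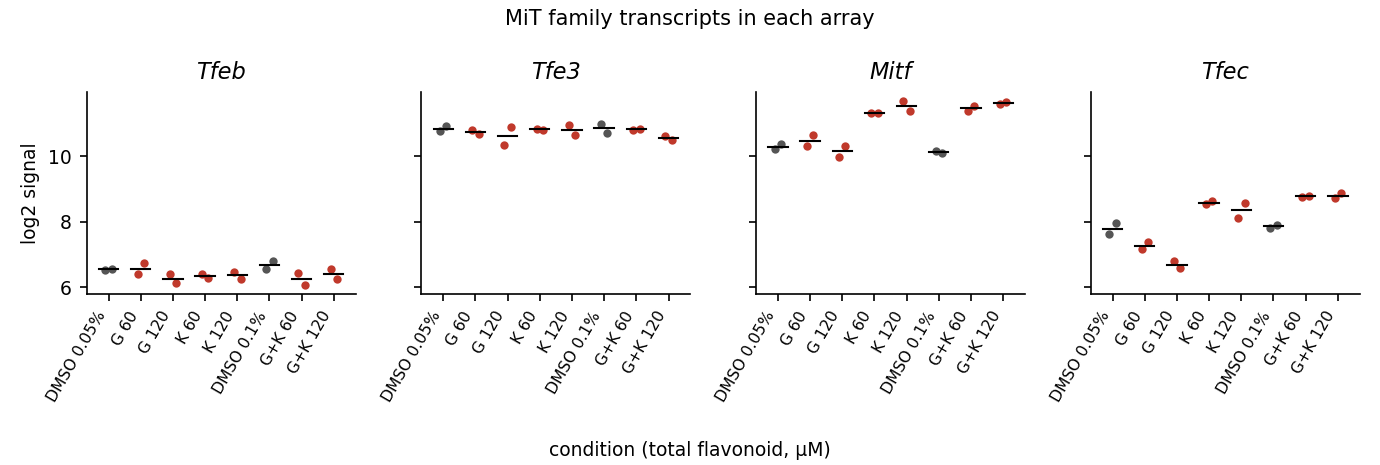
Log2 signal of the 4 MiT family genes in each array, with 1 point per array, grey for DMSO controls and red for treated cells; black bars are the means of 2 arrays. Mitf and Tfec stand higher with K and the mixtures than with DMSO, while Tfe3 stays close to its controls and Tfeb near the background.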

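Lgals3, the gene of galectin 3, fell in all 6 conditions and most with the 120 µM 1:1 mixture of G and K, from a log2 signal of 14.36 ± 0.27 (SD, n = 2) to 10.66 ± 0.04 (log2 fold change -3.70, standard error 0.16, adjusted p = 1.8e-08). With the mixture it was lower than with 120 µM K by -1.38 on the log2 scale (95% interval -1.72 to -1.04, adjusted p = 0.0019) and lower than with 120 µM G by -2.05 (-2.39 to -1.71). Lgals9, galectin 9, fell to 0.205 with 120 µM K (log2 fold change -2.29, standard error 0.22, adjusted p = 6.2e-06) and to 0.307 with the 120 µM mixture. K lowered Lgals9 more than G did at 120 µM, by -1.32 (-1.79 to -0.86, adjusted p = 0.0013). Lgals1, galectin 1, fell with G and with the mixtures, to 0.665 with 120 µM G and 0.667 with the 120 µM mixture, and its fold changes with 60 and 120 µM K were 0.831 and 0.829 (adjusted p = 0.26 and 0.20). The calls of Lgals1 were lost without 1 array, with adjusted p = 0.075 for 120 µM G without 0.05% DMSO replicate 1 and 0.074 for the 120 µM mixture without its replicate 1.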

The study also revealed significant decreases in the activity levels of genes coding for murine galectins, namely galectin 3 (*Lgals3*), 9 (*Lgals9*), and 1 (*Lgals1*), respectively, upon treatment with flavonoids. However, upregulation of the galectin 8 gene (*Lagls8*) was noted. 

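Lgals8, the gene of galectin 8, which marks damaged vesicles for autophagy, rose 1.77-fold with 120 µM K (log2 fold change 0.83, standard error 0.14, adjusted p = 7.4e-04). It rose 1.50- and 1.53-fold with the 60 and 120 µM 1:1 mixtures and 1.37-fold with 120 µM G, and its fold change with 60 µM G was 1.29 (adjusted p = 0.12). K and G did not differ past the test at 120 µM, with a log2 difference of 0.38 (95% interval 0.08 to 0.67). Its calls were lost with 120 µM G (adjusted p up to 0.25 without 120 µM G replicate 1 or 2 or 0.05% DMSO replicate 1 or 2) and with the 60 and 120 µM mixtures (adjusted p up to 0.087 without replicate 2 of the 60 µM mixture or 0.1% DMSO replicate 2, and adjusted p up to 0.054 without replicate 1 of the 120 µM mixture or 0.1% DMSO replicate 2). Of the 8 galectin genes on the array, camera called the list downward with the 60 and 120 µM mixtures, and neither call held (adjusted p = 0.11 and adjusted p = 0.15 with an estimated correlation).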

Proteins belonging to the galectin family are well-known modulators of the inflammatory response, with prevalent roles for galectins 1, 3, and 9 (Table 4). 

TGFβ is a cytokine with an established role in GAG biosynthesis. 

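Tgfb1, the gene of TGFβ1, fell in all 6 conditions, from a log2 signal of 12.14 ± 0.08 (SD, n = 2) to 10.60 ± 0.34 with the 120 µM 1:1 mixture (log2 fold change -1.53, standard error 0.20, adjusted p = 9.7e-05). Tgfbr1, the type I receptor that signals to SMAD proteins, rose 3.05-fold with 120 µM K (log2 fold change 1.61, standard error 0.21, adjusted p = 1.1e-04) and 2.19-fold with the 120 µM mixture, and was higher with K than with G by 0.84 on the log2 scale (95% interval 0.38 to 1.29, adjusted p = 0.021, and adjusted p up to 0.20 without 120 µM G replicate 2 or 120 µM K replicate 1). Tgfb3, the gene of TGFβ3, rose 1.79-fold with 120 µM G, 1.70-fold with 120 µM K and 2.26-fold with the 120 µM mixture. Tgfbr3, the co-receptor betaglycan, rose 1.93-fold with the 120 µM mixture (log2 fold change 0.95, standard error 0.17, adjusted p = 0.0016), and its fold changes were 1.31 with 120 µM G and 1.12 with 120 µM K (adjusted p = 0.17 and 0.59). Tgfb2, the gene of TGFβ2, fell to 0.645 with 120 µM G and 0.718 with the 120 µM mixture, and both calls were lost (adjusted p up to 0.079 without 120 µM G replicate 1 or 0.05% DMSO replicate 1, and adjusted p up to 0.13 without replicate 1 or 2 of the 120 µM mixture or 0.1% DMSO replicate 1 or 2). Tgfbi, a matrix protein that TGFβ induces, fell to 0.154 with 120 µM G and to 0.252 with the 120 µM mixture, and it was higher with K than with G at 120 µM by 1.27 (0.84 to 1.71, adjusted p = 0.0011). The type II receptor gene Tgfbr2 fell to 0.616 with 120 µM K, a call that was lost (adjusted p up to 0.15 without 120 µM K replicate 1 or 0.05% DMSO replicate 1).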

Modulation of TGFβ and its receptor transcript isoforms was also observed with upregulation of *Tgfb3, Tgfbr1*, and *Tgfbr3* and downregulation of *Tgfb1, Tgfb1*, and *Tgfb2*. These modulations were noted for almost all tested conditions (Table 4).

## 3. Discussion

Multi-compound combinations are often prescribed in the practice of clinical medicine and as medical use of nutrition for special purposes. The main motivations for these combinations are that most diseases contain multiple related targets and an appropriate combination can maximise benefits while minimising adverse reactions [15]. In traditional Chinese medicine, combinations of various drugs derived from animals, plants, and minerals are frequently used as both medicine and food or as a fixed prescription. The activity of many medicinal plants results from the interaction of several constituents, which may cooperatively act in an additive or synergistic manner. It has been repeatedly observed that extracts of medicinal plants reveal better activities than their isolated single compounds at comparable equivalent concentrations of the active components. This phenomenon is attributed to the absence of interacting substances present in crude extracts. In pharmacokinetic synergy, substances with little or no bioactivity may assist the main active principle to reach the disease target by several mechanisms (e.g., improving bioavailability or decreasing metabolism and excretion). 

Among various phytochemicals, the most attention is paid to flavonoids due to their considerable biological activity and potential medicinal benefits [2]. Traditional and modern medicine has always taken advantage of the combined use of several active agents to treat different diseases. Many of the most effective phytomedications on the pharmaceutical market most often occur as whole plant extracts. Therefore, carefully choosing the proper extract is necessary for its therapeutic efficacy [16]. Moreover, a better understanding of the molecular basis of disease and the metabolic pathways that are impaired in a condition provides the opportunity to develop combination therapies where several active agents interact simultaneously. Such a therapeutic approach exploits the chance for better efficacy, decreased toxicity, and reduced development of drug resistance. Therefore, a wide spectrum of biological activities, which flavonoids have, gives a huge perspective of their use as natural drugs in the treatment of various diseases, including some genetic disorders [16,17]. For this purpose, it is highly important to understand and determine the type and degree of interactions between flavonoids in a mixture.

One of a group of genetic diseases in which the use of flavonoids has a therapeutic effect is mucopolysaccharidoses (MPS). In MPS, the metabolism of GAGs is altered due to a complete lack of or minor residual activity of specific lysosomal acid hydrolases. This results in the intra- and extracellular accumulation of improperly degraded GAGs, leading to progressive visceral organ storage, neurodegeneration, neuroinflammation, and premature death of affected patients. The development of therapeutic strategies for MPS is limited because the blood–brain barrier (BBB) is highly impermeable to large therapeutic molecules, such as enzymes used in enzyme replacement therapy (ERT); thus, the symptoms of neurological disease are difficult to ameliorate. Alternatively, low molecular weight molecules used in SRT could potentially readily cross the BBB and benefit the treatment of disease by reducing the intracellular production of GAGs to reduce pathological storage and slow down the disease progression in affected patients. 

Genistein (G), a soy isoflavone, has already been described as a potent inhibitor of GAG synthesis in fibroblasts [8]. It also can modulate lysosomal biogenesis and the GAG degradation pathway [18,19]. Furthermore, short-term administration of genistein significantly reduced GAG content and lysosomal compartment size in the liver of MPS IIIB mice [10] and the liver, spleen, kidney, and heart of MPS II mice [9]. This isoflavone also corrected the neuropathology and behaviour of MPS IIIB mice following long-term treatment [11]. Administration of 160 mg/kg/day genistein over 9 months resulted in a significant reduction of brain GAG and GM2 ganglioside storage, a decrease in neuroinflammatory parameters, and normalisation of the behaviour of animals [11]. Soy isoflavone extracts rich in genistein effectively decreased urinary GAG levels and the improved cognitive function of MPS III patients [17,20,21] or had a significant impact on the range of joint motion in MPS II patients [22]. However, other studies have reported only minor [23] or no effects [24] following treatment of MPS patients with genistein. 

Other flavonoids, including kaempferol, daidzein, formononetin, glycitein, or mixtures of them, reduce GAG synthesis and storage in cultured fibroblasts of MPS types IIIA, IIIB, and VII [12,13]. Considering the above studies, flavonoids were suggested as potential active agents in SRTs for MPS. 

Recently, a *Medicago sativa* extract containing daidzein, formononetin, genistein, and glycitein was also shown to significantly reduce the GAG amount in MPS IIIB cells. However, the extract activity was lower compared to treatment with pure genistein [25]. The differences in efficiency can be caused by interactions between all biologically active components contained in the extract. Understanding the nature of the interaction between the individual components in the tested formulation is crucial for the correct evaluation of its effectiveness. Combination therapies exploit the chance for better efficacy with decreased toxicity and have become a promising treatment approach for many medical conditions. As genistein significantly reduces cell proliferation [26], we propose to decrease the concentration of this isoflavone by combination with other flavonoids in a mixture. Significant dose reductions obtained for genistein used in combination with kaempferol suggest that this approach may considerably diminish the unwanted effects of genistein. Gene expression analysis performed for flavonoids alone and 1:1 combinations demonstrated that mixtures of genistein and kaempferol at a 1:1 ratio were most potent, regulating expression of 52% of GAG pathway metabolism genes, suggesting that combining flavonoids may serve as a proper therapeutic solution (Figure 7). Differences in effect resulting from tested concentrations were not prominent for this and also for whole-genome analysis. Regarding modulation of genes coding specifically for lysosomal proteins, we have noticed significant upregulation of expression of numerous transcripts of lysosomal membrane proteins (Figure 10). They are central for the biogenesis of this compartment and are considered attractive targets to modulate the lysosomal machinery in cases where impaired lysosomal degradation leads to cellular pathologies, such as MPS and other LSDs. Elevated lysosomal biogenesis was observed upon all conditions and was related to TFEB, a lysosomal biogenesis factor, and nuclear translocation. This, in turn, may be due to the upregulation of the galectin 8 coding gene (Table 4). Galectin 8 is necessary to stop mTORC1 signalling in response to lysosomal damage. The interaction of galectin 8 with Rag GTPases and Ragulator results in loss of mTORC1 lysosomal localisation and activity, which prompts the shuttling of TFEB from the cytoplasm to the nucleus [27]. Moreover, expression of V-ATPases and glycosidases, playing key roles in autophagy and protein degradation, was also upregulated, indicating intensified degradation of lysosomal deposits first and secondary storage material in LSDs. Gene Ontology analysis revealed vacuolar and lysosomal compartments and vacuole organization as mostly enriched positively modulated terms upon treatment with flavonoid mixtures. It is worth mentioning that terms assigned to the cell cycle and proliferation were not as enriched among genes negatively regulated upon treatment with the genistein and kaempferol mixture, as it was for genistein alone (Figure 9). This isoflavone has an apparent impact on the G1/S, G2/M, and M protein-coding gene phases of the cell cycle (Figure 8).

According to our results, the interactions observed between flavonoids, such as genistein and kaempferol applied in mixtures, include antagonism, synergy, or additivity regarding the process of GAG synthesis. The type of interactions strongly depends on the mixture composition, concentration, and component ratios used (see the summary in Figure 11A). 

Although genistein and other flavonoids are non-toxic in many in vitro experiments [12,13], there is a huge inconsistency in the results on the safety of using genistein in animal [28] or human models [24]. Our present study indicated that for different flavonoid mixtures, increasing amounts of kaempferol in place of genistein resulted in less prominent proliferation inhibition (summarised in Figure 11A). Moreover, at the highest total concentration of 120 µM for all tested flavonoid mixtures, we observed a negative effect on cell viability and proliferation (summarised in Figure 11A), which was supported by Gene Ontology analysis (Figure 11B). Considering that increasing the total concentration of flavonoids results in antagonism in the modulation of GAG synthesis between both components used in a mixture, regardless of the drug ratio used, we propose that the best flavonoid combinations to be used are the mixtures of genistein and kaempferol, both at 2:3 and 1:4 ratios in 60 µM total concentration (Figure 11A). The effect on cell proliferation and viability is acceptable, and the synergy in GAG synthesis modulation is observed. Since natural flavonoid extracts are characterised by different compositions regarding both components and ratios, one should be very cautious while using such plant extracts or mixtures of natural compounds, not only in the case of SRT for mucopolysaccharidosis, but also in cases of using flavonoids as dietary supplements to provide many health benefits. 

The composition and content of specific components in commercially available isoflavone extracts are not always fully determined [16,29]; thus, inconsistency between results obtained from clinical studies with MPS patients using pure genistein (e.g., recently completed GENiSIS2013 clinical trial, EudraCT Number 2013-001479-18) or soy isoflavone extracts are possible [17,20,21,23]. As we have demonstrated for genistein and kaempferol, the efficiency and potency to modulate different biological processes depend strongly on the composition and ratio of active compounds in a mixture. We estimated that the concentration of genistein, in the genistein–kaempferol mixture, required to achieve effective reduction of GAG synthesis could be substantially decreased but only at the specific ratios of the components (see the summary in Figure 11A). The analysis of gene expression revealed the advantage of a combination of flavonoids over the impact of single flavonoids (Figure 11B), but according to our results, the content of flavonoids in a mixture, as well as their concentration, should always be very precisely selected and examined regarding the process of interest, because interactions may vary between different mixture components or their ratios. 

Our results provide data that two-component mixtures consisting of genistein and kaempferol at certain ratios are optimal for reduction of GAG synthesis, and these specified flavonoid compositions could be used as active compounds in SRT for mucopolysaccharidosis. Further in vivo studies are necessary to determine whether these compositions are effective, and if so, to what extent in the correction of the disease phenotype.

## 4. Materials and Methods

### 4.1. Culture Media, Culture Conditions, and Reagents

Cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% foetal bovine serum (FBS) and 1% antibiotic/antimycotic solution (Gibco™, all purchased from Thermo Fisher Scientific, Bleiswijk, The Netherlands), at 37 °C in a humidified atmosphere containing 5% carbon dioxide (CO_2_). Kaempferol (3,5,7-trihydroxy-2-(4-hydroxyphenyl)chromen-4-one) was purchased from AK Scientific, Inc. (Union City, CA, USA). Genistein (5,7-dihydroxy-3-(4-hydroxyphenyl)chromen-4-one) was synthesised by the Pharmaceutical Research Institute (Warsaw, Poland). Stock solutions of flavonoids were dissolved in dimethyl sulfoxide (DMSO) (Sigma-Aldrich, Darmstadt, Germany) and were stored at −20 °C in the dark. Working solutions of flavonoids were freshly prepared in a culture medium at appropriate concentrations depending on the experiment. Mixtures of genistein and kaempferol were prepared in DMEM culture medium for total concentrations of 30, 60, and 120 µM and ratios of 5:0, 4:1, 3:2, 2:3, 1:4, 0:5, and 1:1 of indicated compounds. For experimental procedures, cells were plated to a confluence of approximately 80%. After overnight incubation, the culture medium was replaced with a fresh medium either supplemented with appropriate amounts of tested flavonoids or the one containing DMSO at a final concentration of 0.05% or 0.1% for a single flavonoid or flavonoid mixture, respectively. 

Glucosamine, D-[1-3H] hydrochloride (3H-GlcN) was purchased from Hartmann Analytic GmbH (Braunschweig, Germany), and Invitrogen™ Quant-iT™ PicoGreen^®^ dsDNA reagent was purchased from LifeTechnologies (Bleiswijk, The Netherlands).

### 4.2. Derivation of Primary Skin Fibroblasts from Mouse Tails 

Animal maintenance and all procedures were ethically approved and carried out following the Polish local ethical committee regulations. Mice at the age of 6–8 weeks were sacrificed by cervical dislocation, and their tails were immediately cut off and placed in phosphate-buffered saline (PBS) (Gibco™, Thermo Fisher Scientific, Bleiswijk, The Netherlands) with 2% antibiotic–antimycotic solution. Under sterile conditions, skin from the tail was removed and cut into 2–3 mm squares. Five to six skin pieces were placed in the centre area of a 6-well plate and allowed to air dry for 5 min. After that time, a drop of 37 °C DMEM supplemented with 10% FBS and 1% antibiotic–antimycotic solution was added to each tissue fragment, followed by an extra 1–2 mL of medium replenished with caution to not detach the skin from the bottom of the dish, and placed in a humidified 37 °C, 5% CO_2_ incubator. Skin explants were cultured for 10 days, with fresh medium added every second day. After that time, when fibroblasts effectively migrated from the tissue, skin fragments were removed, and a fresh complete medium was added to each well. When cultures reached around 80% confluency, cells were washed with DMEM without FBS and trypsinised with 1× trypsin-EDTA solution. The cell suspension was transferred to a new culture dish and considered as passage one.

### 4.3. Cytotoxicity Assay

Cytotoxicity was assessed using the CellTox™ Green Express Cytotoxicity Assay (Promega, Walldorf, Germany) as a measure of compromised cell membrane integrity resulting from cell death. In brief, cells were seeded at 10⁴ cells per well of a black 96-well culture plate. Following overnight incubation at 37 °C, the culture medium supplemented with 1× CellTox™ Green Dye and appropriate concentrations of a single flavonoid or their mixtures were added to wells. After 4, 24, 48, and 72 h of incubation at 37 °C, fluorescence was measured at 512/532 nm, and cytotoxicity was calculated relative to positive cytotoxicity controls (100% dead cells) run within the experiment.

### 4.4. Cell Viability and Proliferation Assay

Cells were seeded at 5 × 10^3^ cells per well (cell viability assay) or 4 × 10^3^ cells per well (proliferation assay) of 96-well culture plates. Following overnight incubation at 37 °C, cells were exposed to different concentrations of single flavonoids or their mixtures in a DMEM culture medium. Cell viability was assessed after 4 and 24 h exposure to tested compounds using 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (Sigma-Aldrich, Darmstadt, Germany) dissolved at a concentration of 1 mg/mL in RPMI-1640 medium without phenol red (MTT dye solution). Following a 2 h incubation of cells with MTT dye solution, purple formazan was dissolved in DMSO (Sigma-Aldrich, Darmstadt, Germany), and absorbance was read at 570 nm. Cell proliferation was assessed by the measurement of bromodeoxyuridine (BrdU) incorporation after a 45 h exposure of cells to tested compounds using the Cell Proliferation ELISA, BrdU (colourimetric) Assay Kit (Roche Applied Science, Indianapolis, IN, USA) according to the standard protocol.

### 4.5. Measurement of GAG Synthesis Kinetics

The kinetics of GAG synthesis in cell cultures exposed to different concentrations of flavonoids or their mixtures were assessed by measuring the incorporation of 3H-GlcN as described by Moskot et al. [19]. In brief, 2 × 10^4^ cells were plated per well in a 48-well plate. Following overnight incubation to allow cells to adhere, they were exposed to appropriate concentrations of flavonoids or flavonoid mixtures for 24 h. Next, cells were labelled with 10 µCi/mL of 3H-GlcN in DMEM without glucose and pyruvate supplemented with 10% FBS and a single flavonoid, their mixtures (G + K, G + B, and K + B), or DMSO alone (control cultures) for an additional 24 h. Following their labelling, cells were washed with PBS and digested with 0.5% papain. The level of 3H-GlcN incorporation into GAGs in papain digested samples was measured using a MicroBeta2 scintillation counter (PerkinElmer, Waltham, MA, USA), and the DNA concentration was quantified with Quant-iT™ PicoGreen^®^dsDNA reagent. The incorporation of 3H-GlcN was standardised against the DNA amount (cpm/ng of DNA). The efficiency of GAG synthesis in flavonoid-treated cultures was expressed as relative to control cultures (treated with DMSO alone).

### 4.6. RNA Extraction

Total RNA was extracted from cells using the High Pure RNA Isolation Kit (Roche Applied Science, Indianapolis, IN, USA) following the manufacturer’s instructions. The quality and quantity of each RNA sample were evaluated using the RNA 6000 Nano Assay on the Agilent 2100 Bioanalyzer (Agilent Technologies Inc., Santa Clara, CA, USA).

### 4.7. Microarray Assays for mRNA Analysis

Whole-genome microarray analysis of three biological replicates (*n*) was performed using the Clariom S mouse assay (Affymetrix, Thermo Fisher Scientific, Waltham, MA, USA) (>22,100 genes, >150,300 transcripts, and >221,900 probes). The assay performance, data extraction, and statistical analysis were performed as previously described [18]. Gene Ontology analysis and data visualisation were performed using the web tools GOrilla (http://cbl-gorilla.cs.technion.ac.il/, (accessed on 2 December 2020)) [30] and REViGO (http://revigo.irb.hr/, (accessed on 10 December 2020), restricting the output to biological process and cell compartment. Gene Set Enrichment Analysis (GSEA) was performed on the upregulated and downregulated gene lists, separately as previously described [31,32]. A nominal *p*-value < 0.01 and a false discovery rate (FDR) < 0.25 were used to assess the significance of the enrichment scores. The Kyoto Encyclopedia of Genes and Genomes (KEGG) (GenomeNet, http://www.genome.jp/kegg/ (accessed on 10 January 2021) database was used for the selection of genes related to specifically selected pathways.

### 4.8. Quantitative Real-Time RT-PCR Array for mRNA Analysis

Total RNA was retrotranscribed with the Transcriptor First Strand cDNA Synthesis Kit (Roche Applied Science, Indianapolis, IN, USA). Real-time quantitative RT-PCR was carried out with the RealTime ready Custom Panel (cat no. 05532914001, config. no. 100132522, Roche Applied Science, Indianapolis, IN, USA) and the LightCycler^®^ 480 Probes Master (Roche Applied Science, Indianapolis, IN, USA) using the Light Cycler 480 II detection system (Roche). Expression values were normalized against the *B2m*, *Gapdh*, and *Hmbs* control genes. For both microarray and real-time qRT-PCR analyses, a fold change (FC) greater or equal to 1.3 and below 0.7 was considered as a relevant criterion for genes being significantly differentially expressed RNA.

### 4.9. Fluorescence Assays

TFEB-FLAG HeLa cells were seeded on 96-well plates, incubated for 24 h, and treated with genistein, kaempferol, and mixtures of both compounds ranging from 1 to 150 µM, as well as 0.3 µM Torin 1 (Biomarin Pharmaceutical, London, UK), in an FBS-free medium. The proportions of flavonoid mixtures were established based on isobologram analysis. After 3 h at 37 °C, cells were washed, fixed, and stained with 4′,6-diamidino-2-phenylindole (DAPI) (Sigma-Aldrich, Darmstadt, Germany). For the acquisition of the images, 10 pictures per well of the 96-well plate were taken by using confocal automated microscopy (Opera High Content Screening system; Perkin-Elmer) with 40× magnification. A dedicated script calculating the ratio value resulting from the average intensity of nuclear TFEB-GFP fluorescence divided by the average of the cytosolic intensity of TFEB-GFP fluorescence was developed to perform the analysis of TFEB localisation on the different images (Acapella software, Perkin-Elmer, Waltham, MA, USA). To visualise the acidophilic compartments of the cell, we used Lysotracker Red DN-99 (Molecular Probes, Life Technologies, Bleiswijk, The Netherlands). ARPE-19 cells seeded on the 96-well plate were incubated with 75 nm Lysotracker Red DN-99 for 1 h at 37 °C, rinsed with PBS and fixed with 4% paraformaldehyde in PBS for 15 min at RT. Counterstaining was done with DAPI. Images were taken using confocal automated microscopy (Opera High Content Screening system; Perkin-Elmer, Waltham, MA, USA) with 60× magnification.

### 4.10. Data Analysis and Statistics

The effective concentration of the tested flavonoids resulting in a 50% reduction of cell response (EC50 values) was determined from sigmoidal dose–response curves using four-parameter logistic equations. To characterise the interactions between flavonoids, an isobolographic analysis was performed using CompuSyn 1.0 software (ComboSyn, Inc., Paramus, NJ, USA) [33] to determine the combination index (CI) and dose reduction index (DRI). Drug interactions were assessed with the following values: CI < 1 for synergy, CI = 1 for additive, and CI > 1 for antagonism. Favourable dose reduction was representative of a DRI > 1. To test the effects of flavonoid mixtures on cell viability, proliferation, and GAG synthesis, one-way ANOVA was performed with Tukey’s post hoc test. Significance was declared at *p* < 0.05. 

## 5. Conclusions

Mixtures of genistein and kaempferol are effective modulators of glycosaminoglycan metabolism and lysosomal biogenesis—important processes in the cellular turnover of these macromolecules. With the simultaneous use of both flavonoids, it is possible to obtain synergy of their action and reduce the concentration of components, while maintaining the cellular response at a similar level as that observed for these compounds when used individually, but at higher concentrations. Hence, mixtures of flavonoids, rather than single components, seem to be promising potential agents in the treatment of mucopolysaccharidosis.

## Figures and Tables

**Figure 1:**
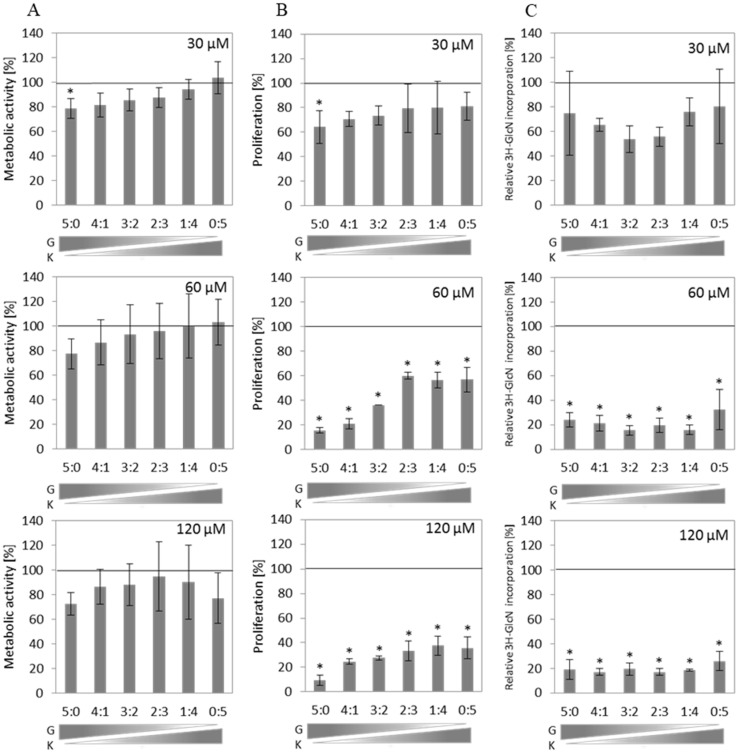
Effects of genistein and kaempferol in dose ratios of 5:0; 4:1; 3:2; 2:3; 1:4; and 0:5 at final concentrations of 30 µM, 60 µM, and 120 µM on fibroblast metabolic activity (**A**) measured by MTT assay after 24 h exposition, proliferation (**B**) measured by BrdU incorporation assay, and GAG synthesis (**C**) measured with a D-[1-3H]-glucosamine incorporation assay after 48 h exposition. The black line (100%) corresponds to metabolic activity in control cells (cell culture treated with 0.05% DMSO). Bars represent the average ± SD obtained for two different cell cultures from two different experiments in each case. An asterisk (*) indicates statistically significant differences when compared to control cells (ANOVA with Tukey’s post hoc, *p* < 0.05).

**Figure 2:**
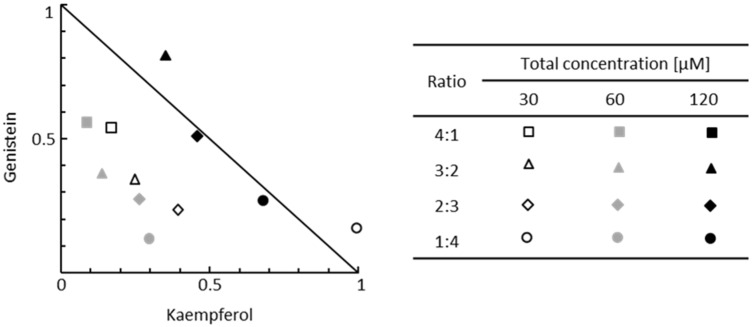
Normalised isobologram for two-component mixtures of genistein and kaempferol at specified ratios. GAG synthesis was estimated after 48 h incubation of fibroblasts exposed to mixtures of flavonoids by measurement of incorporation of D-[1-3H]-glucosamine. The solid line denotes the theoretical additivity in the reduction of GAG synthesis by given flavonoids.

**Figure 3:**
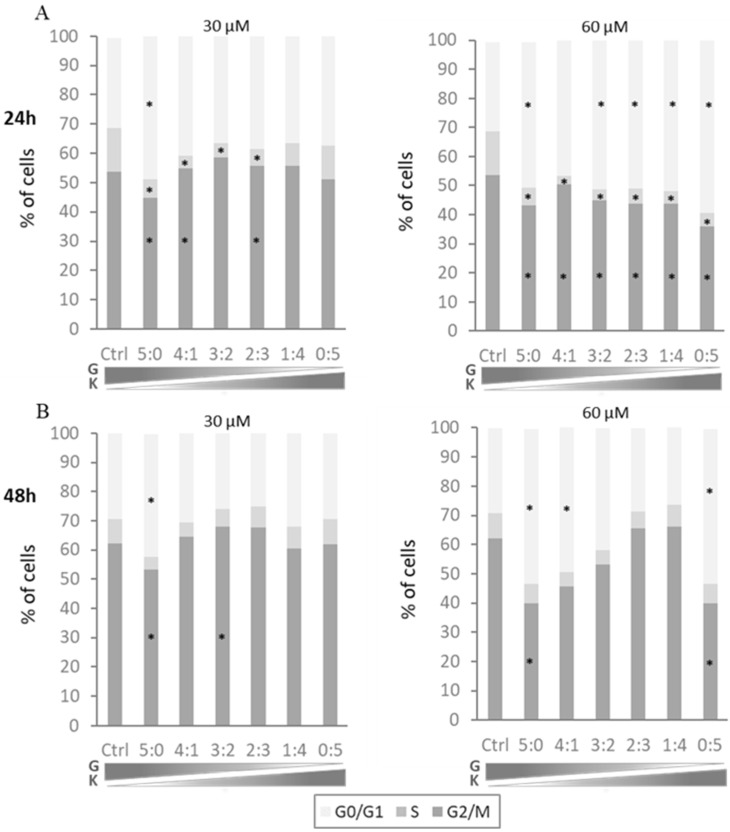
The cell cycle of mouse fibroblasts after 24 h (**A**) or 48 h (**B**) exposure to mixtures of genistein and kaempferol at 30 µM and 60 µM final concentrations. Each two-component mixture was tested at ratios of 5:0, 4:1, 3:2, 2:3, 1:4, and 0:5. Ctrl—control cells treated with 0.1% DMSO; K—kaempferol; G—genistein. Data are presented as means of at least two independent biological repetitions. Most of the SD values are in the range of 1% to 3%; therefore, they are not shown in the charts. An asterisk (*) indicates statistically significant differences when compared to control cells (ANOVA with Tukey–Kramer HSD post hoc test, *p* < 0.05 or less).

**Figure 4:**
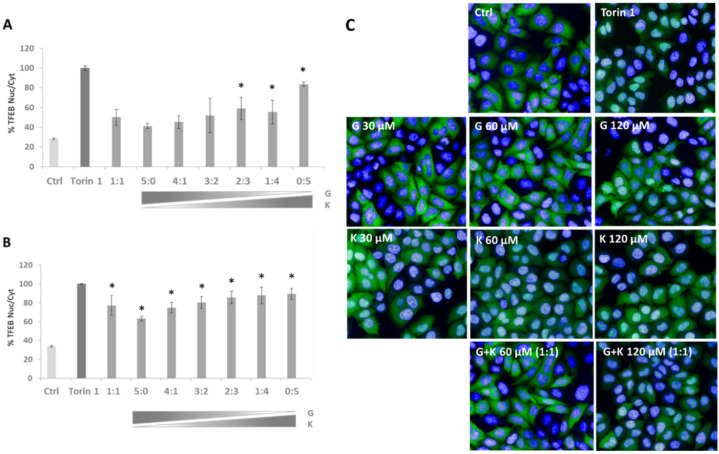
TFEB nuclear translocation in TFEB-FLAG HeLa cells after 24 h exposure to genistein (G) and kaempferol (K) mixtures at final concentrations of 60 μM (**A**) and 120 μM (**B**). Each two-component mixture was tested at ratios of 5:0, 4:1, 3:2, 2:3, 1:4, and 0:5. Ctrl—control cells treated with 0.1% DMSO; G—genistein; K—kaempferol. Visualisation of TFEB nuclear translocation was performed for single tested flavonoids at final concentrations of 30 μM, 60 μM, and 120 μM, and 1:1 mixtures at final concentrations of 60 μM or 120 μM (**C**). Torin 1 was employed as the positive control. Representative images were taken from fields containing 50–100 cells, each from six independent experiments. Nucleus stained with DAPI (blue); TFEB immunostained with FLAG (green). All values are means ± S.D. (Student’s *t*-test (unpaired); * *p* < 0.005)). An asterisk (*) indicates statistically significant differences when compared to control cells.

**Figure 5:**
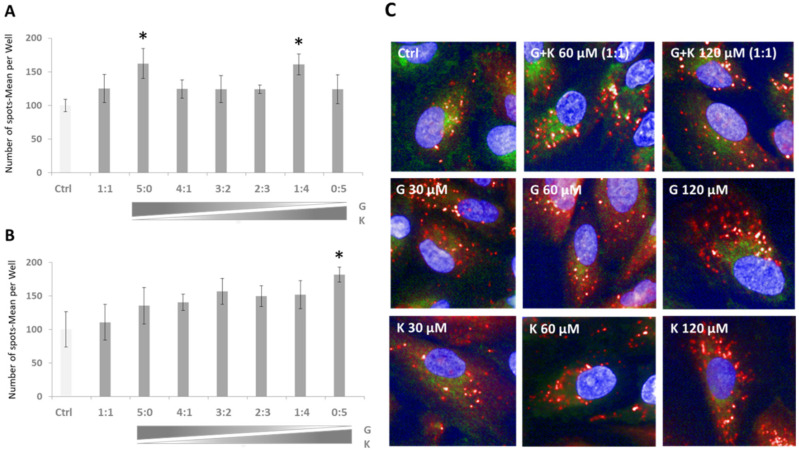
Lysosome number estimation with LysoTracker™ Red DND-99 upon 24 h exposure to G and K mixtures at final concentrations of 60 μM (**A**) and 120 μM (**B**). Each two-component mixture was tested at ratios of 5:0, 4:1, 3:2, 2:3, 1:4, and 0:5. Ctrl—control cells treated with 0.1% DMSO; G—genistein; K—kaempferol. Exemplary pictures are presented for single tested flavonoids at final concentrations of 30 μM, 60 μM, and 120 μM and 1:1 G and K mixtures at final concentrations of 60 μM and 120 μM (**C**). An asterisk (*) indicates statistically significant differences when compared to control cells.

**Figure 6:**
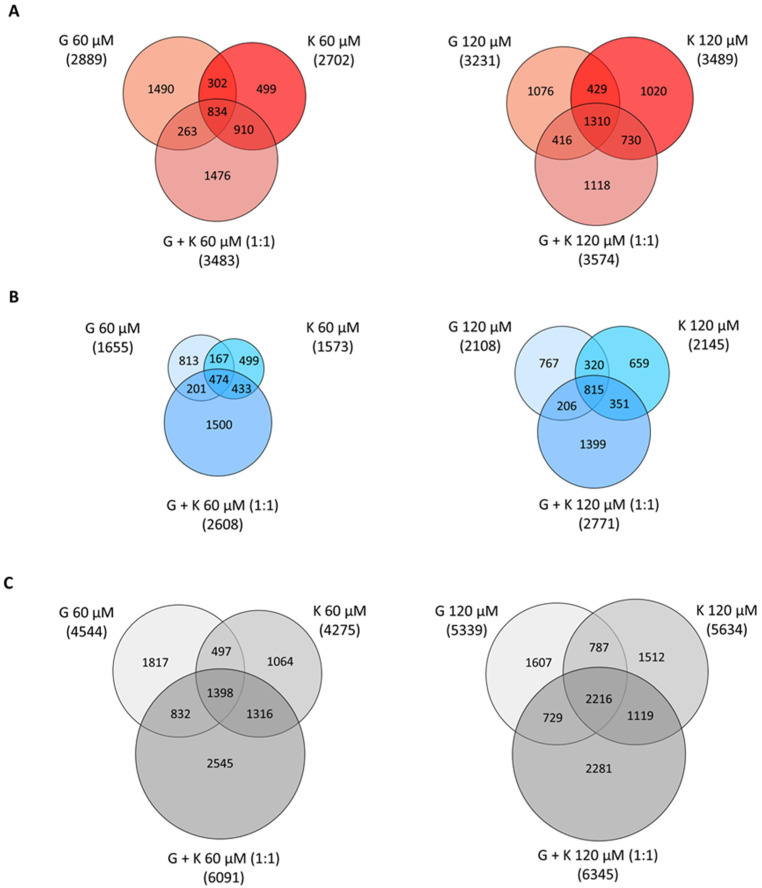
Venn diagrams illustrating the number of genes upon microarray analysis with expression modulated in response to genistein and kaempferol at 30 µM, 60 µM, and 120 µM and to flavonoid mixtures at final concentrations of 60 µM and 120 µM. Data presented on the red graphs (panel (**A**)) demonstrate the number of transcripts with upregulation, on the blue graphs (panel (**B**)) demonstrate the number of transcripts with downregulation, and on the grey graphs (panel (**C**)) demonstrate the transcripts with expression modulated upon flavonoid treatment, respectively. G—genistein, K—kaempferol; G + K—1:1 ratio of genistein and kaempferol mixture.

**Figure 7:**
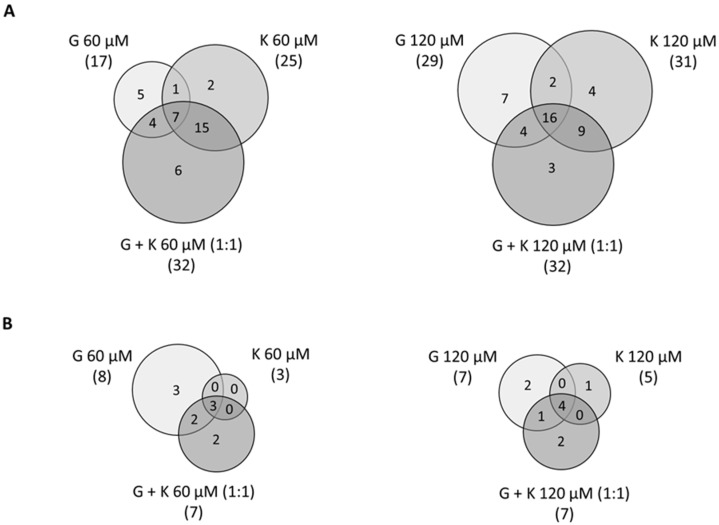
Venn diagrams illustrating the number of modulated genes upon microarray analysis coding for GAG synthesis (**A**) and degradation (**B**) proteins in response to genistein, kaempferol, and genistein and kaempferol mixture at final concentrations of 60 µM and 120 µM. G—genistein; K—kaempferol; G + K—1:1 ratio of genistein and kaempferol mixture.

**Figure 8:**
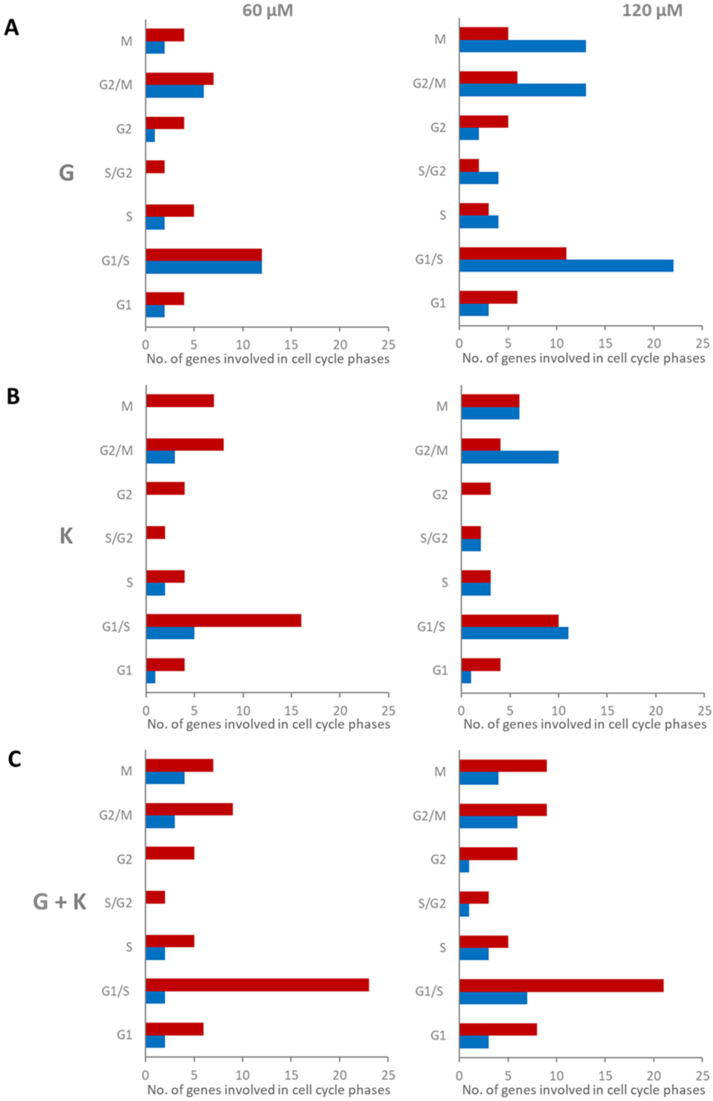
Gene Ontology (GO) analysis of murine MPS I fibroblast genes coding for factors involved in particular cell cycle phases, modulated upon 24 h treatment with genistein (**A**), kaempferol (**B**), and genistein and kaempferol 1:1 mixture (**C**) at final concentrations of 60 μM and 120 μM. Upregulated genes are presented as red columns, while downregulated genes are presented as blue columns. G—genistein, K—kaempferol, G + K—genistein + kaempferol 1:1 mixture.

**Figure 9:**
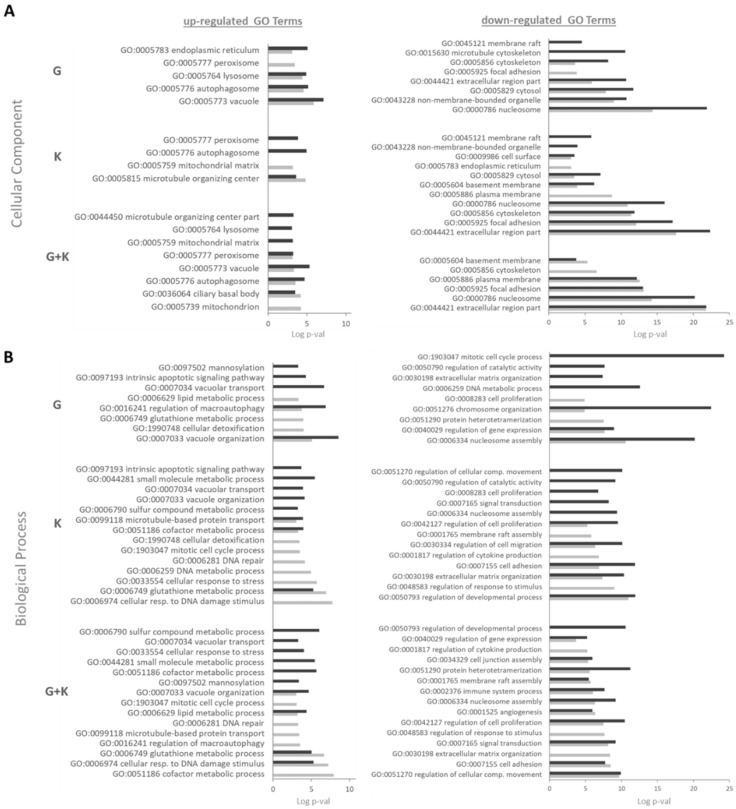
Gene Ontology (GO) analysis of the biological process (BP) (**A**) and cellular compartment (CC) (**B**). Columns on the graph present the log *p*-value, factor discriminative for GO terms describing biological processes and cellular components most enriched upon 60 μM of a single flavonoid or 1:1 mixture (pale shaded) and 120 μM of a single flavonoid or 1:1 mixture (dark shaded). G—genistein, K—kaempferol, G + K—genistein + kaempferol 1:1 mixture.

**Figure 10:**
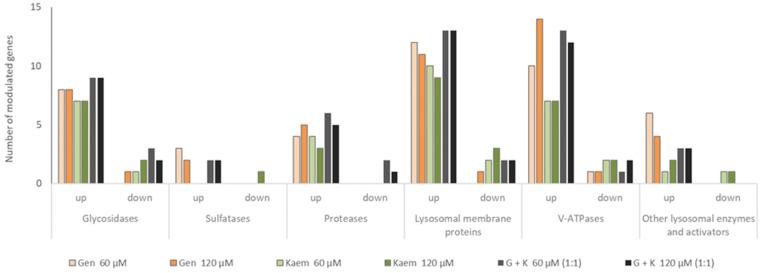
Microarray analysis of murine MPSI fibroblast genes coding for lysosomal proteins with a modulated expression upon treatment with genistein (Gen), kaempferol (Kaem), and genistein and kaempferol 1:1 mixture (G + K) at 60 and 120 μM final concentrations.

**Figure 11:**
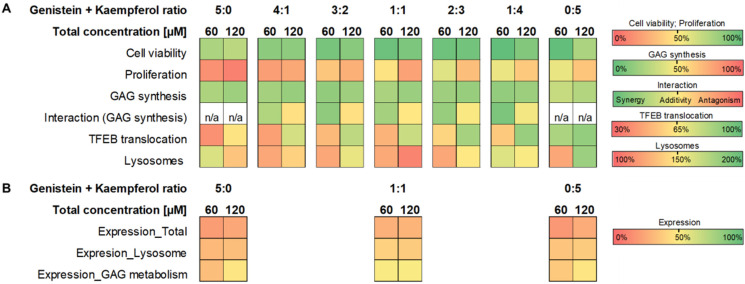
Summary of the effects of flavonoid combinations on cell viability, proliferation, GAG synthesis, and type of interactions (**A**), as well as gene expression profile, TFEB translocation, and number of lysosomes (**B**) between flavonoids in two-component mixtures. Fields shaded in green correspond to positive effects (i.e., cell viability greater than 60%, cell proliferation greater than 60%, and GAG synthesis level lower than 40% of control cells), in yellow correspond to intermediate effects (around 50%), and in red correspond to negative effects (values not meeting positive effects criteria). The type of interaction between flavonoids regarding the GAG synthesis process is assigned as synergy (green, CI < 0.90), additivity (yellow, 0.90 < CI < 1.10), or antagonism (red, CI > 1.10).

**Table 1:** Combination index (CI) values and the type of interaction between genistein and kaempferol as determined regarding their impact on GAG synthesis. The type of interaction in a combination was quantified according to CI values with the following categories: synergism (0.30–0.70), moderate synergism (0.70–0.85), nearly additive (0.90–1.10), slight antagonism (1.10–1.20), moderate antagonism (1.20–1.45), and antagonism (1.45–3.3). Dose reduction index (DRI) values were calculated at experimental points (effect level = experimental levels of GAG synthesis inhibition). DRI indicates the fold of dose reduction for each drug in a synergistic combination at a given effect level when compared to the dose of each drug used alone. DRI = 1 indicates no dose reduction, DRI > 1 indicates favourable dose reduction, and DRI < 1 indicates unfavourable dose reduction. The CI and DRI values were estimated using CompuSyn 1.0 software.

Concentration	Ratio	Genistein + Kaempferol		DRI	
		CI	Interaction	Genistein	Kaempferol
30 µM	4:1	0.71	Moderate synergism	1.86	5.74
	3:2	0.60	Synergism	2.90	3.92
	2:3	0.64	Synergism	4.24	2.47
	1:4	1.16	Slight antagonism	6.21	1.00
60 µM	4:1	0.65	Synergism	1.80	10.69
	3:2	0.50	Synergism	2.76	7.05
	2:3	0.54	Synergism	3.68	3.71
	1:4	0.42	Synergism	8.08	3.35
120 µM	4:1	1.17	Slight antagonism	0.99	6.37
	3:2	1.17	Slight antagonism	1.23	2.78
	2:3	0.98	Nearly additive	1.97	2.12
	1:4	0.95	Nearly additive	3.76	1.45

**Table 2:** Microarray and real-time qRT-PCR expression profile of murine MPS I fibroblast genes coding for GAG metabolism with expression modulated upon 24 h of flavonoid treatment. Genes with upregulated expression are marked in red, while those with downregulated expression are marked in blue.

	Gene Symbol	Genistein 120 µM				Kaempferol 120 µM				Genistein + Kaempferol 120 µM (1:1)			
		Microarray	qRT-PCR			Microarray	qRT-PCR			Microarray	qRT-PCR		
			vs. B2m	vs. Gapdh	vs. Hmbs		vs. B2m	vs. Gapdh	vs. Hmbs		vs. B2m	vs. Gapdh	vs. Hmbs
		FC ± SD	FC ± SD	FC ± SD	FC ± SD	FC ± SD	FC ± SD	FC ± SD	FC ± SD	FC ± SD	FC ± SD	FC ± SD	FC ± SD
GAG synthesis	*B3gnt2*	1.0 ± 0.0	0.9 ± 0.1	1.0 ± 0.2	1.1 ± 0.0	0.4 ± 0.0	0.4 ± 0.1	0.5 ± 0.0	0.4 ± 0.0	0.5 ± 0.0	0.5 ± 0.0	0.4 ± 0.1	0.5 ± 0.1
	*B4galt1*	0.8 ± 0.0	0.8 ± 0.0	0.7 ± 0.1	0.7 ± 0.0	0.7 ± 0.0	0.6 ± 0.1	0.7 ± 0.0	0.7 ± 0.2	0.6 ± 0.1	0.6 ± 0.0	0.7 ± 0.0	0.6 ± 0.1
	*B4galt4*	2.2 ± 0.4	2.3 ± 0.3	2.0 ± 0.1	1.9 ± 0.2	3.3 ± 0.0	3.1 ± 0.1	3.3 ± 0.2	3.4 ± 0.1	2.6 ± 0.1	2.8 ± 0.3	2.5 ± 0.1	2.6 ± 0.2
	*Csgalnact1*	1.8 ± 0.0	1.8 ± 0.1	1.9 ± 0.2	2.1 ± 0.0	3.0 ± 0.5	2.8 ± 0.3	3.1 ± 0.2	3.0 ± 0.3	3.8 ± 0.2	3.8 ± 0.3	3.4 ± 0.1	3.5 ± 0.2
	*Chst2*	2.0 ± 0.2	2.0 ± 0.2	1.9 ± 0.3	2.2 ± 0.1	2.5 ± 0.3	2.4 ± 0.2	2.5 ± 0.3	2.5 ± 0.1	3.1 ± 0.0	3.1 ± 0.2	3.3 ± 0.0	3.3 ± 0.1
	*Chsy1*	1.3 ± 0.1	1.2 ± 0.0	1.3 ± 0.2	1.3 ± 0.0	1.6 ± 0.3	1.6 ± 0.1	1.7 ± 0.3	1.4 ± 0.0	1.7 ± 0.0	1.7 ± 0.1	1.6 ± 0.3	1.7 ± 0.1
	*Ext1*	0.7 ± 0.0	0.7 ± 0.2	0.7 ± 0.1	0.6 ± 0.0	0.6 ± 0.0	0.6 ± 0.0	0.5 ± 0.0	0.6 ± 0.1	0.6 ± 0.0	0.6 ± 0.1	0.6 ± 0.0	0.7 ± 0.1
	*Extl3*	1.6 ± 0.0	1.5 ± 0.1	1.6 ± 0.1	1.6 ± 0.0	1.6 ± 0.1	1.6 ± 0.0	1.5 ± 0.1	1.5 ± 0.2	1.4 ± 0.1	1.4 ± 0.2	1.3 ± 0.0	1.3 ± 0.1
	*Dse*	0.7 ± 0.0	0.6 ± 0.1	0.7 ± 0.0	0.7 ± 0.1	0.5 ± 0.0	0.5 ± 0.0	0.4 ± 0.1	0.5 ± 0.1	0.5 ± 0.0	0.6 ± 0.0	0.5 ± 0.1	0.6 ± 0.1
	*Ndst2*	0.7 ± 0.1	0.5 ± 0.0	0.6 ± 0.1	0.7 ± 0.0	0.6 ± 0.0	0.6 ± 0.0	0.7 ± 0.2	0.6 ± 0.1	0.6 ± 0.0	0.6 ± 0.1	0.6 ± 0.0	0.5 ± 0.1
GAG degradation	*Hexb*	1.7 ± 0.1	1.7 ± 0.1	1.5 ± 0.2	1.7 ± 0.1	1.5 ± 0.1	1.4 ± 0.0	1.7 ± 0.2	1.5 ± 0.0	1.8 ± 0.0	1.7 ± 0.0	1.8 ± 0.1	1.8 ± 0.0
	*Hgsnat*	1.8 ± 0.1	1.3 ± 0.2	1.6 ± 0.1	1.3 ± 0.2	1.5 ± 0.1	1.5 ± 0.2	1.3 ± 0.1	1.5 ± 0.0	1.4 ± 0.1	1.3 ± 0.1	1.4 ± 0.0	1.5 ± 0.2
	*Hyal1*	4.4 ± 0.1	4.1 ± 0.3	4.5 ± 0.4	3.9 ± 0.3	2.7 ± 0.3	2.3 ± 0.1	2.6 ± 0.1	2.7 ± 0.2	4.6 ± 0.1	4.4 ± 0.2	4.7 ± 0.1	5.0 ± 0.2
	*Naglu*	1.4 ± 0.1	1.6 ± 0.1	1.5 ± 0.2	1.8 ± 0.2	1.5 ± 0.1	1.5 ± 0.0	1.4 ± 0.1	1.6 ± 0.2	1.5 ± 0.2	1.6 ± 0.2	1.4 ± 0.0	1.4 ± 0.1
	*Sgsh*	1.4 ± 0.2	1.3 ± 0.2	1.4 ± 0.2	1.3 ± 0.2	1.0 ± 0.2	1.0 ± 0.0	1.1 ± 0.2	1.0 ± 0.1	1.4 ± 0.0	1.4 ± 0.1	1.3 ± 0.2	1.4 ± 0.0

**Table 3:** Microarray and real-time qRT-PCR expression profile of murine MPS I fibroblast genes coding for lysosomal proteins with expression modulated upon flavonoid treatment. Genes with upregulated expression are marked in red.

	Genistein 120 µM, 24 h				Kaempferol 120 µM, 24 h				Genistein + Kaempferol 120 µM (1:1)			
Gene Symbol	Microarray	qRT-PCR			Microarray	qRT-PCR			Microarray	qRT-PCR		
		vs. B2m	vs. Gapdh	vs. Hmbs		vs. B2m	vs. Gapdh	vs. Hmbs		vs. B2m	vs. Gapdh	vs. Hmbs
	FC ± SD	FC ± SD	FC ± SD	FC ± SD	FC ± SD	FC ± SD	FC ± SD	FC ± SD	FC ± SD	FC ± SD	FC ± SD	FC ± SD
*Aga*	2.4 ± 0.2	2.1 ± 0.0	2.3 ± 0.2	2.1 ± 0.0	2.2 ± 0.2	2.0 ± 0.2	1.8 ± 0.1	2.2 ± 0.1	2.2 ± 0.0	2.2 ± 0.2	1.9 ± 0.0	2.3 ± 0.1
*Ctns*	1.7 ± 0.2	1.5 ± 0.2	1.9 ± 0.1	1.5 ± 0.2	2.3 ± 0.1	2.3 ± 0.1	2.1 ± 0.2	1.9 ± 0.1	1.8 ± 0.0	1.7 ± 0.1	1.9 ± 0.2	1.8 ± 0.0
*Ctsk*	0.7 ± 0.0	0.8 ± 0.1	0.7 ± 0.0	0.8 ± 0.1	1.7 ± 0.1	1.6 ± 0.1	1.7 ± 0.3	1.9 ± 0.2	1.3 ± 0.1	1.3 ± 0.2	1.2 ± 0.1	1.3 ± 0.1
*Fuca1*	2.5 ± 0.0	1.9 ± 0.1	2.2 ± 0.2	1.9 ± 0.1	1.6 ± 0.2	1.5 ± 0.1	1.6 ± 0.1	1.8 ± 0.2	2.1 ± 0.0	2.0 ± 0.2	2.1 ± 0.0	2.0 ± 0.1
*Gla*	1.7 ± 0.0	1.9 ± 0.0	1.7 ± 0.0	1.9 ± 0.0	2.1 ± 0.4	1.9 ± 0.2	2.1 ± 0.2	2.3 ± 0.3	1.8 ± 0.1	1.8 ± 0.0	1.8 ± 0.1	1.9 ± 0.1
*Gm2a*	1.2 ± 0.1	1.5 ± 0.1	1.3 ± 0.1	1.5 ± 0.1	1.1 ± 0.1	1.0 ± 0.0	1.3 ± 0.1	1.1 ± 0.1	1.5 ± 0.1	1.6 ± 0.1	1.5 ± 0.0	1.5 ± 0.1
*Man2b1*	1.9 ± 0.4	1.7 ± 0.2	1.8 ± 0.2	1.6 ± 0.3	1.3 ± 0.1	1.3 ± 0.0	1.1 ± 0.1	1.4 ± 0.1	1.5 ± 0.1	1.5 ± 0.2	1.4 ± 0.1	1.6 ± 0.0
*Mcoln1*	2.8 ± 0.4	2.6 ± 0.2	3.1 ± 0.3	2.5 ± 0.3	2.7 ± 0.1	2.6 ± 0.2	2.5 ± 0.3	2.7 ± 0.0	2.2 ± 0.0	2.1 ± 0.0	2.4 ± 0.2	2.2 ± 0.1
*Neu1*	3.0 ± 0.7	3.3 ± 0.4	2.8 ± 0.5	3.3 ± 0.1	1.8 ± 0.1	1.6 ± 0.1	1.7 ± 0.0	1.8 ± 0.2	2.3 ± 0.2	2.1 ± 0.2	2.5 ± 0.1	2.3 ± 0.0
*Npc1*	1.7 ± 0.2	1.7 ± 0.0	1.5 ± 0.2	1.6 ± 0.1	2.0 ± 0.2	2.0 ± 0.3	2.2 ± 0.1	1.9 ± 0.2	1.4 ± 0.0	1.3 ± 0.1	1.4 ± 0.2	1.6 ± 0.0
*Npc2*	1.6 ± 0.2	1.5 ± 0.1	1.8 ± 0.2	1.9 ± 0.1	1.6 ± 0.3	1.5 ± 0.1	1.6 ± 0.1	1.8 ± 0.0	1.7 ± 0.0	1.6 ± 0.2	1.8 ± 0.1	1.7 ± 0.3
*Ppt1*	2.3 ± 0.4	2.6 ± 0.5	1.9 ± 0.1	2.6 ± 0.5	1.2 ± 0.2	1.1 ± 0.0	1.1 ± 0.1	1.2 ± 0.0	1.5 ± 0.1	1.6 ± 0.0	1.4 ± 0.1	1.5 ± 0.2
*Slc17a5*	1.9 ± 0.5	2.1 ± 0.3	1.7 ± 0.2	2.2 ± 0.2	2.4 ± 0.1	2.3 ± 0.2	2.4 ± 0.3	2.5 ± 0.1	2.0 ± 0.1	2.2 ± 0.2	1.9 ± 0.1	2.0 ± 0.0
*Sort1*	1.9 ± 0.1	1.8 ± 0.2	2.0 ± 0.1	1.8 ± 0.1	2.1 ±0.2	2.1 ±0.1	1.9 ± 0.3	2.3 ± 0.2	3.6 ± 0.5	3.4 ± 0.3	3.8 ± 0.4	3.2 ± 0.2

**Table 4:** Expression profile of murine MPS I fibroblast genes coding for galectins and transcriptional factors with expression modulated upon 24 h flavonoid treatment. Genes with upregulated expression are marked in red, while genes with downregulated expression are marked in blue.

	Genistein 120 µM				Kaempferol 120 µM				Genistein + Kaempferol 120 µM (1:1)			
Gene Symbol	Microarray	qRT-PCR			Microarray	qRT-PCR			Microarray	qRT-PCR		
		vs. B2m	vs. Gapdh	vs. Hmbs		vs. B2m	vs. Gapdh	vs. Hmbs		vs. B2m	vs. Gapdh	vs. Hmbs
	FC ± SD	FC ± SD	FC ± SD	FC ± SD	FC ± SD	FC ± SD	FC ± SD	FC ± SD	FC ± SD	FC ± SD	FC ± SD	FC ± SD
*Lgals1*	0.7 ± 0.0	0.7 ± 0.1	0.6 ± 0.0	0.6 ± 0.1	0.8 ± 0.0	0.8 ± 0.1	0.7 ± 0.0	0.7 ± 0.1	0.7 ± 0.1	0.7 ± 0.0	0.7 ± 0.1	0.8 ± 0.1
*Lgals3*	0.3 ± 0.0	0.2 ± 0.0	0.3 ± 0.1	0.3 ± 0.0	0.2 ± 0.0	0.2 ± 0.0	0.2 ± 0.1	0.1 ± 0.0	0.1 ± 0.0	0.1 ± 0.0	0.1 ± 0.0	0.1 ± 0.0
*Lgals8*	1.4 ± 0.0	1.3 ± 0.1	1.4 ± 0.1	1.4 ± 0.0	1.8 ± 0.1	1.8 ± 0.0	1.9 ± 0.1	1.8 ± 0.1	1.5 ± 0.1	1.5 ± 0.1	1.4 ± 0.1	1.5 ± 0.0
*Lgals9*	0.5 ± 0.0	0.5 ± 0.1	0.5 ± 0.0	0.4 ± 0.1	0.2 ± 0.0	0.2 ± 0.0	0.2 ± 0.1	0.1 ± 0.0	0.3 ± 0.1	0.3 ± 0.0	0.3 ± 0.1	0.2 ± 0.0
*Tcfe3*	0.9 ± 0.1	0.8 ± 0.0	0.9 ± 0.1	0.9 ± 0.0	2.4 ± 0.4	2.4 ± 0.1	2.2 ± 0.3	2.4 ± 0.2	2.8 ± 0.1	2.7 ± 0.1	2.8 ± 0.0	2.9 ± 0.1
*Tcfeb*	0.9 ± 0.2	0.9 ± 0.1	0.8 ± 0.2	1.0 ± 0.2	1.0 ± 0.2	1.0 ± 0.1	0.9 ± 0.1	1.0 ± 0.2	0.8 ± 0.0	0.8 ± 0.1	0.7 ± 0.0	0.8 ± 0.0
*Tcfec*	0.8 ± 0.1	0.7 ± 0.0	0.8 ± 0.2	0.8 ± 0.1	0.9 ± 0.1	0.9 ± 0.0	0.9 ± 0.1	1.0 ± 0.1	0.8 ± 0.1	0.8 ± 0.1	0.8 ± 0.1	0.8 ± 0.1
*Mitf*	0.5 ± 0.1	0.5 ± 0.1	0.4 ± 0.1	0.4 ± 0.0	1.5 ± 0.3	1.4 ± 0.1	1.5 ± 0.2	1.5 ± 0.1	1.9 ± 0.2	1.9 ± 0.0	1.8 ± 0.2	1.9 ± 0.1
*Tgfb1*	0.6 ± 0.0	0.5 ± 0.0	0.6 ± 0.1	0.6 ± 0.0	0.4 ± 0.1	0.4 ± 0.0	0.3 ± 0.1	0.4 ± 0.1	0.4 ± 0.1	0.3 ± 0.0	0.4 ± 0.0	0.4 ± 0.1
*Tgfb3*	1.8 ± 0.1	1.6 ± 0.0	1.8 ± 0.2	1.8 ± 0.1	1.7 ± 0.0	1.7 ± 0.1	1.7 ± 0.2	1.7 ± 0.0	2.3 ± 0.0	2.3 ± 0.1	2.2 ± 0.0	2.3 ± 0.2
*Tgfbi*	0.2 ± 0.0	0.2 ± 0.1	0.2 ± 0.0	0.1 ± 0.0	0.4 ± 0.1	0.4 ± 0.0	0.4 ± 0.1	0.3 ± 0.1	0.3 ± 0.0	0.3 ± 0.0	0.3 ± 0.1	0.2 ± 0.0
*Tgfbr1*	1.7 ± 0.3	1.6 ± 0.1	1.7 ± 0.2	1.8 ± 0.1	3.1 ± 0.8	3.0 ± 0.4	3.2 ± 0.2	2.8 ± 0.3	2.2 ± 0.1	2.0 ± 0.1	2.3 ± 0.1	2.2 ± 0.0
*Tgfbr2*	0.8 ± 0.0	0.7 ± 0.0	0.7 ± 0.1	0.8 ± 0.2	0.6 ± 0.1	0.5 ± 0.1	0.5 ± 0.0	0.6 ± 0.0	0.7 ± 0.0	0.7 ± 0.1	0.6 ± 0.1	0.6 ± 0.0
*Tgfbr3*	1.3 ± 0.0	1.2 ± 0.0	1.3 ± 0.1	1.3 ± 0.0	1.1 ± 0.1	1.1 ± 0.1	1.2 ± 0.1	1.3 ± 0.1	1.9 ± 0.1	1.9 ± 0.0	1.9 ± 0.1	1.8 ± 0.1

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [33] and are accessible through GEO Series accession number GSE193583 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE193583, (accessed on 2 January 2022)).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms23031058/s1.

# Supplementary material for: Cellular and Gene Expression Response to the Combination of Genistein and Kaempferol in the Treatment of Mucopolysaccharidosis Type I
**Source:** Int J Mol Sci. 2022 Jan 19;23(3):1058. doi: 10.3390/ijms23031058
**Supplement:** Supplementary file 1

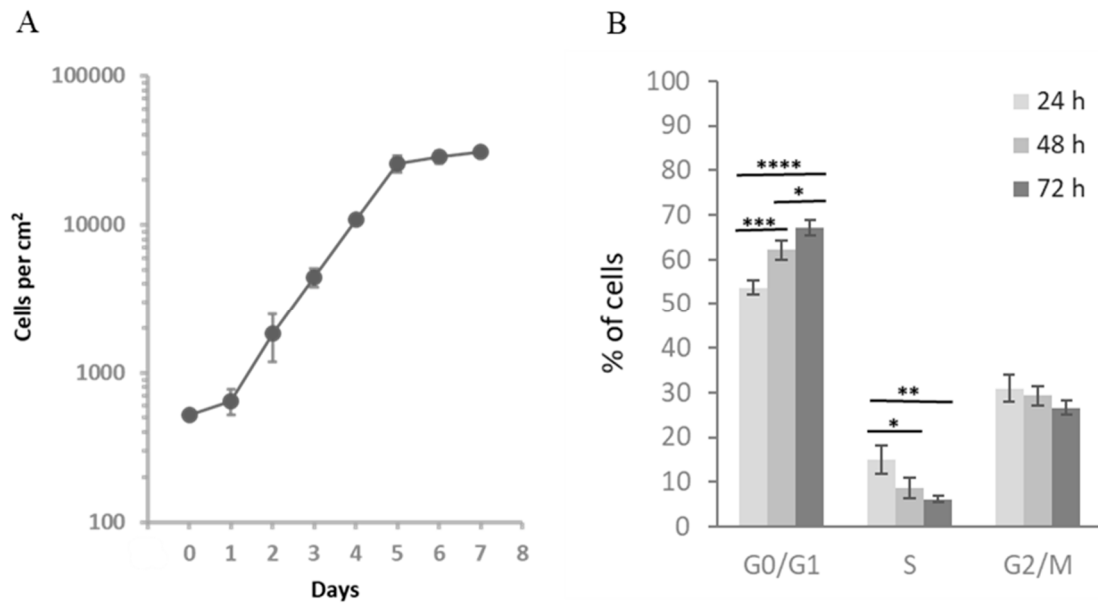

Figure S1. Growth curve for murine fibroblasts (A) seeded with an initial number of 5×10^4 per well of a 6-well plate (521 cells per cm²). Data are presented as the mean cell count per cm² of growth well $\pm$ SD. Log phase of growth is observed between days 1 and 5. Doubling time calculated for cells in log phase = 18.11 h. Cell cycle profile of untreated mouse fibroblasts (control cells) in the log phase of growth (B). Cells were seeded in the same number as described above, incubated for 2 days until they entered the log phase of growth and culture medium was changed to fresh. Following an additional 24, 48 and 72 h of growth, cells were harvested and cell cycle profile was assessed using Muse® Cell cycle assay. Data are presented as mean $\pm$ SD. Asterisks indicate statistically significant differences (ANOVA with Tukey-Kramer HSD post hoc test, significance levels are indicated as * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, and **** $p < 0.0001$).

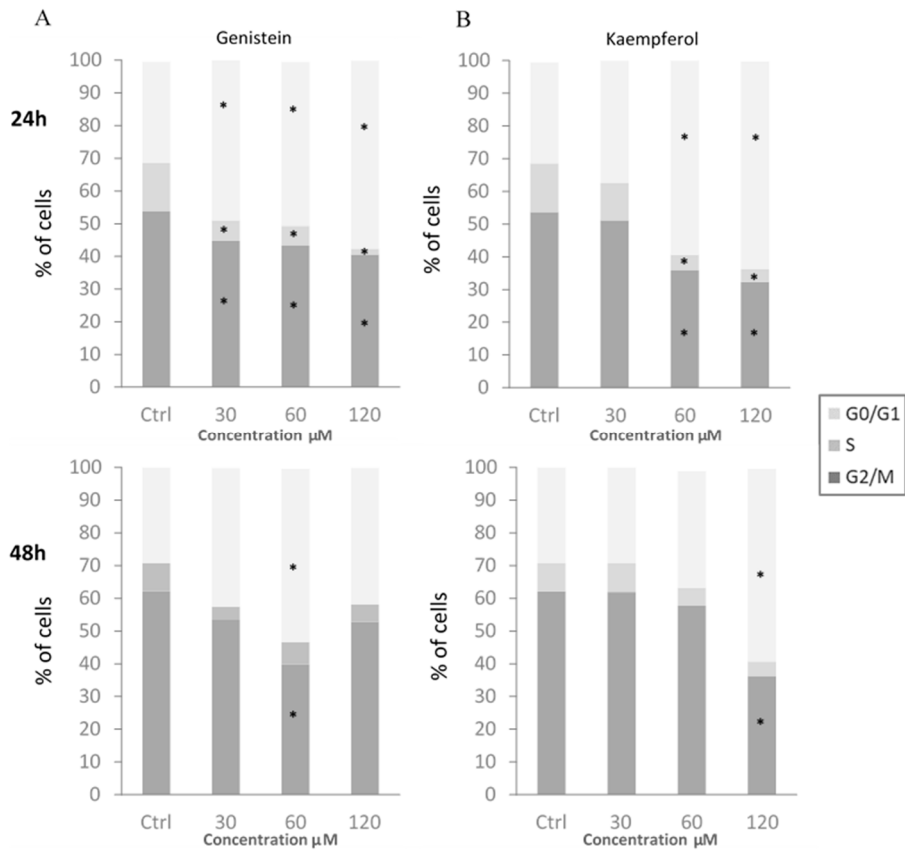

Figure S2. Cell cycle of murine fibroblasts after 24 h or 48 h exposure to genistein (A) and kaempferol (B) at a final concentration of 30, 60 or 120 μM . Ctrl—control cells treated with 0.1% DMSO. Data are presented as means of at least two biological repetitions. Most of the SD values are in the range of 1% to 3%; therefore, they are not shown in the charts but can be found in the Supplementary Table S1. An asterisk (*) indicates statistically significant differences compared to control cells (ANOVA with Tukey-Kramer HSD post hoc test, $p < 0.05$ or less).

Table S1. . Microarray expression profile of murine MPS I fibroblast genes coding for GAG metabolism proteins with expression profile modulated upon flavonoids treatment. Genes with up-regulated expression are marked in red, with down-regulated in blue.

GAG metabolism	Gene	Genistein		Kaempferol		Genistein + Kaempferol (1:1)	
		60 μ M	120 μ M	60 μ M	120 μ M	60 μ M	120 μ M
GAG synthesis	Chain initiation	<i>Xylt1</i>	1.3 $\pm$ 0.4				
		<i>B4galt7</i>		1.6 $\pm$ 0.2	1.4 $\pm$ 0.3	1.6 $\pm$ 0.1	
		<i>Csgalnact1</i>	1.7 $\pm$ 0.4	1.8 $\pm$ 0.0	3.0 $\pm$ 0.1	3.0 $\pm$ 0.5	3.2 $\pm$ 0.1
		<i>CSGALNACT2</i>	1.3 $\pm$ 0.1	1.5 $\pm$ 0.1			
		<i>Galnt5</i>	0.6 $\pm$ 0.0		0.7 $\pm$ 0.0	0.7 $\pm$ 0.0	
	Chain elongation	<i>B3gnt2</i>		0.5 $\pm$ 0.1	0.4 $\pm$ 0.0	0.5 $\pm$ 0.0	0.5 $\pm$ 0.0
		<i>B3gnt7</i>				0.6 $\pm$ 0.1	
		<i>B4galt1</i>			0.7 $\pm$ 0.0	0.7 $\pm$ 0.1	0.6 $\pm$ 0.1
		<i>B4galt3</i>		1.4 $\pm$ 0.1	1.3 $\pm$ 0.1		1.3 $\pm$ 0.1
		<i>B4GALT4</i>	1.9 $\pm$ 0.0	2.2 $\pm$ 0.4	2.2 $\pm$ 0.4	3.3 $\pm$ 0.0	2.3 $\pm$ 0.1
		<i>B4galt5</i>		0.7 $\pm$ 0.0	1.5 $\pm$ 0.2	1.4 $\pm$ 0.0	1.3 $\pm$ 0.1
		<i>Chpf</i>			0.7 $\pm$ 0.1	0.7 $\pm$ 0.0	0.7 $\pm$ 0.0
		<i>Chpf2</i>		1.6 $\pm$ 0.1	1.3 $\pm$ 0.0	2.3 $\pm$ 0.0	2.1 $\pm$ 0.0
		<i>Chsy1</i>		1.3 $\pm$ 0.1	1.4 $\pm$ 0.1	1.6 $\pm$ 0.3	1.8 $\pm$ 0.0
		<i>Ext1</i>		0.7 $\pm$ 0.0	0.6 $\pm$ 0.1	0.6 $\pm$ 0.0	0.5 $\pm$ 0.0
		<i>Extl3</i>		1.6 $\pm$ 0.0	1.3 $\pm$ 0.1	1.6 $\pm$ 0.1	1.4 $\pm$ 0.1
		<i>Has1</i>		0.7 $\pm$ 0.1		0.5 $\pm$ 0.1	0.7 $\pm$ 0.1
		<i>Has2</i>	1.3 $\pm$ 0.2	0.6 $\pm$ 0.1	0.5 $\pm$ 0.1	0.5 $\pm$ 0.0	0.5 $\pm$ 0.1
		<i>Has3</i>			1.3 $\pm$ 0.2		
		<i>Hs3st1</i>		1.5 $\pm$ 0.0	2.3 $\pm$ 0.2	4.4 $\pm$ 0.5	2.3 $\pm$ 0.3
		<i>Hs3st2</i>			1.3 $\pm$ 0.4	0.6 $\pm$ 0.0	0.5 $\pm$ 0.0
		<i>Hs6st2</i>	0.7 $\pm$ 0.0	0.5 $\pm$ 0.1	0.5 $\pm$ 0.0	0.3 $\pm$ 0.1	0.6 $\pm$ 0.2
		<i>Hs6st3</i>	0.6 $\pm$ 0.1	0.5 $\pm$ 0.1	0.5 $\pm$ 0.1	0.3 $\pm$ 0.0	0.5 $\pm$ 0.1
		<i>ST3GAL1</i>		0.6 $\pm$ 0.1	0.7 $\pm$ 0.1		
		<i>ST3GAL2</i>	1.3 $\pm$ 0.0	1.6 $\pm$ 0.5			
		<i>ST3GAL3</i>	1.5 $\pm$ 0.0	1.7 $\pm$ 0.2		1.3 $\pm$ 0.1	1.3 $\pm$ 0.1
	Chain modification	<i>Chst1</i>	0.7 $\pm$ 0.0				0.7 $\pm$ 0.0
		<i>Chst11</i>	1.3 $\pm$ 0.0	2.2 $\pm$ 0.4	2.0 $\pm$ 0.1	2.4 $\pm$ 0.3	2.2 $\pm$ 0.4
		<i>Chst12</i>	0.7 $\pm$ 0.0	0.6 $\pm$ 0.1	0.6 $\pm$ 0.0	0.6 $\pm$ 0.0	0.7 $\pm$ 0.0
		<i>Chst15</i>		0.7 $\pm$ 0.2	1.6 $\pm$ 0.1	1.3 $\pm$ 0.3	1.6 $\pm$ 0.5

	<i>Chst2</i>	2.0 ± 0.2	2.0 ± 0.0	2.5 ± 0.3	2.6 ± 0.2	3.1 ± 0.0
	<i>Chst3</i>				2.1 ± 0.5	1.6 ± 0.1
	<i>Chst7</i>	1.3 ± 0.0				
	<i>Chst8</i>	2.2 ± 0.1		1.4 ± 0.4	0.3 ± 0.0	0.3 ± 0.1
	<i>Dse</i>	0.7 ± 0.0	0.6 ± 0.0	0.5 ± 0.0	0.6 ± 0.0	0.5 ± 0.0
	<i>Dsel</i>	0.6 ± 0.0				
	<i>Fut8</i>	0.7 ± 0.0				
	<i>Ndst2</i>	0.7 ± 0.1	0.7 ± 0.0	0.6 ± 0.0	0.6 ± 0.0	0.6 ± 0.0
	<i>Ndst3</i>	0.7 ± 0.0	0.6 ± 0.2		0.7 ± 0.2	
	<i>Ndst4</i>	1.5 ± 0.2		1.3 ± 0.1	1.3 ± 0.0	
	<i>St3gal1</i>	0.6 ± 0.1		0.7 ± 0.1		
	<i>St3gal2</i>	1.3 ± 0.0	1.6 ± 0.5			
	<i>St3gal3</i>	1.5 ± 0.0	1.7 ± 0.2		1.3 ± 0.1	1.3 ± 0.0
	<i>Glce</i>			1.5 ± 0.1		1.4 ± 0.1
	<i>Hs3st3a1</i>	0.6 ± 0.2	0.5 ± 0.1	0.6 ± 0.0	0.4 ± 0.0	0.6 ± 0.3
	<i>Hs3st3b1</i>		1.7 ± 0.3		1.4 ± 0.0	1.5 ± 0.1
	<i>Ust</i>		0.5 ± 0.0	0.6 ± 0.0	0.6 ± 0.1	0.6 ± 0.0
GAG degradation	<i>Arsb</i>			0.7 ± 0.0		
	<i>Glb1l</i>				1.6 ± 0.0	1.3 ± 0.1
	<i>Gns</i>	1.4 ± 0.0				
	<i>Gusb</i>	0.7 ± 0.1	0.5 ± 0.0			
	<i>Hexb</i>	1.5 ± 0.0	1.7 ± 0.1	1.5 ± 0.0	1.6 ± 0.0	1.8 ± 0.0
	<i>Hgsnat</i>	1.5 ± 0.1	1.8 ± 0.1	1.4 ± 0.3	1.5 ± 0.1	1.3 ± 0.2
	<i>Hpse2</i>				0.5 ± 0.1	0.7 ± 0.1
	<i>Hyal1</i>	2.4 ± 0.2	4.4 ± 0.1	2.2 ± 0.2	2.7 ± 0.3	4.2 ± 0.4
	<i>Ids</i>	1.3 ± 0.1	1.4 ± 0.1			
	<i>Naglu</i>	1.3 ± 0.3	1.4 ± 0.1	1.4 ± 0.0	1.5 ± 0.1	1.5 ± 0.0
	<i>Sgsh</i>	1.3 ± 0.0	1.4 ± 0.2		1.3 ± 0.0	1.4 ± 0.0
GAG-related metabolism	<i>Abcc5</i>	1.4 ± 0.2	1.4 ± 0.1	1.3 ± 0.1	1.3 ± 0.1	
	<i>Agrn</i>		1.8 ± 0.1	1.6 ± 0.3	2.1 ± 0.4	2.3 ± 0.2
	<i>Angpt1</i>		0.4 ± 0.1	0.4 ± 0.1	0.2 ± 0.0	0.6 ± 0.1
	<i>Cemip</i>		0.3 ± 0.1		0.4 ± 0.0	
	<i>Cspg4</i>	0.7 ± 0.0	0.5 ± 0.0		0.7 ± 0.0	0.7 ± 0.0
	<i>Cspg5</i>	1.4 ± 0.1	1.5 ± 0.1			
	<i>Cytl1</i>				0.6 ± 0.1	0.5 ± 0.1

<i>Fmod</i>	0.6 ± 0.1	0.4 ± 0.0	0.6 ± 0.0	0.5 ± 0.0		0.7 ± 0.0
<i>Gal3st3</i>	1.8 ± 0.4		1.4 ± 0.1			1.3 ± 0.1
<i>Gal3st4</i>						1.4 ± 0.3
<i>Gcnt2</i>	0.5 ± 0.0	0.7 ± 0.1		0.7 ± 0.1	0.7 ± 0.1	0.7 ± 0.1
<i>Gpc1</i>	0.6 ± 0.1	0.6 ± 0.1	1.4 ± 0.0	1.3 ± 0.0		0.7 ± 0.0
<i>Gpc2</i>	1.7 ± 0.3	2.1 ± 0.4	2.7 ± 0.2	4.4 ± 0.5	2.0 ± 0.1	2.3 ± 0.4
<i>Gpc3</i>						1.3 ± 0.0
<i>Gpc4</i>			0.4 ± 0.0	0.3 ± 0.0	0.5 ± 0.0	0.5 ± 0.1
<i>Gpc6</i>		0.5 ± 0.0		0.5 ± 0.1		
<i>Hspg2</i>	0.7 ± 0.1	0.6 ± 0.1	0.7 ± 0.2	0.7 ± 0.0	0.5 ± 0.0	0.6 ± 0.1
<i>Ogn</i>	1.3 ± 0.1	0.7 ± 0.1	0.5 ± 0.0	0.3 ± 0.0	0.5 ± 0.1	0.5 ± 0.0
<i>Omd</i>			0.3 ± 0.0	0.2 ± 0.0	0.4 ± 0.1	0.3 ± 0.1
<i>Pdgfrb</i>		0.6 ± 0.0			0.7 ± 0.0	0.7 ± 0.0
<i>Prelp</i>	1.5 ± 0.1	1.5 ± 0.2	0.6 ± 0.1	0.7 ± 0.0		
<i>Ptger4</i>		1.4 ± 0.0	1.4 ± 0.2	1.4 ± 0.1	1.7 ± 0.4	1.7 ± 0.1
<i>Pxylp1</i>	1.5 ± 0.2		1.3 ± 0.4		1.5 ± 0.3	
<i>Sdc2</i>					1.3 ± 0.0	1.5 ± 0.1
<i>Sdc3</i>	0.7 ± 0.1	0.5 ± 0.1	0.5 ± 0.0	0.4 ± 0.0	0.3 ± 0.0	0.3 ± 0.0
<i>Sdc4</i>	0.7 ± 0.0		0.3 ± 0.1	0.2 ± 0.1	0.5 ± 0.0	0.4 ± 0.1
<i>Slc35d1</i>		1.8 ± 0.3				
<i>Sulf1</i>	0.7 ± 0.0	0.5 ± 0.0	0.5 ± 0.0	0.3 ± 0.1	0.3 ± 0.1	0.3 ± 0.1
<i>Sulf2</i>	1.7 ± 0.2	2.0 ± 0.1	1.7 ± 0.3	1.8 ± 0.1	1.9 ± 0.2	2.3 ± 0.1
<i>Tgfb1</i>	0.4 ± 0.1	0.6 ± 0.0	0.5 ± 0.1	0.4 ± 0.1	0.4 ± 0.1	0.4 ± 0.1
<i>Tpst1</i>		0.6 ± 0.0		0.7 ± 0.0		
<i>Tpst2</i>		1.9 ± 0.0				
<i>Vcan</i>		1.4 ± 0.0		1.4 ± 0.1		1.3 ± 0.0

Table S2. Microarray analysis of genes with modulated expression coding for molecular factors involved in Cell cycle phases. Down-regulated genes are denoted in blue, up-regulated in red. Numbers in brackets stands for number of modulated genes in particular Cell cycle phase.

Cell cycle phase	Genistein		Kaempferol		Genistein + Kaempferol (1:1)	
	60 μ M	120 μ M	60 μ M	120 μ M	60 μ M	120 μ M
G1	Cdk6, Myc (2)	Anapc11, Cdk2, Cdk6 (3)	Cdk6 (1)	Cdk6 (1)	Cdh1, Cdk6 (2)	Ccnd3, Cdh1, Cdk6 (3)
	Ccnd2, E2f1, Rb1, Rbl2 (4)	Anapc7, Ccnd1, Ccnd2, E2f1, Rb1, Rbl2 (6)	Abl1, Ccnd2, Rb1, Rbl2 (4)	Anapc7, Ccnd2, Cdk4, Rb1 (4)	Anapc13, Anapc7, Ccnd2, E2f1, Rb1, Rbl2 (6)	Abl1, Anapc13, Anapc7, Ccnd2, E2f1, Rb1, Rbl1, Rbl2 (8)
G1/S	Ccne1, Ccne2, Cdc6, Cdk6, Cdkn2d, Gadd45b, Hdac, Mcm5, Mcm6, Myc, Skp2, Tgfb1 (12)	Ccne1, Ccne2, Cdc20, Cdc6, Cdk1, Cdk2, Cdk6, Cdkn1b, Cdkn2c, Cdkn2d, Chek1, Fzr1, Hdac7, Mcm10, Mcm3, Mcm5, Mcm6, Pcna, Skp2, Tgfb1, Tgfb2, Wee1 (22)	Ccne1, Ccne2, Cdk6, Cdkn2d, Tgfb1 (5)	Ccne1, Ccne2, Cdc20, Cdk1, Cdk6, Cdkn2d, E2f4, Hdac7, Mcm6, Skp2, Tgfb1 (11)	Cdk6, Tgfb1 (2)	Ccne1, Ccne2, Cdk6, E2f4, Gadd45b, Myc, Tgfb1 (7)
	Cdkn1a, Cdkn2b, Cdkn2c, Chek2, E2f1, Gadd45a, Hdac8, Rb1, Rbl2, Smad3, Tfdp2, Tgfb3 (12)	Cdkn1a, Chek2, E2f1, Gadd45a, Gadd45b, Hdac4, Hdac8, Mdm2, Rb1, Rbl2, Tgfb3 (11)	Cdc45, Cdc7, Cdkn1a, Cdkn2b, Chek2, Gadd45a, Hdac4, Hdac6, Mcm7, Mcm8, Mdm2, Rb1, Rbl2, Tfdp2, Tgfb3, Wee1 (16)	Cdkn1a, Cdkn2b, Chek2, Crebbp, Gadd45a, Hdac4, Mdm2, Rb1, Tfdp2, Tgfb3 (10)	Abl1, Cdc45, Cdc7, Cdkn1a, Cdkn2b, Cdkn2c, Chek2, E2f1, E2f2, Gadd45a, Hdac4, Mcm10, Mcm3, Mcm4, Mcm7, Mcm8, Mdm2, Orc1, Rb1, Rbl2, Sfn, Tfdp2, Tgfb3 (23)	Cdc45, Cdc7, Cdkn1a, Cdkn1b, Cdkn2b, Cdkn2c, Chek2, E2f1, E2f2, E2f5, E2f6, Gadd45a, Hdac4, Mcm8, Mdm2, Rb1, Rbl1, Rbl2, Tfdp2, Tgfb3, Wee1 (21)
S	Myc, Skp2 (2)	Cdk2, Dbf4, Men1, Skp2 (4)	Kitl, Ube2f (2)	Dbf4, Kitl, Skp2 (3)	Ep300, Ube2f (2)	Ep300, Myc, Ube2f (3)
	Kitl, Prkdc, Rb1, Rbl2, Smad3 (5)	Prkdc, Rb1, Rbl2 (3)	Mpeg1, Prkdc, Rb1, Rbl2 (4)	Mpeg1, Prkdc, Rb1 (3)	Men1, Mpeg1, Prkdc, Rb1, Rbl2 (5)	Mpeg1, Prkdc, Rb1, Rbl1, Rbl2 (5)
S/G2	(0)	Ccna2, Cdk2, Chek1, Dbf4 (4)	(0)	Ccna2, Dbf4 (2)	(0)	Ccna2 (1)
	Chek2, Prkdc (2)	Chek2, Prkdc (2)	Chek2, Prkdc (2)	Chek2, Prkdc (2)	Chek2, Prkdc (2)	Ccna1, Chek2, Prkdc (3)
G2	Gadd45b (1)	Fzr1, Wee1 (2)	(0)	(0)	(0)	Gadd45b (1)
	E2f1, Gadd45a, Mdm2, Prkdc (4)	E2f1, Gadd45a, Gadd45b, Mdm2, Prkdc (5)	Gadd45a, Mdm2, Prkdc, Wee1 (4)	Gadd45a, Mdm2, Prkdc (3)	E2f1, E2f2, Gadd45a, Mdm2, Prkdc (5)	E2f1, E2f2, Gadd45a, Mdm2, Prkdc, Wee1 (6)

G2/M	Cdc25c, Cdc6, Gadd45b, Myc, Plk1, Ywhah (6)	Ccna2, Ccnb1, Ccnb2, Cdc20, Cdc25b, Cdc25c, Cdc6, Cdk1, Chek1, Pkmyt1, Plk1, Wee1, Ywhah (13)	Plk1, Wee2, Ywhah (3)	Ccna2, Ccnb1, Cdc20, Cdc25b, Cdc25c, Cdk1, Pkmyt1, Plk1, Ywhah, Ywhah (10)	Plk1, Wee2, Ywhah (3)	Ccna2, Gadd45b, Myc, Plk1, Wee2, Ywhah (6)
	Ccnb3, Chek2, Gadd45a, Mdm2, Rb1, Rbl2, Wee2 (7)	Chek2, Gadd45a, Gadd45b, Mdm2, Rb1, Rbl2 (6)	Atm, Atr, Chek2, Gadd45a, Mdm2, Rb1, Rbl2, Wee1 (8)	Chek2, Gadd45a, Mdm2, Rb1 (4)	Atr, Chek2, Gadd45a, Mdm2, Mpeg1, Pkmyt1, Rb1, Rbl2, Sfn (9)	Atr, Ccna1, Chek2, Gadd45a, Mdm2, Rb1, Rbl1, Rbl2, Wee1 (9)
M	Cdc25c, Stag1 (2)	Anapc11, Bub1, Bub1b, Ccna2, Ccnb1, Ccnb2, Cdc25b, Cdc25c, Espl1, Mad2l1, Rad21, Stag1, Ttk (13)	(0)	Ccna2, Ccnb1, Cdc25b, Cdc25c, Mad2l1, Stag1 (6)	Cdh1, Ep300, Espl1, Stag1 (4)	Ccna2, Cdh1, Ep300, Stag1 (4)
	Ccnb3, Mdm2, Pttg1, Stag2 (4)	Anapc7, Cdc14a, Mdm2, Pttg1, Stag2 (5)	Atm, Atr, Cdc23, Mad1l1, Mdm2, Pttg1, Ttk (7)	Anapc7, Crebbp, Mad1l1, Mdm2, Pttg1, Tbc1d8 (6)	Anapc13, Anapc7, Atr, Mad1l1, Mdm2, Pttg1, Tbc1d8 (7)	Anapc13, Anapc7, Atr, Ccna1, Cdc14a, Mad1l1, Mdm2, Pttg1, Tbc1d8 (9)

Table S3. Microarray analysis of murine MPSI fibroblast genes coding for lysosomal proteins with modulated expression upon treatment with tested flavonoids

Enzyme	Gene	Genistein		Kaempferol		Genistein + Kaempferol (1:1)	
		60 μ M	120 μ M	60 μ M	120 μ M	60 μ M	120 μ M
Glycosidases	<i>Gla</i>	1.5 $\pm$ 0.1	1.7 $\pm$ 0.0	1.7 $\pm$ 0.3	2.1 $\pm$ 0.4	1.6 $\pm$ 0.1	1.8 $\pm$ 0.1
	<i>Glb1l</i>					1.6 $\pm$ 0.0	1.3 $\pm$ 0.1
	<i>Gusb</i>		0.5 $\pm$ 0.0				
	<i>Fuca1</i>	1.8 $\pm$ 0.2	2.5 $\pm$ 0.0	1.7 $\pm$ 0.1	1.6 $\pm$ 0.2	2.2 $\pm$ 0.0	2.1 $\pm$ 0.0
	<i>Hexb</i>	1.5 $\pm$ 0.0	1.7 $\pm$ 0.1	1.2 $\pm$ 0.0	1.5 $\pm$ 0.1	1.6 $\pm$ 0.0	1.8 $\pm$ 0.0
	<i>Hexdc</i>		1.5 $\pm$ 0.0	1.4 $\pm$ 0.2		2.2 $\pm$ 0.6	2.0 $\pm$ 0.0
	<i>Hpse2</i>					0.5 $\pm$ 0.1	0.7 $\pm$ 0.1
	<i>Hyal1</i>	2.4 $\pm$ 0.2	4.4 $\pm$ 0.1	2.2 $\pm$ 0.2	2.7 $\pm$ 0.3	4.2 $\pm$ 0.4	4.6 $\pm$ 0.1
	<i>Manba</i>	1.3 $\pm$ 0.2					
	<i>Man2b1</i>	1.7 $\pm$ 0.2	1.8 $\pm$ 0.4		1.3 $\pm$ 0.0	1.5 $\pm$ 0.1	1.5 $\pm$ 0.1
	<i>Man2c1</i>				0.6 $\pm$ 0.0		
	<i>Naga</i>			0.7 $\pm$ 0.0	0.7 $\pm$ 0.1		
	<i>Naglu</i>	1.3 $\pm$ 0.3	1.4 $\pm$ 0.1	1.4 $\pm$ 0.0	1.5 $\pm$ 0.1	1.5 $\pm$ 0.0	1.5 $\pm$ 0.2
	<i>Neu1</i>	2.1 $\pm$ 0.2	3.0 $\pm$ 0.7	1.6 $\pm$ 0.1	1.8 $\pm$ 0.1	2.2 $\pm$ 0.2	2.3 $\pm$ 0.2
	<i>Neu2</i>					0.7 $\pm$ 0.1	
	<i>Neu4</i>					0.5 $\pm$ 0.1	0.6 $\pm$ 0.0
Sulfatase	<i>Arsa</i>					1.7 $\pm$ 0.3	1.5 $\pm$ 0.2
	<i>Arsb</i>				0.7 $\pm$ 0.0		
	<i>Gns</i>	1.4 $\pm$ 0.0					
	<i>Ids</i>	1.3 $\pm$ 0.1	1.4 $\pm$ 0.1				
	<i>Sgsh</i>	1.3 $\pm$ 0.0	1.4 $\pm$ 0.2			1.3 $\pm$ 0.0	1.4 $\pm$ 0.0
Ceramidase	<i>Asah1</i>	1.4 $\pm$ 0.1					
Sfingomylinases	<i>Smpd1</i>			0.6 $\pm$ 0.1	0.7 $\pm$ 0.0		
Other lysosomal enzymes and activators	<i>Aga</i>	2.0 $\pm$ 0.1	2.4 $\pm$ 0.1	1.6 $\pm$ 0.1	2.2 $\pm$ 0.2	2.0 $\pm$ 0.1	2.2 $\pm$ 0.0
	<i>Gm2a</i>	1.6 $\pm$ 0.4				1.7 $\pm$ 0.3	1.5 $\pm$ 0.1
	<i>Gnptg</i>	1.7 $\pm$ 0.0	1.9 $\pm$ 0.2		1.3 $\pm$ 0.3		
	<i>Nagpa</i>				0.6 $\pm$ 0.1	0.7 $\pm$ 0.0	0.5 $\pm$ 0.0
	<i>Ppt1</i>	1.9 $\pm$ 0.1	2.3 $\pm$ 0.4			1.4 $\pm$ 0.0	1.5 $\pm$ 0.1
	<i>Ppt2</i>		1.3 $\pm$ 0.3		1.5 $\pm$ 0.0	1.5 $\pm$ 0.2	1.5 $\pm$ 0.1
	<i>Psapl1</i>					0.6 $\pm$ 0.0	
Lipases	<i>Lipa</i>			1.3 $\pm$ 0.0		1.4 $\pm$ 0.1	1.4 $\pm$ 0.2
Proteases	<i>Ctsb</i>	1.3 $\pm$ 0.1	1.3 $\pm$ 0.1				
	<i>Ctsd</i>	1.4 $\pm$ 0.1	1.5 $\pm$ 0.1	1.3 $\pm$ 0.0	1.3 $\pm$ 0.1	1.8 $\pm$ 0.2	1.8 $\pm$ 0.0
	<i>Ctsf</i>	1.8 $\pm$ 0.2	2.3 $\pm$ 0.1	1.5 $\pm$ 0.2	1.7 $\pm$ 0.0	1.7 $\pm$ 0.0	1.9 $\pm$ 0.1
	<i>Ctsg</i>					0.6 $\pm$ 0.1	0.6 $\pm$ 0.0
	<i>Ctsh</i>			1.4 $\pm$ 0.2		1.4 $\pm$ 0.1	
	<i>Ctsk</i>			1.8 $\pm$ 0.2	1.7 $\pm$ 0.1	1.5 $\pm$ 0.2	1.3 $\pm$ 0.1
	<i>Ctsl</i>			1.3 $\pm$ 0.0	1.5 $\pm$ 0.1	1.2 $\pm$ 0.1	1.2 $\pm$ 0.0
	<i>Ctso</i>	1.3 $\pm$ 0.0	1.3 $\pm$ 0.2	0.7 $\pm$ 0.1		1.2 $\pm$ 0.0	
	<i>Tpp1</i>	1.5 $\pm$ 0.1	1.6 $\pm$ 0.1			1.3 $\pm$ 0.0	1.3 $\pm$ 0.1
Lysosomal membrane proteins	<i>Abca2</i>					1.5 $\pm$ 0.2	1.7 $\pm$ 0.2
	<i>Abca9</i>		0.4 $\pm$ 0.1	0.4 $\pm$ 0.1	0.3 $\pm$ 0.1	0.4 $\pm$ 0.1	0.5 $\pm$ 0.0
	<i>Cd68</i>	3.7 $\pm$ 0.0	8.3 $\pm$ 0.5	1.6 $\pm$ 0.1	1.3 $\pm$ 0.4	1.7 $\pm$ 0.2	1.5 $\pm$ 0.2
	<i>Cln3</i>	1.4 $\pm$ 0.0		1.4 $\pm$ 0.0	1.6 $\pm$ 0.1		
	<i>Cln5</i>					1.3 $\pm$ 0.1	1.3 $\pm$ 0.1

	<i>Ctns</i>	1.7 ± 0.2	1.7 ± 0.2	1.8 ± 0.1	2.3 ± 0.1	1.7 ± 0.0	1.8 ± 0.0
	<i>Entpd4</i>				0.7 ± 0.0		
	<i>Entpd4</i>				0.7 ± 0.0		
	<i>Hgsnat</i>	1.5 ± 0.1	1.8 ± 0.1	1.4 ± 0.3	1.5 ± 0.1	1.3 ± 0.1	1.4 ± 0.1
	<i>Lamp1</i>						
	<i>Lamp2</i>	1.3 ± 0.1					
	<i>Laptm4b</i>	1.5 ± 0.1	1.4 ± 0.1	1.3 ± 0.0		1.3 ± 0.1	1.3 ± 0.0
	<i>Laptm5</i>					0.6 ± 0.1	0.6 ± 0.0
	<i>Mcoln1</i>	2.1 ± 0.4	2.8 ± 0.4	2.0 ± 0.1	2.7 ± 0.1	2.4 ± 0.1	2.2 ± 0.0
	<i>Mfsd8</i>	1.5 ± 0.1	1.4 ± 0.1				1.4 ± 0.0
	<i>Npc1</i>	1.4 ± 0.0	1.7 ± 0.2	1.6 ± 0.1	2.0 ± 0.2	1.4 ± 0.1	1.4 ± 0.0
	<i>Npc2</i>	1.6 ± 0.3	1.6 ± 0.2	1.4 ± 0.0	1.6 ± 0.3	1.7 ± 0.1	1.7 ± 0.0
	<i>Scarb2</i>		1.7 ± 0.1				
	<i>Slc17a5</i>	1.5 ± 0.0	1.9 ± 0.4	1.9 ± 0.4	2.4 ± 0.1	1.9 ± 0.1	2.0 ± 0.1
	<i>Slc11a1</i>						
	<i>Slc11a2</i>		1.5 ± 0.2	1.3 ± 0.3		1.5 ± 0.2	1.5 ± 0.2
	<i>Sort1</i>	1.8 ± 0.0	1.9 ± 0.1	2.0 ± 0.3	2.1 ± 0.2	3.0 ± 0.1	3.6 ± 0.4
V-ATPases	<i>Atp6ap1l</i>				0.7 ± 0.3		
	<i>Tcirg1 (ATP6V0A3)</i>			1.3 ± 0.0	1.4 ± 0.1		
	<i>Atp6v0a1</i>					1.4 ± 0.0	1.4 ± 0.1
	<i>Atp6v0a2</i>				1.3 ± 0.0		
	<i>Atp6v0a4</i>	1.5 ± 0.3					0.7 ± 0.2
	<i>Atp6v0b</i>	1.3 ± 0.5	1.6 ± 0.2		1.3 ± 0.1	1.9 ± 0.0	2.0 ± 0.1
	<i>Atp6v0d2</i>	0.6 ± 0.1	0.6 ± 0.1	0.6 ± 0.0	0.6 ± 0.0	0.5 ± 0.1	0.5 ± 0.1
	<i>Atp6v0e</i>		1.5 ± 0.2			1.4 ± 0.0	1.3 ± 0.2
	<i>Atp6v0e2</i>	1.9 ± 0.2	2.6 ± 0.2	1.5 ± 0.0	1.7 ± 0.2	1.6 ± 0.0	2.1 ± 0.1
	<i>Atp6v1a</i>	1.9 ± 0.2	2.0 ± 0.0	1.3 ± 0.1		1.5 ± 0.1	1.5 ± 0.1
	<i>Atp6v1b1</i>						
	<i>Atp6v1b2</i>	1.4 ± 0.0	1.6 ± 0.0			1.3 ± 0.1	1.4 ± 0.0
	<i>Atp6v1d</i>	1.5 ± 0.0	1.8 ± 0.1	1.4 ± 0.1	1.4 ± 0.0	1.3 ± 0.0	1.3 ± 0.1
	<i>Atp6v1e1</i>	1.3 ± 0.0	1.5 ± 0.1			1.6 ± 0.1	1.5 ± 0.1
	<i>Atp6v1e2</i>	1.4 ± 0.1	1.3 ± 0.3				
	<i>Atp6v1f</i>		1.5 ± 0.1			1.3 ± 0.0	
	<i>Atp6v1g1</i>		1.4 ± 0.1				
	<i>Atp6v1g2</i>					1.6 ± 0.6	1.4 ± 0.2
	<i>Atp6v1g3</i>			0.7 ± 0.2			
	<i>Atp6v1h</i>		1.5 ± 0.1

How the deposited data were processed for this re-analysis (not part of the article)

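Primary skin fibroblasts from the tails of MPS I mice were treated for 24 h with 60 or 120 µM G, 60 or 120 µM K, or a 1:1 mixture of G and K of 60 or 120 µM in total, and their RNA was measured on Clariom S mouse arrays. There are 16 arrays in 8 groups of 2: the 6 conditions, a 0.05% DMSO control and a 0.1% DMSO control. The paper gives the number of independent measurements as 3 per group, while 2 arrays per group were analysed here.

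The authors processed the scanned images with Affymetrix Expression Console and Transcriptome Analysis Console, and the deposited values are log2 signals after background correction, quantile normalization and summarization by RMA. The software versions and the genome build are not given in the sources used here. The tables hold 28846 probe sets per array, of which 6640 are controls and 22206 are annotated transcript clusters, and 22202 of these carry 1 gene symbol. The 21901 symbols include 203 with several transcript clusters, and the cluster with the highest mean signal stood for such a gene in gene lists and among the genes named. Signals lay between 2.31 and 18.4, and the median of the transcript clusters between 6.54 and 6.63 per array. Between 22.9% and 27.1% of the transcript clusters lay above the 95th percentile of the negative control probe sets, and the area under the curve between positive and negative controls was 0.823 to 0.856. The deposited workbook and the table of normalized values differed by at most 5e-05. The workbook's column names give the method as sst-rma, and how fold changes would differ with plain RMA was not tested.

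Differences between groups were tested with limma 3.58.1 in R 4.3.3, with 1 mean per group, all 16 arrays in 1 fit and moderated standard errors (8 residual and 5.81 prior degrees of freedom). G and K were compared with 0.05% DMSO and the mixtures with 0.1% DMSO, as the paper describes for the whole arrays; for GAG and cell cycle genes it names 0.1% DMSO alone, and 0.1% DMSO as the control of every condition was run as an alternative. Further tests compared the doses, K with G, each mixture with G and with K at the same total concentration, the solvents with each other, and the 120 µM mixture with the sum of 60 µM G and 60 µM K. P values were adjusted by the Benjamini-Hochberg method over all 22206 transcript clusters of a comparison, and an adjusted p under 0.05 counted as changed. The paper's fold change criterion, above 1.3 or below 0.7, was applied to the ratio of geometric means, without a test.

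Before the data were examined, 36 gene lists were fixed from general knowledge of pathways, organelles and cell types. Their members were counted with p adjusted over all transcript clusters and adjusted over the list alone, and limma's camera compared each list with all other genes with a preset correlation of 0.01 and again with a correlation estimated from the data, in 216 tests for the 6 conditions and 396 for the other comparisons. The genes that the paper's tables name were counted in the same way as lists of the paper. Gene Ontology terms that the paper names were tested with a one-sided Fisher's exact test on the genes annotated directly to them, with the annotated genes on the array as the background (20689 for cellular components and 20562 for biological processes) and adjustment over 288 tests, and 2 of the 26 terms had no member on the array. Genes with dim signals stayed among these, and a test against expressed genes alone was not run. The median of the 5222 negative control probe sets lay between 6.47 and 6.83 per array, and a group with both arrays at or below it was taken as not well above background, a rule chosen after the data were seen. A fold change with 1 such group is a bound, the mean of the brighter group against the mean, per array, of the higher of that median and the gene's own signal, and none is given where both groups were such or the bound fell under 1-fold. The genes named are those in the paper's text and tables, the 8 largest changes in each direction that passed the test in each condition, 5 in other comparisons, and up to 4 per gene list, by a rule fixed before the data were examined; values in the paper's tables had been seen then. Some genes that this rule names are not reported here.

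The fit was tested on simulated data, in which 50 genes each were given fold changes of 1.3, 1.5, 2 and 4 in 60 µM G. Of these, 1, 7, 31 and 50 passed the test, and 6 of 95 calls were of unchanged genes. In 100 simulated comparisons of unchanged groups, 806 to 931 transcript clusters passed the fold change criterion, while 2073 passed it between the 0.1% and 0.05% DMSO controls. Correlations between the arrays with the same replicate number of different groups lay between -0.136 and 0.142 after subtraction of group means, with a median of 0.014, so the replicate numbers were not treated as pairs or batches. Other choices of control, normalization, filter, prior and criterion were tried, and each array was left out in turn, in which case the remaining array of a group is assumed to vary like the other groups. Leaving out an array also lowers the power of the test, so a lost call alone does not point at that array. Groups of 2 arrays are too small to test single arrays as outliers or to compare other splits of the arrays. The quantitative PCR and the measurements of protein and GAG were not analysed here, since the arrays do not cover them. Gene symbols come from the arrays' annotation table, and versions of the other tools were statmod 1.5.0, Python 3.11.15 and matplotlib 3.10.9.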

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

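The tests of the solvent, of a trend with signal level, of fewer cells in S phase and of shared probes were chosen after the results were seen, and those of noise and of uneven labelling before; the bound of the S phase test was also tightened after its value was seen.

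Of the genes in which G and K acted in opposite directions, the proliferins, hormones of the prolactin family, stood out. Prl2c2 fell with 60 µM G (log2 fold change -2.04) and rose with 60 µM K (4.70), a difference of 6.74, and the difference at 120 µM was 5.75 as measured, with a bound of at least 4.88 since the gene was not well above background with 120 µM G. Prl2c3 differed by 5.76 at 60 µM and 4.50 at 120 µM (at least 4.39 for the same reason); both belong to a family of near-identical genes, and binding of 1 transcript to the probes of the other was not tested. Ednrb, the endothelin B receptor, differed by 3.72 at 60 µM, and Igfbp5 by 4.95 at 120 µM (log2, K minus G). In all, 33 transcript clusters changed in opposite directions with G and K at 60 µM, 10 of them up with G and 23 up with K, and 62 at 120 µM, 27 and 35, each with a difference that passed limma's test. Of those called with both compounds, most changed in the same direction, 809 of 842 at 60 µM and 1920 of 1982 at 120 µM.

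Target genes of NRF2, which controls the defence against oxidants, were higher with K than with G (camera, adjusted p = 4.1e-19 at 60 µM and 3.2e-18 at 120 µM). Of 25 such genes, which the paper does not discuss as a group, 10 and 13 rose with 60 and 120 µM G, 19 and 22 with 60 and 120 µM K, and 23 and 23 with the 60 and 120 µM mixtures (12, 15, 23, 25, 24 and 23 when adjusted over the list alone). Srxn1, which restores oxidized peroxiredoxins, rose 6.93-fold with 120 µM K and 3.28-fold with 120 µM G. Camera's calls held in all 6 conditions with an estimated correlation (adjusted p = 0.00035 to 0.032). The count with 60 µM G was 4, 6, 4 and 5 without replicate 1 or 2 of 60 µM G or replicate 1 or 2 of 0.05% DMSO.

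Genes of the circadian clock mostly rose where they changed: of 19, 9 rose with 120 µM G, 7 rose and 2 fell with 60 µM K, 8 and 2 with 120 µM K and 8 and 1 with the 60 µM mixture (13 and 0, 9 and 2, 8 and 2, and 8 and 1 when adjusted over the list alone). Bhlhe41, a repressor in the clock, rose 4.00-fold with 120 µM K, and Dbp, a clock output gene, 2.58-fold. Camera's calls held with an estimated correlation in these conditions (adjusted p = 0.027 to 0.046) and not with 60 µM G (adjusted p = 0.072 with an estimated correlation) or the 120 µM mixture (adjusted p = 0.058 with an estimated correlation). The changed count was 4 to 5 without any 1 of the 4 arrays of the 120 µM G comparison, and 5 of 9 without replicate 2 of the 60 µM mixture or 0.1% DMSO replicate 2. Of 12 fibroblast markers, 7 fell with 120 µM G (8 when adjusted over the list alone; camera, adjusted p = 0.016 with an estimated correlation), and 4 without replicate 1 of 120 µM G or 0.05% DMSO replicate 1.

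The fold changes of the mixture correlated more with those of K than with those of G. With 0.1% DMSO as the control of every condition, and the error variance and the error of the shared control arrays removed, the correlation with K exceeded that with G by 0.270 at 60 µM (0.226 to 0.334 without 1 array), which argues against the different solvent controls as the whole cause. With the error variance removed, the correlations were 0.867 with K and 0.474 with G at 60 µM, a difference of 0.393 (0.348 to 0.457 without 1 array), which argues against noise in the fold changes of G. At 120 µM they were 0.827 and 0.700. A larger share of K in the biological effect of the mixture may explain this, which stays a hypothesis.

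Target genes of p53 rose in every condition, 20 and 24 of 29 with 60 and 120 µM G, 22 and 24 with 60 and 120 µM K and 21 and 23 with the mixtures (22, 24, 24, 24, 23 and 23 when adjusted over the list alone), and none fell. Pmaip1 rose 5.88- and 16.1-fold with 60 and 120 µM G, and Gadd45a, a stress sensor, 5.18- and 7.23-fold with 60 and 120 µM K. With each array's trend against the mean signal taken out by loess, which moved log2 fold changes by up to 0.135 and 262 to 1761 transcript clusters across the fold change criterion, the lowest of the 6 median log2 fold changes was 0.811, against a largest difference of 0.098 between 2 arrays of a group, which argues against such a trend as the whole cause. The list's mean changed by -0.013 between the solvents, which argues against the solvent. An activation of p53 by both compounds may explain the rise, as a hypothesis, and other regulators of the same genes were not tested.

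Of 65 replication-dependent histone genes, 39 and 53 fell with 60 and 120 µM G, 22 and 49 with 60 and 120 µM K and 46 and 56 with the mixtures (44, 55, 34, 56, 54 and 59 when adjusted over the list alone), 2 rose with 120 µM G (3 when adjusted over the list alone), and the mean log2 fold changes were -0.73, -1.25, -0.55, -0.95, -0.70 and -1.003 in this order. Camera's calls held in none of the 6 conditions (adjusted p = 0.072 to 0.17 with an estimated correlation), and the changed count was 13 and 16 with 60 µM G without its replicate 2 or 0.05% DMSO replicate 1, 8, 3, 5 and 9 with 60 µM K without its replicate 1 or 2 or 0.05% DMSO replicate 1 or 2, and 21, 20, 20 and 28 with the 60 µM mixture without its replicate 1 or 2 or 0.1% DMSO replicate 1 or 2. The smallest fall of the mean, -0.555, was larger than the largest difference between 2 arrays of a group, 0.375, which argues against uneven labelling of single arrays. Fewer cells in S phase cannot be told apart from another cause: the mean of the DNA replication genes rose by up to 0.311, with the 60 µM mixture, against a largest difference of 0.308 between 2 arrays of a group, and by 0.234 without replicate 2 of this mixture and 0.269 without 0.1% DMSO replicate 1. Shared probes cannot be told apart either, since the estimated correlation between the histone genes was 0.366 and near-identical genes may move together for both reasons. The paper measured cell cycle phases and BrdU incorporation in murine fibroblasts, which were not analysed here. It reports more cells in G2/M with G or K, and that each compound alone affected proliferation. Its mixtures had other ratios than those on the arrays. At a lower total concentration than on the arrays, it reports fewer DNA synthesizing cells after 24 h for nearly every ratio. With mixtures of 60 µM it reports disturbed phases at 24 h, and at 60 and 120 µM less BrdU incorporation.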

How the results depend on the processing

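The alternatives for the Gene Ontology terms and for the correlations with the error removed and a shared control, and the removal of a trend with signal level, were chosen after seeing the data and the others before; where a result below changed, the cause was not tested unless the alternative itself has fewer arrays or genes. Of 1300 named gene results, 948 kept their direction and side of the threshold in every alternative run for them. With 0.1% DMSO as the control, 1 reversed: Ier2 with 60 µM G had a log2 fold change of 0.165, which did not pass. The counts past the fold change criterion stayed within 1.5 times without any 1 array, and those past the adjusted p did with array weights, a trend and robust prior, quantile normalization and median centring. By the bound for dim genes, also chosen after seeing the data, limma called 1.52% to 6.41% of the transcript clusters not well above background in both groups of the 6 conditions, and 14.5% to 30.7% of those above it in both.

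With only the 2 groups compared in the fit, which leaves fewer arrays, the limma counts were 701 (60 µM G), 2281 (120 µM G), 2509 (120 µM K), 2211 and 2866 (mixtures), 257 and 21 (doses of G and K), 1094 and 1053 (K against G at 60 and 120 µM), 873 and 999 (mixture against G), 0 and 0 (mixture against K, with unadjusted p under 0.05 for 1876 and 2666 in the whole fit) and 0 (solvents, 2050 unadjusted). With the brighter transcript clusters only, they were 1360 and 185 (doses), 94 and 468 (mixture against K), 0 (solvents) and 36 (departure from the sum), and 4015 passed the fold change criterion with the 60 µM mixture. The replicate number as a block gave 0 for the solvents and 3 for the departure from the sum, the mean of both DMSO groups gave 3386 for 60 µM K, and 2768 passed the criterion with 60 µM G when both treated arrays had to pass. By adjusted p, the genes in common at 60 µM were 1582 (K and mixture), 963 (G and mixture) and 809 (G and K). Correlations of K and mixture, G and mixture, and G and K were 0.874, 0.639 and 0.569 at 60 µM and 0.863, 0.728 and 0.679 at 120 µM with 0.1% DMSO as the control (0.500 in simulated unchanged groups that share it), and 0.813, 0.545, 0.556, 0.817 and 0.678 (not G and K at 120 µM) with brighter transcript clusters.

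Of 216 list tests, 73 no longer passed with an estimated correlation. In the order 60 and 120 µM G, 60 and 120 µM K, 60 and 120 µM mixture, their adjusted p was 0.152, 0.243, 0.428, 0.460, 0.166 and 0.208 for soluble lysosomal enzymes, 0.0893, 0.100, 0.205, 0.175, 0.156 and 0.138 for lysosomal membrane proteins, and 0.102, 0.0722, 0.167, 0.0948, 0.158 and 0.0973 for histones. It was 0.216, 0.205 and 0.197 for GAG degradation (G and 60 µM mixture), 0.0948, 0.0722, 0.158 and 0.230 for V-ATPase (G and mixtures), 0.0906 and 0.175 for focal adhesion (G), 0.158, 0.158, 0.143 and 0.15 for peroxisomes and 0.156, 0.209, 0.100 and 0.185 for glutathione (K and mixtures), 0.0978 and 0.100 for collagen (mixtures), 0.466, 0.205, 0.637 and 0.416 for DNA replication (G, 60 µM K, 60 µM mixture), and 0.550, 0.0556 and 0.205 for G2/M and mitosis (G, 120 µM K). With 0.1% DMSO as the control it was 0.0389 for glutathione (60 µM G) and 0.337 and 0.0123 for DNA replication (60 and 120 µM K).

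Without 1 array at a time, the limma counts lay between 800 and 1100 and between 2241 and 2445 (60 and 120 µM G), 1150 and 1354 and 2416 and 2853 (K), 2150 and 3345 and 2461 and 3852 (mixtures), 331 and 428 and 10 and 56 (doses of G and K), 667 and 1175 and 1231 and 1577 (K against G), 455 and 994 and 704 and 963 (mixture against G), 0 and 1 and 10 and 135 (mixture against K), 0 and 0 (solvents) and 2 and 12 (departure from the sum). Correlations lay between 0.642 and 0.680 (K and mixture), 0.303 and 0.379 (G and mixture) and 0.445 and 0.587 (G and K) at 60 µM, and 0.625 and 0.722, 0.529 and 0.594, and 0.597 and 0.681 at 120 µM. Adjusted p of lists lay between 0.0138 and 0.157 and 0.0141 and 0.108 (GAG degradation, 60 and 120 µM G), 4.7e-05 and 0.145 (G2/M, 60 µM G), 0.0090 and 0.618 (glutathione, 60 µM G), 0.00066 and 0.235 and 0.0016 and 0.208 (soluble enzymes, K), 0.0084 and 0.178 and 0.0029 and 0.940 (DNA replication, K), 0.021 and 0.284 (collagen, 60 µM K), 0.0020 and 0.0722 and 0.0019 and 0.0728 (collagen, mixtures), and, for the 120 µM mixture, 0.0482 and 0.0886 (GAG degradation), 0.0305 and 0.0673 (V-ATPase) and 0.0059 and 0.719 (G2/M). Slide or scan date as a block and another background correction were not run, since the deposited tables hold neither.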

Differences from the paper's values

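Differences of more than 1.5 times from the paper's fold changes in its Table 4 were found for genes of the MiT family, whose paper errors are SDs. For Tcfe3 (Tfe3), the paper's values are 2.4 with 120 µM K and 2.8 with the 120 µM mixture, and those here are 0.972 and 0.817. For Tcfec (Tfec), the paper's values are 0.8 with 120 µM G, 0.9 with 120 µM K and 0.8 with the mixture, and those here are 0.468, 1.47 and 1.92. For Mitf, the paper's values are 0.5 with 120 µM G and 1.5 with 120 µM K, and those here are 0.901 and 2.35. With 0.1% DMSO as the control, an alternative set before the data were examined, all 7 values still differ by these limits. They also do without each array of the comparison in turn, except that Tcfec with 120 µM K does not differ without replicate 2 of 120 µM K or 0.05% DMSO replicate 1, and Mitf with 120 µM K does not without replicate 1 of 120 µM K or 0.05% DMSO replicate 1. Set against all 4 genes, the paper's row for Mitf lies within 0.032 of Tfec here in all 3 conditions. Its row for Tcfe3 lies within 0.052 of Mitf, and its row for Tcfeb within 0.047 of Tfe3. Its row for Tcfec lies closest to Tfeb, within 0.028, and within 0.072 of Tfe3. Tfeb here was not well above background, so that its match carries little weight. The paper's quantitative PCR in the same rows lies close to its array values, under its own gene names, and was not analysed here. Which names hold is therefore not decided by the arrays alone. Of the 129 array fold changes in the paper's Tables 2 to 4, which cover 43 genes, 109 equal those here to 1 decimal and 120 lie within 0.1.

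For GAG synthesis, the paper's text gives 16 genes as the number with 120 µM K and calls it the lowest, and its Fig. 7 prints a larger number. Here 23 of the 44 genes of its tables passed the criterion with 120 µM K, and the lowest count was 11, with 60 µM G; with 0.1% DMSO as the control, which the paper names for these genes, they were 29 and 14. The paper names the peroxisome as enriched among genes raised by both flavonoids, and here the enrichment did not pass with G (adjusted p = 0.15 and 0.64 with 60 and 120 µM). The paper used other enrichment tools, and its false discovery rate limit for enrichment scores was wider than the 0.05 used here. The 2 results are thus of unlike tests. Vacuole organization, regulation of macroautophagy and vacuolar transport are named for G, and here these terms, with 5, 3 and 14 directly annotated genes, passed with neither dose. Genes annotated only to narrower terms are not counted. Tests on so few genes have little power, so they do not decide on the enrichment that the paper reports for these terms. With the genes past the adjusted p in place of the criterion, an alternative chosen after seeing the values, neither these terms nor the peroxisome passed with G, and the lowest adjusted p with G was 0.053, for the peroxisome with 60 µM G. The paper describes changes that depend on time, and all arrays here were taken at 24 h. The paper gives 3 replicates per group, and 2 arrays per group were analysed here.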

Other observations

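Between 0.1% and 0.05% DMSO, the log2 fold changes of Hyal1 and Lgals3, genes that changed strongly with the flavonoids, were -0.46 (95% interval -0.80 to -0.12) and 0.07 (-0.28 to 0.41), and neither passed.

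Among target genes of the stress factors ATF4 and CHOP, Ddit4, which restrains the kinase mTOR, rose 3.31-fold with 60 µM G, and Pycr1, an enzyme of proline synthesis, fell to 0.307. Of 30 such genes, 3 rose and 12 fell with 60 µM G, 7 and 6 with 120 µM G, 9 and 4 with 60 µM K, 13 and 3 with 120 µM K, and 7 and 4 with each mixture (5 and 13, 10 and 7, 10 and 5, 16 and 3, and 10 and 7 when adjusted over the list alone). The changed count fell to 9 with 60 µM G without either 0.05% DMSO replicate, to 8 and 6 with 60 µM K without its replicate 1 or 2 and 7 and 8 without 0.05% DMSO replicate 1 or 2, and to 10 with 120 µM K without 0.05% DMSO replicate 2. Of 23 genes of cholesterol synthesis and uptake, 12 fell with 120 µM G (17 when adjusted over the list alone), 5 without 0.05% DMSO replicate 1 and 6 without replicate 1 of 120 µM G (camera, adjusted p = 0.21 with an estimated correlation). Stard4, a cholesterol transfer protein, fell to 0.314 with 120 µM G.

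Target genes of YAP and SRF, which respond to the actin cytoskeleton, fell in part with 120 µM K, where Cnn1, a protein of contractile fibres, fell to at most 0.143. Of 28 such genes, 16 fell and 1 rose with 120 µM K (19 and 1 when adjusted over the list alone; camera, adjusted p = 0.091 with an estimated correlation), and 19 were lower with K than with G at 120 µM (20 when adjusted over the list alone; camera, adjusted p = 0.075 with an estimated correlation).

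Genes of the primary cilium rose in part with 120 µM K and the 120 µM mixture, 12 of 38 with K (14 when adjusted over the list alone), and 16, with 1 that fell, with the mixture (21 and 1 when adjusted over the list alone; camera, adjusted p = 0.051 with an estimated correlation), where the changed count was 9 without its replicate 2 and 11 without 0.1% DMSO replicate 2. Of 48 DNA repair genes, 10 rose and 1 fell with 120 µM K (11 and 1 when adjusted over the list alone), and the changed count was 3 without 0.05% DMSO replicate 2 and 5 and 7 without replicate 2 or 1 of 120 µM K. Prkdc, a kinase of DNA end joining, rose 1.96-fold with 120 µM K. With an estimated correlation, camera called neither list with 120 µM K (adjusted p = 0.10 and adjusted p = 0.32 with an estimated correlation). Of 7 lists of cell type markers, camera called that of fibroblasts in 4 of the 6 conditions and no other list in any of them, and the calls with 120 µM K and the mixtures did not hold (adjusted p = 0.057, 0.072 and 0.056 with an estimated correlation).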
